# Macrophages reprogramming improves immunotherapy of IL-33 in peritoneal metastasis of gastric cancer

**DOI:** 10.1038/s44321-023-00012-y

**Published:** 2024-01-18

**Authors:** Keying Che, Yuting Luo, Xueru Song, Zhe Yang, Hanbing Wang, Tao Shi, Yue Wang, Xuan Wang, Hongyan Wu, Lixia Yu, Baorui Liu, Jia Wei

**Keywords:** IL-33, Gastric Cancer, Peritoneal Metastasis, Tumor Immune Microenvironment, Tumor-associated Macrophages, Cancer, Digestive System, Immunology

## Abstract

Peritoneal metastasis (PM) has a suppressive tumor immune microenvironment (TIME) that limits the effects of immunotherapy. This study aimed to investigate the immunomodulatory effects of intraperitoneal administration of IL-33, a cytokine that is reported to potentiate antitumor immunity and inhibit metastasis. We found survival was significantly prolonged in patients with high IL-33 mRNA expression. In immunocompetent mice, intraperitoneal administration of IL-33 could induce a celiac inflammatory environment, activate immunologic effector cells, and reverse the immunosuppressive tumor microenvironment, which effectively delayed tumor progression and PM of gastric cancer. Mechanistically, IL-33 could induce M2 polarization by activating p38-GATA-binding protein 3 signaling. IL-33 combined with anti-CSF1R or p38 inhibitor to regulate tumor-associated macrophages (TAMs) had a synergistic antitumor effect. Inducing a local inflammatory milieu by IL-33 administration provided a novel approach for treating peritoneal metastasis, which, when combined with TAM reprogramming to reshape TIME, can achieve better treatment efficacy.

## Synopsis

The suppressive tumor immune microenvironment limits the effectiveness of immunotherapy for peritoneal metastasis. Because of its known role in antitumor immunity, local administration of IL-33 was tested as a potential therapy in immunocompetent mice.

- In human gastric cancer patients, high IL-33 mRNA expression is associated with longer overall and progression-free survival times and was associated with activation of the tumor immune microenvironment.
- Local delivery of IL-33 to mice challenged with mouse forestomach carcinoma cells decreased metastasis.
- IL-33 promoted the infiltration and activation of peritoneal immunocytes, and macrophages, and induced local inflammatory milieu in mice.
- IL-33 activated the p38-GATA3 signaling pathway to induce M2 polarization of macrophages.
- A combination of IL-33 and anti-CSF1R or p38 inhibitor synergistically inhibited tumor growth and metastasis.

## Abstract (web summary)

The suppressive tumor immune microenvironment limits the effectiveness of immunotherapy for peritoneal metastasis. Because of its known role in antitumor immunity, local administration of IL-33 was tested as a potential therapy in immunocompetent mice.

The Paper Explained **Problem**

Peritoneal metastasis is the most common form of recurrence and metastasis for gastric cancer and the main cause of death in patients. The suppressive tumor immune microenvironment (TIME) limits the effects of immunotherapy.

**Results**

The intraperitoneal administration of IL-33 induced a celiac inflammatory milieu and inhibited metastasis progression. IL-33 could also activate downstream signaling pathways, including NF-κB, p38, and p44/42, and induce M2 polarization of macrophages by activating the p38-GATA-binding protein 3 signaling pathway. IL-33 combined with an anti-CSF1R or p38 inhibitor to regulate TAMs had a synergistic antitumor effect in the abdominal dissemination model.

**Impact**

These results provide a promising novel approach for treating metastatic peritoneal malignancies, which, if combined with TAM reprogramming to reshape the TIME, could achieve a better therapeutic outcome. Further investigation is warranted to test whether local delivery of this unique cytokine would be useful for tumor therapy in human patients.

## Introduction

Gastric cancer (GC) is the sixth most common cancer and the third leading cause of cancer-related deaths globally, resulting in 1 million newly diagnosed cases and an estimated 800,000 deaths yearly (Sung et al, 2021). Peritoneal metastasis (PM) is the most common form of recurrence and metastasis in patients with GC (Dong et al, 2019). Approximately, 53–66% of patients diagnosed with distant metastatic GC present with PM, which is associated with a dismal 5-year survival rate of 6.0% (Rau et al, 2020). Although surgery and chemotherapy can improve the clinical prognosis of patients, the commonly used therapeutic measures for GC with PM are still unsatisfactory. Recent advances in genomic sequencing and molecular profiling have revealed several promising therapeutic targets and elucidated novel biology, particularly the role of the surrounding tumor immune microenvironment (TIME) in PM of GC (Gwee et al, 2022).

PM is limited to the abdominal cavity; therefore, the local administration of therapeutic agents can achieve higher drug concentrations with a few systemic adverse effects. In recent years, intraperitoneal chemotherapy and local cytokine therapy have been explored in peritoneal tumors (Bonnot et al, 2019; Iwamura et al, 2017). Interleukin (IL)-33 is a cytokine of the IL-1 superfamily that triggers a MyD88-dependent acute inflammatory response through its surface receptor ST2 (Kita, 2022). MyD88 binding recruits IL-1 receptor-associated kinase and tumor necrosis factor receptor-associated factor 6-activating nuclear factor–kappa B (NF-κB) pathway, which promote inflammatory cytokine expression. Meanwhile, IL-33 signaling has been demonstrated to enhance the expression of forkhead box-P3 and GATA-binding protein 3 (GATA3) by enhancing transforming growth factor β1 (TGF-β1)-mediated differentiation through a p38-dependent mechanism (Griesenauer and Paczesny, 2017). Previous studies have indicated that IL-33 predominantly induces a type 2 immune response and is closely associated with allergic and parasitic diseases (Chan et al, 2019). It has recently been reported that IL-33 potentiates antitumor immunity by promoting inflammatory cell infiltration and function. Recently, an increasing number of published studies have shown that IL-33 can recruit and activate CD8^+^ T cells and natural killer (NK) cells to inhibit the metastasis of tumor cells (Luo et al, 2020; Qi et al, 2020). Considering the spatial limitations of PM, we investigated the local abdominal administration of IL-33 to activate the TIME and enhance antitumor immunity.

Macrophages are important innate immune cells involved in an inflammatory response and tumor progression (Stengel et al, 2020). Increasing evidence suggests that IL-33 acts as a complex and dual-role cytokine, which is crucial in initiating the immune response and differentiating macrophages (Faas et al, 2021; Qi et al, 2020). However, the molecular mechanisms underlying IL-33-driven polarization of macrophages remain poorly understood. Revealing the molecular mechanisms of IL-33-induced polarization of macrophages may contribute to better therapeutic effects based on IL-33.

This study demonstrated that the intraperitoneal administration of IL-33 could induce the celiac inflammatory environment, activate immunologic effector cells, and reverse the immunosuppressive TIME, which delayed tumor progression and PM of GC.

## Results

### Differential expression of IL-33 and its effect on prognosis in patients with GC

We downloaded the RNA sequencing (RNA-seq) data from TCGA-STAD, GTEx, and GEO data sets to evaluate the expression of *IL-33* mRNA in normal tissues, tumor tissues, and tumor cells derived from malignant ascites. The expression of *IL-33* mRNA decreased in purified tumors from ascites compared with normal and primary tumor tissues (Fig. 1A). In addition, the expression of *IL-33* mRNA in human GC cell lines was evaluated using qRT-PCR. The *IL-33* mRNA expression of seven human GC cell lines was extremely low compared with the positive control (normal gastric tissue), indicating that the expression of *IL-33* was low in GC (Appendix Fig. S1A). The median overall survival (OS) time was 37.93 months in patients with GC having high expression of *IL-33* mRNA and 25.20 months in patients having low expression of *IL-33* mRNA (*P* = 0.011). The median progression-free survival time was 25.90 months in the *Il-33* mRNA high-expression group and 14.10 months in the *Il-33* mRNA low-expression group (*P* = 0.014) (Fig. 1B).

**Figure 1:**
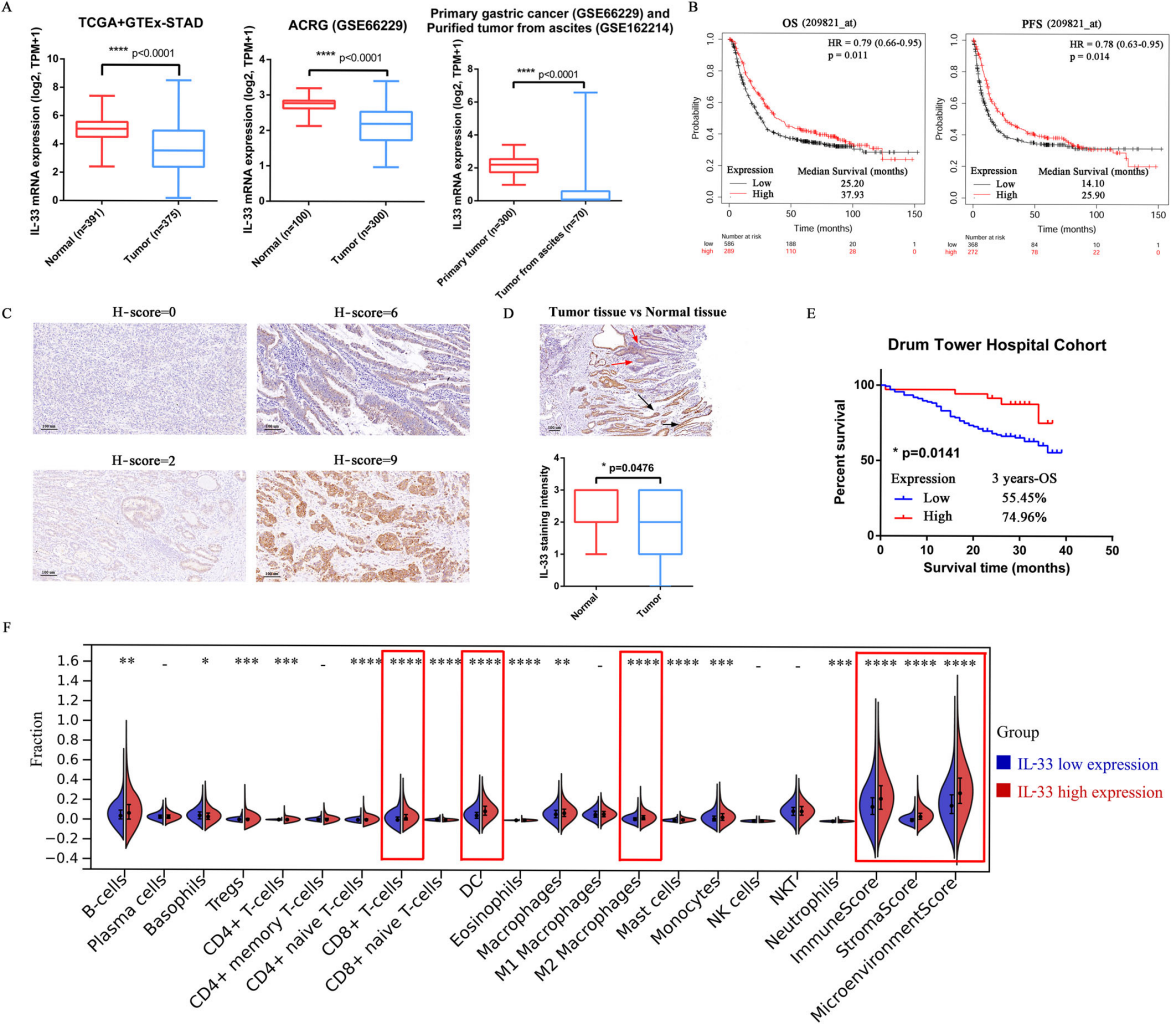
Differential expression of IL-33 and its effect on prognosis in patients with GC. (**A**) IL-33 mRNA expression (expressed in transcripts per million) of normal tissues, primary tumor tissues, and purified tumors from ascites obtained from TCGA, GTEx, and GEO databases (*n* = 391 in Normal group of TCGA+GTEx-STAD, *n* = 375 in Tumor group of TCGA+GTEx-STAD, *n* = 100 in Normal group of ACRG, *n* = 300 in Tumor group of ACRG, *n* = 300 in Primary tumor group, *n* = 70 in Tumor from ascites group, biological replicates). (**B**) Kaplan–Meier survival curves of OS and PFS for patients with low or high expression of IL-33 in GC. (**C**) GC tissues (*n* = 170) from the Drum Tower Hospital Cohort were stained for IL-33. The representative images with different *H*-scores are shown (scale bars = 100 μm). (**D**) Representative image and quantitative analysis of IL-33 staining intensity in normal and tumor tissue areas. The black arrows show normal gastric glands, and the red arrows show cancerous glands (*n* = 42 in Normal group, *n* = 170 in Tumor group, biological replicates). (**E**) Kaplan–Meier survival curves of OS in patients with low (*n* = 135) or high (*n* = 35) IL-33 expression in the Drum Tower Hospital Cohort. (**F**) Fractions of immune cell infiltration in GC tissues from TCGA-STAD were estimated using xCell (*n* = 203 in IL-33 low expression group, *n* = 311 in IL-33 high expression group, biological replicates). Data information: The data with error bars are shown as mean ± SD. ns, not significant. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as determined using the two-tailed unpaired-sample Student *t* test (**A**,**D**), log­rank test (**B**,**E**), or Wilcoxon rank-sum test (**F**). Also, see Appendix Fig. S1. Source data are available online for this figure.

Furthermore, 170 patients with biopsy-proven GC were enrolled from the Cancer Center of Nanjing Drum Tower Hospital between August 2017 and January 2019. The clinicopathological characteristics of the cohorts are summarized in Appendix Table S1 (Dataset EV1). H-scores were used to examine IL-33 levels in formalin-fixed paraffin-embedded (FFPE) tissue samples of these patients using immunohistochemical (IHC) staining (Fig. 1C). Higher expression of IL-33 protein was observed in normal tissues (black arrows) than in tumor tissues (red arrows). We found 42 IHC sections with normal tissues. The staining intensity of IL-33 in normal tissues was higher than that in tumor tissues (*P* = 0.0476) (Fig. 1D). Patients were categorized into the IL-33 low-expression group (H-score ≤4; *n* = 133, 78.24%) and the IL-33 high-expression group (H-score >4; *n* = 37, 21.76%). The 3-year OS rate was 74.96% in patients with GC in the IL-33 protein high-expression group and 55.45% in the IL-33 protein low-expression group (*P* = 0.0141) (Fig. 1E).

The RNA-seq data of TCGA-STAD was analyzed using xCell to further explore the effect of IL-33 on the TIME of patients with GC. The results showed that the high expression of *IL-33* mRNA was associated with increased infiltration of various immune cells, such as CD8^+^ T cells (*P* < 0.0001), DCs (*P* < 0.0001), and M2 macrophages (*P* < 0.0001). In addition, the high expression of *IL-33* mRNA positively correlated with immune score (*P* < 0.0001), stroma score (*P* < 0.0001), and microenvironment score (*P* < 0.0001), suggesting that the high expression of *IL-33* mRNA was associated with the activation of the TIME (Fig. 1F).

The platelet-to-lymphocyte ratio (PLR), neutrophil-to-lymphocyte ratio (NLR), lymphocyte-to-monocyte ratio (LMR), and C-reactive protein (CRP) level were obtained to evaluate the correlation between IL-33 expression and inflammatory response. No significant correlation was found between blood inflammatory markers and the percentage of positive cells (Appendix Fig. S1B) or H-score (Appendix Fig. S1C) of IL-33, suggesting that locally high expression of IL-33 might not trigger a strong inflammatory response.

### IL-33 delayed tumor growth in mice with abdominal dissemination of GC

Considering the observed low expression of *IL-33* mRNA in the tumor cells derived from malignant ascites, we further evaluated the antitumor effect of IL-33 in abdominal dissemination tumors. To this end, we established an abdominal dissemination tumor model by challenging 615-line mice with mouse forestomach carcinoma (MFC) cells and then treating them with mIL-33 or phosphate-buffered saline (PBS) (Fig. 2A). We found a significant decrease in abdominal dissemination tumors and mesenteric dissemination tumors in the IL-33 treatment group (Fig. 2B). The tumor weight (*P* = 0.0032) and the number of mesenteric dissemination tumor nodules (*P* = 0.0022) of mice with IL-33 treatment also decreased (Fig. 2C). In addition, we observed the survival of mice during treatment. The results showed that the median survival time of mice in the vehicle group was 23 days, while that of mice in the IL-33 treatment group could be extended to 30 days; a statistically significant difference in survival time was observed between the two groups (*P* = 0.0373) (Appendix Fig. S2A). The ascites in the two groups were collected on D16. In the vehicle group, one of the five mice had no ascites and one had a small amount of ascites that could not be removed. In the IL-33 treatment group, only three of the five mice had ascites. The degree of bloody ascites was more obvious in the vehicle group compared with the IL-33 treatment group, indicating that IL-33 reduced the tumor load in the abdominal cavity of mice (Appendix Fig. S2B). No obvious toxicity or alteration in body weight was observed in the experimental group (Appendix Fig. S2C,D). The aforementioned results indicated that the local intraperitoneal administration of IL-33 could effectively trigger the antitumor effect of the abdominal dissemination of GC.

**Figure 2:**
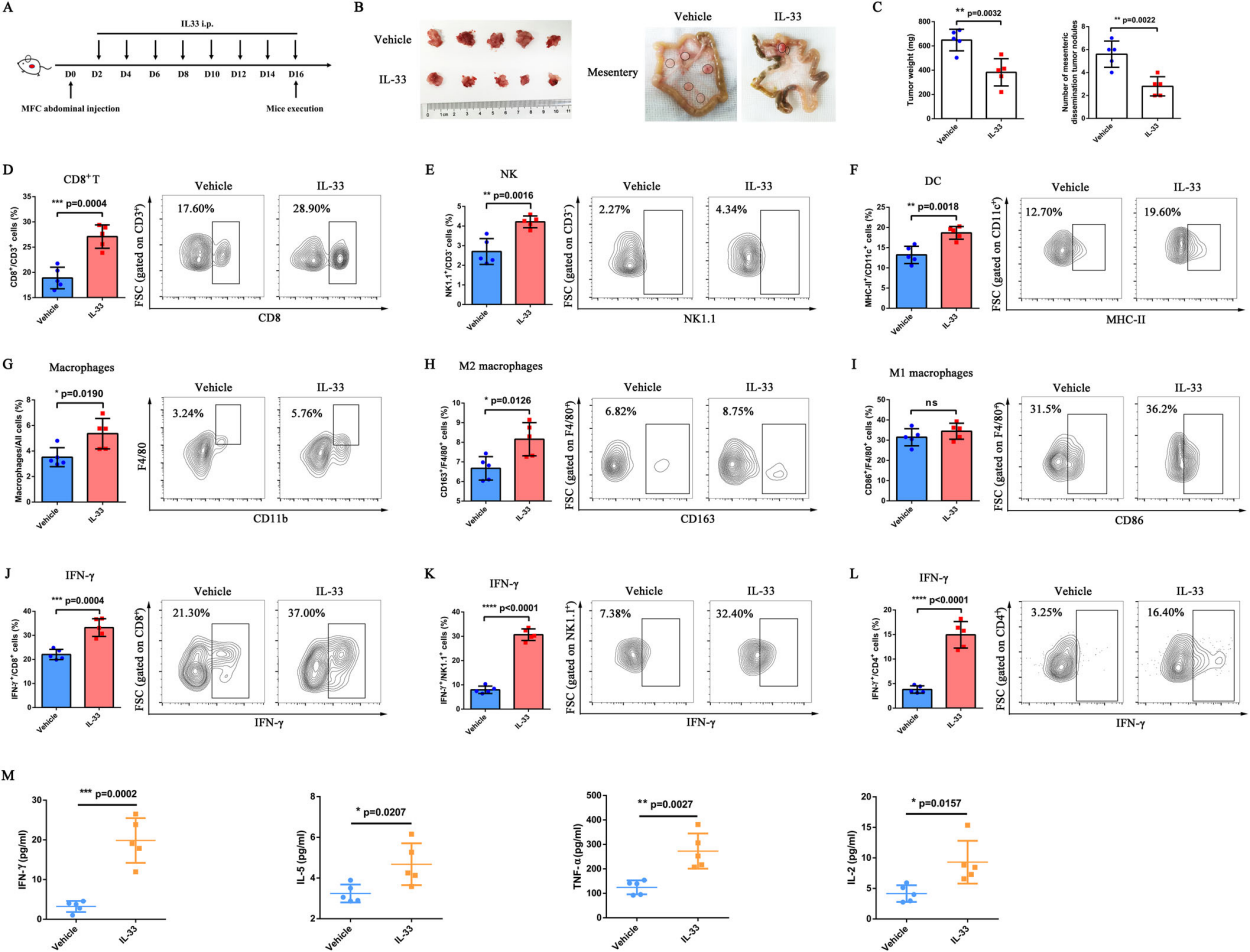
IL-33 delayed tumor growth, promoted the infiltration and activation of peritoneal immunocytes, and induced local inflammatory milieu. (**A**) Schematic illustration of IL-33 treatment in the MFC abdominal dissemination model. 615-line mice (*n* = 5 per group) were injected intraperitoneally with 5 × 10^5^ MFC cells and treated intraperitoneally with PBS or IL-33 every other day. PBS-treated mice served as controls. (**B**) Abdominal and mesenteric dissemination tumors of MFC-challenged 615 mice treated with PBS or IL-33. (**C**) Tumor weight and number of mesenteric dissemination tumor nodules in MFC-­challenged 615 mice treated with PBS or IL-33 (*n* = 5 biological replicates). (**D**) Proportions of CD8^+^/CD3^+^ cells in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**E**) Proportions of NK1.1^+^/CD3^−^ cells in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**F**) Proportions of MHC-II^+^/CD11c^+^ cells in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**G**) Proportions of macrophages/all cells in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**H**) Proportions of CD163^+^/F4/80^+^ macrophages in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**I**) Proportions of CD86^+^/F4/80^+^ macrophages in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**J**) Proportions of IFN­γ^+^/CD8^+^ cells in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**K**) Proportions of IFN­γ^+^/NK1.1^+^ cells in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**L**) Proportions of IFN­γ^+^/CD4^+^ cells in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**M**) Expression of IFN­γ, IL-5, TNF-α, and IL-2 in ascites of the abdominal dissemination mouse model was detected using CBA (*n* = 5 biological replicates). Data information: The data with error bars are shown as mean ± SD. ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, as determined by the two-tailed unpaired-sample Student *t* test. Also, see Appendix Figs. S2, S3. Source data are available online for this figure.

### IL-33 promoted the infiltration and activation of peritoneal immunocytes and induced local inflammatory milieu

The tumor and spleen were collected and analyzed by flow cytometry at the treatment endpoint to evaluate the influence of IL-33 on the TIME. The results showed that abdominal tumors had significantly higher infiltration of CD8^+^ T cells (*P* = 0.0004) (Fig. 2D), NK cells (*P* = 0.0016) (Fig. 2E), DCs (*P* = 0.0018) (Fig. 2F), macrophages (*P* = 0.0190) (Fig. 2G), and M2 macrophages (*P* = 0.0126) (Fig. 2H) in the IL-33 treatment group compared with the vehicle group. No significant difference was observed in the infiltration of M1 macrophages between the two groups (Fig. 2I). Moreover, the level of interferon (IFN)-γ of CD8^+^ T cells (*P* = 0.0004) (Fig. 2J), NK cells (*P* < 0.0001) (Fig. 2K), and CD4^+^ T cells (*P* < 0.0001) (Fig. 2L) also increased. The aforementioned results indicated that the antitumor effect of immune cells was activated by IL-33.

Further, we also evaluated the changes in immunocyte subgroups in the spleen after the intraperitoneal administration of IL-33. The proportion of CD8^+^ T cells (*P* = 0.0262) (Appendix Fig. S3A) and the IFN-γ secretion of spleen NK cells (*P* = 0.0059) (Appendix Fig. S3B) were significantly higher in the IL-33 treatment group compared with the vehicle group. However, no significant difference was observed in the proportion of NK cells (Appendix Fig. S3C), DCs (Appendix Fig. S3D), macrophages (Appendix Fig. S3E), M1 macrophages (Appendix Fig. S3F), and M2 macrophages (Appendix Fig. S3G), and IFN-γ secretion of spleen CD8^+^ T cells (Appendix Fig. S3H) and CD4^+^ T cells (Appendix Fig. S3I) between the two groups, implying that the local intraperitoneal administration of IL-33 mainly influenced the peritoneal TIME rather than the splenic immune microenvironment.

We collected the ascites from two groups of mice and measured Th1/Th2 cytokine levels in the supernatant of ascites using a cytometric bead array (CBA) to evaluate the effect of IL-33 on the celiac immune environment. Compared with the vehicle group, the IL-33-treated group exhibited higher levels of pro-inflammatory cytokines, such as IFN-γ (*P* = 0.0002), IL-5 (*P* = 0.0207), TNF-α (*P* = 0.0027), and IL-2 (*P* = 0.0157) (Fig. 2M). However, no differences were observed in the expression of IL-6, IL-4, IL-10, and IL-13 compared with pro-inflammatory cytokines (Appendix Fig. S3J), indicating that IL-33 could induce the local inflammatory milieu.

### IL-33 promoted macrophage recruitment in tumors and enriched phagocytosis-related pathways in the abdominal dissemination of GC

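Tumors were grown in 615-line mice, the strain in which mouse forestomach carcinoma (MFC) cells, a murine gastric cancer cell line, form syngeneic tumors. Each 6-week-old mouse received 500000 MFC cells into the peritoneal cavity, and PBS (the vehicle) or IL-33 at 20 μg/kg was given by the same route every 2 days. Polyadenylated RNA from 8 abdominal tumors of the vehicle group and 8 of the IL-33 treatment group was sequenced by a service company. The authors deposited, for each tumor, the number of reads counted on each of 22298 mouse genes, without normalization. The aligner, the counting tool, the genome build and the test for differential expression are not named in the paper's text. The counts per tumor totaled between 14139268 and 24290794 in the vehicle group (median 16901892) and between 16569613 and 24288893 in the IL-33 treatment group (median 18263664). Gene identifiers were paired with symbols from the GENCODE M21 annotation of GRCm38, which named 22255 of the 22298 genes. The remaining 43 genes held 0.00434% of the counts. Any pair of tumors differed by more than sampling noise, with a chi-square of at least 9.12 per degree of freedom between libraries. That bears on copied libraries and not on tumors that share a mouse. The paper's text does not say whether each tumor came from a different mouse. Its methods give fewer than 8 mice per group for this model. The tests here treat the tumors as independent, and their p-values would be too small if some shared a mouse.

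Counts were scaled by edgeR's TMM factors and tested between the groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes with at least 10 counts in all 16 tumors together. The scaling factor was 0.64 in vehicle replicate 4 and 1.24 in IL-33 replicate 7, the lowest and the highest of the 16, and lay between 0.895 and 1.10 in the other tumors. IL-33 replicate 7 also held transcripts of the female reproductive tract. The summed level of uterus and oviduct genes was 1750 CPM (counts relative to the tumor's total count) there and at most 25.8 CPM in any other tumor, and that of ovary genes was 299 CPM there and at most 55.3 CPM elsewhere. These genes were listed after the values had been seen. Because 1 tumor of this kind can set a group mean, the counts of genes, the scores of marker lists, the immunoglobulin share and the genes that the paper's text names or Fig. 3A labels were also compared without each tumor in turn.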

RNA-seq analysis was performed on the tumors of the vehicle and IL-33-treated mice to further evaluate the changes in related signaling pathways induced by IL-33. The volcano plot showed differentially expressed genes (DEGs), including 300 upregulated and 43 downregulated genes in the IL-33 treatment group. 

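Over the 16817 genes tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.418. An unadjusted p under 0.05 was reached by 1876 genes. With the thresholds seen in the study's table (unadjusted p under 0.05 and group means more than 2-fold apart, of FPKM there and of CPM here), 1581 genes were higher and 82 lower in the IL-33 treatment group. Of the 1581 genes, 1490 (94.2%) had their highest level in IL-33 replicate 7, and of the 82, 48 had theirs in vehicle replicate 4. Leaving out IL-33 replicate 7 gave 160 genes higher and 209 lower, and 129 of the 1581 genes were among those 160. Without vehicle replicate 4, 36 genes were lower, 31 of them among the 82. DESeq2, which replaces single counts far from the rest of their group before it fits a gene, gave 298 genes higher and 41 lower, with 0 genes under an adjusted p of 0.05.

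The study's table lists 300 genes as up and 43 as down, with false discovery rates between 0.572 and 0.997, which are the paper's values. The unadjusted p from DESeq2 on the deposited counts was within 1.14-fold of the one in that table for each listed gene (Pearson's r of log10 p = 0.9997 across genes, which are not independent replicates). DESeq2's fitted change and the ratio of group means had opposite signs in 54 of the listed genes, and 52 of these had a DESeq2 p under 0.05. Of the 52 genes, 51 are listed as up in the study's table. Each of the 51 had its highest level in IL-33 replicate 7 and a mean over the other 7 IL-33 tumors under the vehicle mean. Over the 300 genes listed as up, 224 (74.7%) were highest in IL-33 replicate 7. Without that tumor the ratio of means fell below 1 for 53 of the 300 and stayed above 2 for 135. Among the 43 genes listed as down, 40 stayed more than 2-fold lower without it. In edgeR's test 205 of the 300 and 34 of the 43 had an unadjusted p under 0.05 in the listed direction, and 118 and 38 did without IL-33 replicate 7. Adjusted over the list alone, 0 genes passed 0.05 with edgeR and 311 with DESeq2. Without IL-33 replicate 7, 7 passed with edgeR and 60 with DESeq2, the latter fit added after the data had been seen. Since the list was chosen on these tumors, none of these counts is independent evidence.

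Cldn3 (ENSMUSG00000070473), labeled in Fig. 3A, lies on chromosome 5 of GRCm38 from 134986214 to 134987472. It had 0.307 ± 0.462 CPM (SD, n = 8) in the vehicle group and 10.6 ± 29.9 CPM (SD, n = 8) in the IL-33 treatment group, where replicate 7 held 99.5% of its counts and was the 1 tumor above the vehicle mean. Its log2 fold change was 4.56 with all tumors (standard error 1.83, adjusted p = 0.418 from edgeR), −2.54 without IL-33 replicate 7 and −2.85 with DESeq2. The labeled genes Ccl21a, Ccdc3 and Cxcl12 also changed sign, with log2 fold changes of 3.78, 1.45 and 0.99 over all tumors and −3.52, −1.20 and −0.71 without IL-33 replicate 7. Ccl21b did so too, from 4.71 to −4.62, but it has near-identical copies between which the counting could have divided its reads. Of the 21 genes that the text names or Fig. 3A labels and that were higher here in the ratio of means, 14 were highest in IL-33 replicate 7. The gene for the transcription factor Irf4 was not among those, with 1.76 ± 1.50 CPM (SD, n = 8) in the vehicle group and 6.26 ± 6.13 CPM (SD, n = 8) in the IL-33 treatment group. Its log2 fold change of 1.75 (standard error 0.62, adjusted p = 0.418 from edgeR) was 1.80 without IL-33 replicate 7, and 6 of the 8 IL-33 tumors were above the vehicle mean.

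The 5 genes with the smallest p among those higher were the immunoglobulin genes Ighv1-18, Igkv4-80 and Igkv3-7 and the genes Kcnip1 and Mak. Kcnip1 and Mak were highest in IL-33 replicate 7 and the immunoglobulin genes in replicates 4 and 8. Reads of immunoglobulin variable genes can be divided among near-identical copies, so values for single members are uncertain. The vehicle tumors all had 3 or fewer counts of Ighv1-18, Kcnip1 and Mak, which were at least 5.85-fold, 5.17-fold and 2.73-fold higher in the IL-33 treatment group. Without IL-33 replicate 7 the limit for Ighv1-18 was 4.28-fold, while the mean of Kcnip1 and of Mak lay under the level of 3 counts, so that no limit could be given. The fitted change of Ighv1-18 was smaller still without IL-33 replicate 4, a fit for which no limit is given here. Gm7995, Alb, Cryaa, Gp1bb and Ugt1a9 had the smallest p among the genes lower. Alb was highest in vehicle replicate 2, Gm7995 in vehicle replicate 3 and the other 3 genes in vehicle replicate 4. With each tumor left out in turn, all 5 changed least without the tumor in which they were highest. The log2 fold change of Alb was then −1.23 (unadjusted p = 0.366 from edgeR), against −6.22 over all tumors. It was −2.68 for Gm7995, −1.28 for Cryaa, −0.85 for Gp1bb and −4.35 for Ugt1a9. Between 5 and 7 of the 8 IL-33 tumors were above the vehicle mean for the 5 genes higher, and 0 were for the 5 genes lower. All 10 genes had an adjusted p of 0.418 from edgeR, and with DESeq2 the unadjusted p of Kcnip1, Mak, Alb, Gp1bb and Ugt1a9 lay between 0.0918 and 0.695.

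**Figure D1:**
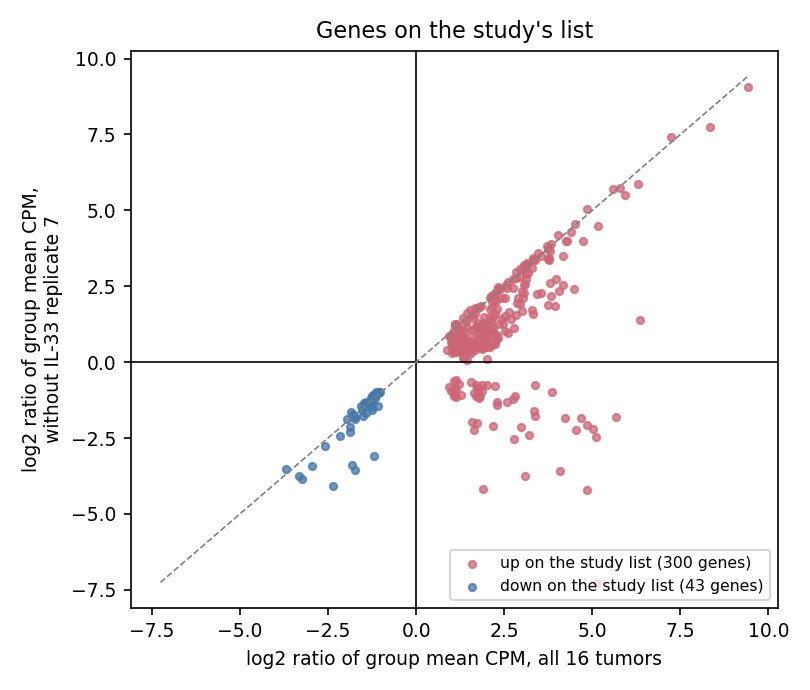
Log2 ratio of the mean CPM of the IL-33 treatment group to that of the vehicle group for the genes of the study's table, over all 16 tumors (x axis) and without IL-33 replicate 7 (y axis), 1 point per gene, with the dashed line where both are equal. The 53 genes listed as up (red) that lie under the horizontal line changed direction when that tumor was left out, and none of the 43 genes listed as down (blue) did.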

*Cd83* and *Cd163l1* were highly expressed in the IL-33 treatment group, suggesting increased infiltration and activation of DCs and M2 macrophages (Fig. 3A). Moreover, the phagocytosis-related and immune-response pathways were significantly enriched in mice with IL-33 administration, as detected by Gene Ontology (GO) (GO: 0006911, GO: 0006910, GO: 0006955, and GO: 0002376) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (B-cell receptor signaling pathway, NK cell–mediated cytotoxicity) analyses, which was consistent with increased tumor infiltration of macrophages (Fig. 3B). In addition, we screened out the top 20 pathways based on NSE by Gene Set Enrichment Analysis (GSEA), and found that phagocytosis recognition, phagocytosis engulfment, CD8-positive alpha-beta T cell activation, NK cell–mediated cytotoxicity, and NF-κB signaling pathway were significantly enriched in the experimental group (Fig. 3C). 

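Cd83 (ENSMUSG00000015396), on chromosome 13 of GRCm38 from 43784775 to 43803132, encodes a surface protein of activated dendritic cells. Its level was 3.61 ± 3.96 CPM (SD, n = 8) in the vehicle group and 9.09 ± 6.66 CPM (SD, n = 8) in the IL-33 treatment group. Of the 8 IL-33 tumors, 6 were above the vehicle mean and 3 were above every vehicle tumor. The log2 fold change was 1.24 (standard error 0.57, adjusted p = 0.430 from edgeR's quasi-likelihood test), with an unadjusted p of 0.0445. A two-sided exact permutation test of log2(CPM + 0.5) gave p = 0.0378. With each tumor left out in turn, the log2 fold change stayed between 1.05 (without IL-33 replicate 7) and 1.73 (without vehicle replicate 7). The unadjusted p lay between 0.00623 and 0.0862 in these 16 fits and was above 0.05 in 10. In the alternatives with all tumors it was under 0.05, from 0.00466 with limma voom and sample quality weights (log2 fold change 1.47) to 0.0463 with upper-quartile normalization, and with DESeq2 it was 0.02495 (log2 fold change 1.26). DESeq2 without IL-33 replicate 7, an alternative added after the data had been seen, gave 0.0638 (log2 fold change 1.04).

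Cd163l1 (ENSMUSG00000025461), on chromosome 7 from 140218267 to 140231145, encodes a scavenger receptor of the family of CD163. It was near the limit of detection, with 4 reads over the 8 vehicle tumors and 43 over the 8 IL-33 tumors, and replicate 7 held 26 of the 43 (60.5%). No vehicle tumor had more than 3 counts, so its level was at least 1.73-fold higher in the IL-33 treatment group, at 0.299 ± 0.489 CPM (SD, n = 8). Above the vehicle mean were 6 of the 8 IL-33 tumors. The unadjusted p was 0.0178 and the adjusted p 0.418 in edgeR's test, and the exact permutation test gave p = 0.0238. No IL-33 tumor other than replicate 7 had more than 5 reads. With each tumor left out in turn, the unadjusted p lay between 0.00265 (without vehicle replicate 7) and 0.0514 (without IL-33 replicate 7), the 1 fit of the 16 above 0.05. It was 0.02965 with DESeq2 and 0.0164 with limma voom over all tumors, and 0.119 with DESeq2 without IL-33 replicate 7. In the fits without that tumor the mean lay under the level of 3 counts, so that no limit on the change could be given.

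Genes of both cell types were also scored per tumor, as the mean log2 CPM over a fixed list of marker genes. Over 12 dendritic cell genes other than Cd83, the score was 1.44 ± 0.75 (SD, n = 8) in the vehicle group and 1.89 ± 0.81 (SD, n = 8) in the IL-33 treatment group, a difference of 0.45 within the spread between tumors (exact permutation test, p = 0.254, adjusted p = 0.952 over 23 lists). Flt3, a gene of dendritic cells and their precursors, had a log2 fold change of 1.28 (standard error 0.69, adjusted p = 0.511 from edgeR), with 5 of the 8 IL-33 tumors above the vehicle mean. Over 15 genes of alternatively activated (M2) macrophages, the score was 3.01 ± 0.46 (SD, n = 8) in the vehicle group and 2.89 ± 0.60 (SD, n = 8) in the IL-33 treatment group (exact permutation test, p = 0.669, adjusted p = 0.952). Only 2 of the 8 IL-33 tumors were above the vehicle mean of the M2 score. The M2 difference lay between −0.29 (without IL-33 replicate 3) and 0.0176 (without vehicle replicate 7) with each tumor left out in turn. With the median over the genes in place of the mean, the M2 difference was −0.39 and the dendritic cell difference 0.67 (exact permutation test, adjusted p = 0.972 and 0.443).

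**Figure D2:**
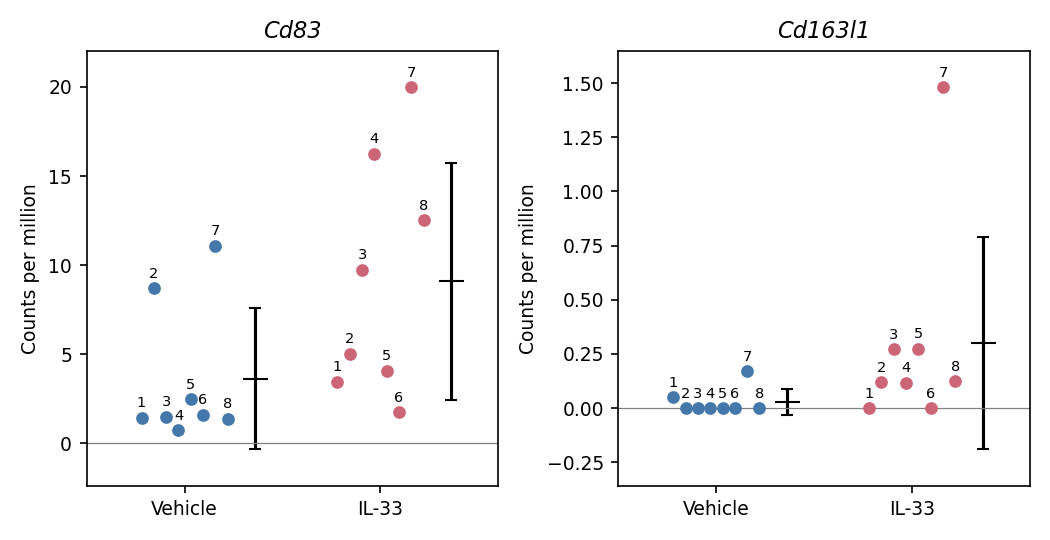
CPM of Cd83 and Cd163l1 in each tumor, numbered by replicate, with the mean and SD of each group beside the points (n = 8 tumors per group). IL-33 replicate 7 is the highest tumor for both genes, and 6 of the 8 IL-33 tumors lie above the vehicle mean of each.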

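In the study's table, 25 genes carry the term phagocytosis, recognition, and the same 25 carry phagocytosis, engulfment. All 25 are immunoglobulin genes, 24 of them of the heavy chain and 1, Iglc1, of the lambda light chain. Of the 32 listed genes with the term immune response, 20 are immunoglobulin genes. The table's term cells are shortened for 79 genes in the process column and for 29 in the pathway column, so no test of enrichment was run on them. Terms in the parts cut off were not seen. The counts of genes per term are therefore lower limits and may miss genes that are not immunoglobulin genes.

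The summed level of the 25 immunoglobulin genes ranged from 2.47 to 119.6 CPM in the vehicle group and from 1.79 to 787.8 CPM in the IL-33 treatment group. The 3 highest tumors were IL-33 replicates 4 (787.8 CPM), 8 (513.4 CPM) and 5 (253.8 CPM), while IL-33 replicates 1 and 2, with 10.2 and 3.38 CPM, lay within the vehicle range and replicate 6, with 1.79 CPM, below it. Over all 262 immunoglobulin genes in the files, the share of counts was 0.0311% ± 0.0434 (SD, n = 8) in the vehicle group and 0.122% ± 0.117 (SD, n = 8) in the IL-33 treatment group. The difference of 1.83 on the log2 scale was not larger than the spread between tumors (two-sided exact permutation test, p = 0.153). It lay between 1.42 and 2.58 with each tumor left out in turn, and only without IL-33 replicate 6, at 2.58, was p under 0.05 (exact permutation test, p = 0.0312).

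Phagocytic receptors and engulfment genes that are not immunoglobulin genes, a list of 27 such as Mertk, Axl, Cd36, Fcgr1 and Trem2, had a score of 5.49 ± 0.14 (SD, n = 8) in the vehicle group and 5.55 ± 0.33 (SD, n = 8) in the IL-33 treatment group. The difference of 0.06 was within the spread (exact permutation test, p = 0.628, adjusted p = 0.952 over 23 lists), and it was −0.013 without IL-33 replicate 7. For Mertk the log2 fold change was 0.39 (standard error 0.30, adjusted p = 0.680 from edgeR), with 7 of the 8 IL-33 tumors above the vehicle mean. Plasma cell genes other than immunoglobulin genes were higher by 0.86 (exact permutation test, p = 0.0573, adjusted p = 0.563), in 6 of the 8 IL-33 tumors against the vehicle mean. Among these 14 genes 7 are on the study's list. Mzb1, a plasma cell chaperone gene, rose from 2.16 ± 2.81 to 21.4 ± 24.9 CPM (SD, n = 8 per group), a log2 fold change of 3.24 (standard error 0.98, adjusted p = 0.418 from edgeR) that was 3.33 without IL-33 replicate 7. Mature B cell genes, the cells of the B-cell receptor pathway, were higher by 0.56 (exact permutation test, p = 0.418, adjusted p = 0.952), with vehicle replicate 2 the highest of the 16 tumors. With each tumor left out in turn, the B cell difference lay between 0.30 (without IL-33 replicate 4) and 0.99 (without vehicle replicate 2).

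**Figure D3:**
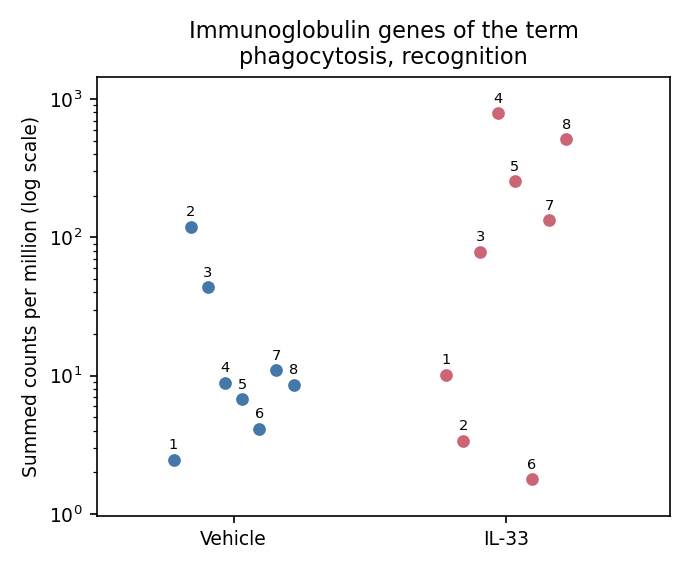
Summed CPM (log scale) of the 25 immunoglobulin genes that carry the term phagocytosis, recognition in the study's table, in each of the 8 vehicle and 8 IL-33 tumors, numbered by replicate. IL-33 replicates 4, 5, 7 and 8 lie above every vehicle tumor, replicates 1, 2 and 3 lie within the vehicle range, and replicate 6 lies below it.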

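The gene sets of the study's GSEA were not used here, and fixed lists of marker genes were scored in their place. A list of 12 CD8 T cell genes had a score of 1.29 ± 0.91 (SD, n = 8) in the vehicle group and 1.38 ± 1.20 (SD, n = 8) in the IL-33 treatment group, a difference of 0.10 (exact permutation test, p = 0.858). For 12 NK cell genes the scores were 1.44 ± 0.58 and 1.56 ± 0.91 (SD, n = 8 per group), a difference of 0.12 (exact permutation test, p = 0.701). For 18 NF-κB target genes they were 4.62 ± 0.43 and 4.74 ± 0.68 (SD, n = 8 per group), again 0.12 apart (exact permutation test, p = 0.674). The adjusted p over the 23 lists was 0.952 in each case, and none of the 3 differences exceeded the spread between tumors. Above the vehicle mean were 3 of the 8 IL-33 tumors for the CD8 T cell and NK cell lists and 5 for the NF-κB list. With each tumor left out in turn, the difference lay between −0.14 (without IL-33 replicate 4) and 0.37 (without vehicle replicate 7) for the CD8 T cell list and between −0.04 and 0.33 for the NK cell list in the same fits. For the NF-κB list it lay between 0.00842 (without IL-33 replicate 3) and 0.27 (without IL-33 replicate 7). Without IL-33 replicate 7 the CD8 T cell and NK cell lists differed by 0.24 and 0.27. With the median over the genes in place of the mean, the NK cell difference was 0.55 (adjusted p = 0.972 from the exact permutation test). In the study's table 29 genes visibly carry the NF-κB signaling pathway, and 25 of them are immunoglobulin genes. Shortened pathway cells may hide others.

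Among single genes, Cd8a had a log2 fold change of 0.16 (standard error 0.61, adjusted p = 0.962 from edgeR), which was 0.34 without IL-33 replicate 7, and Klrk1, which encodes the NK cell receptor NKG2D, one of 0.83 (standard error 0.69, adjusted p = 0.709 from edgeR). Nfkbia had one of 0.20 (standard error 0.16, adjusted p = 0.700 from edgeR). Above the vehicle mean were 3 of the 8 IL-33 tumors for Cd8a and for Klrk1 and 7 for Nfkbia. Of the 23 lists, 0 passed an adjusted p of 0.05 by the exact permutation test, and 1, sterol synthesis, had an unadjusted p under 0.05. Ranking all genes with limma's camera and its preset correlation of 0.01 called 5 lists, the immunoglobulin, plasma cell, red blood cell, immature neutrophil and sterol synthesis lists. None of these calls held with the correlation estimated from the data or with fry.

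**Figure D4:**
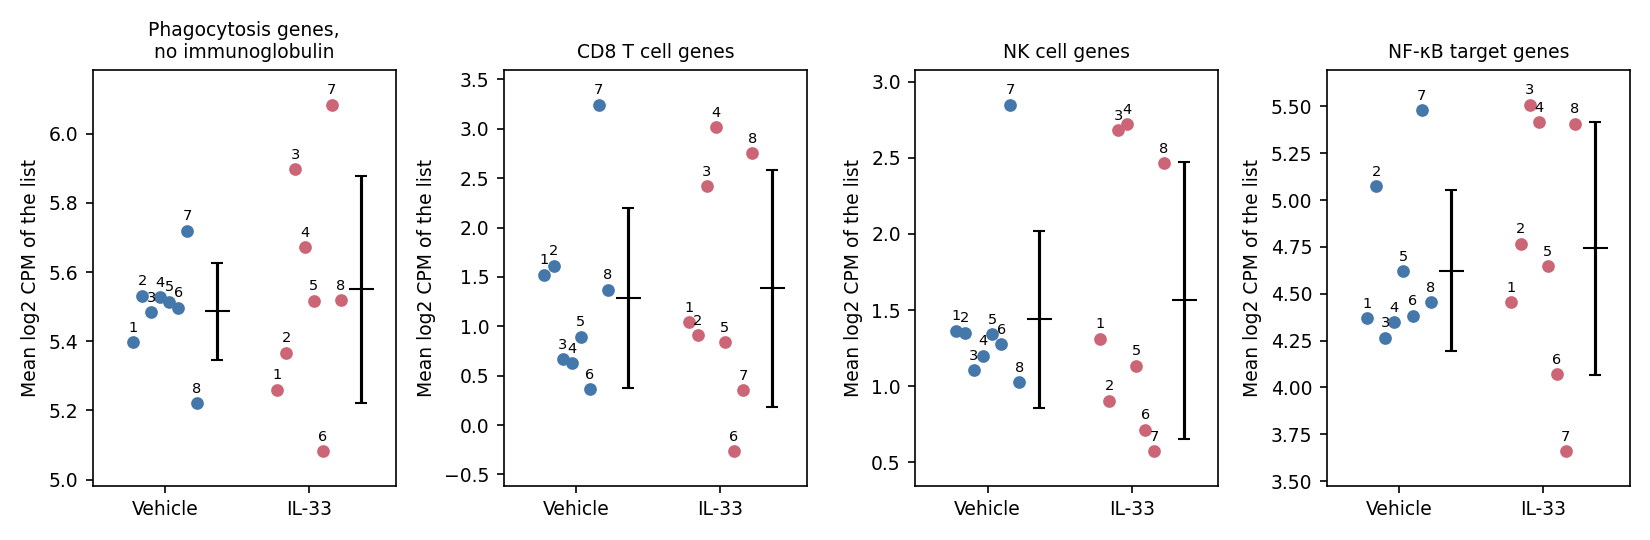
Mean log2 CPM per tumor of phagocytosis genes without immunoglobulin genes, CD8 T cell genes, NK cell genes and NF-κB target genes, numbered by replicate, with the mean and SD of each group beside the points (n = 8 tumors per group). The means of the groups differ by 0.06, 0.10, 0.12 and 0.12, less than either group's SD.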

In summary, the data proved that the local inflammatory milieu mediated by IL-33 induced the recruitment of tumor-associated peritoneal macrophages and activation of tumor immune environment.

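Macrophages as a whole were followed by 15 genes, among them Adgre1 (F4/80), Csf1r, Cd68, C1qa and Itgam. Their score was 6.07 ± 0.38 (SD, n = 8) in the vehicle group and 6.12 ± 0.53 (SD, n = 8) in the IL-33 treatment group. The difference of 0.05 was within the spread between tumors (two-sided exact permutation test, p = 0.821, adjusted p = 0.952 over 23 lists), and 4 of the 8 IL-33 tumors were above the vehicle mean. With each tumor left out in turn it lay between −0.06 and 0.20. Adgre1 had 59.2 ± 37.5 CPM in the vehicle group and 70.0 ± 34.0 CPM in the IL-33 treatment group (SD, n = 8 per group), a log2 fold change of 0.19 (standard error 0.37, adjusted p = 0.908 from edgeR). For Csf1r, the log2 fold change was 0.22 (standard error 0.24, adjusted p = 0.807 from edgeR), and it was 0.14 without IL-33 replicate 7. Above the vehicle mean were 5 of the 8 IL-33 tumors for Adgre1 and 4 for Csf1r.

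From the DEGs Cd83 and Cd163l1, the paper proposes increased infiltration and activation of DCs and M2 macrophages (Fig. 3A). It sets the enrichment of the phagocytosis and immune-response terms and of the B-cell receptor and NK cell pathways beside an increased infiltration of macrophages (Fig. 3B), and adds the GSEA of phagocytosis, CD8 T cell, NK cell and NF-κB sets (Fig. 3C). From these results the paper concludes that the inflammatory milieu produced by IL-33 recruits tumor-associated macrophages of the peritoneum. It also concludes that the immune environment of the tumor is activated. The paper had measured infiltration by flow cytometry, with higher proportions of macrophages and of M2 macrophages in abdominal tumors under IL-33. Those are proportions of stained cells. The scores here are mRNA levels of whole tumors and do not test those proportions.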

**Figure 3:**
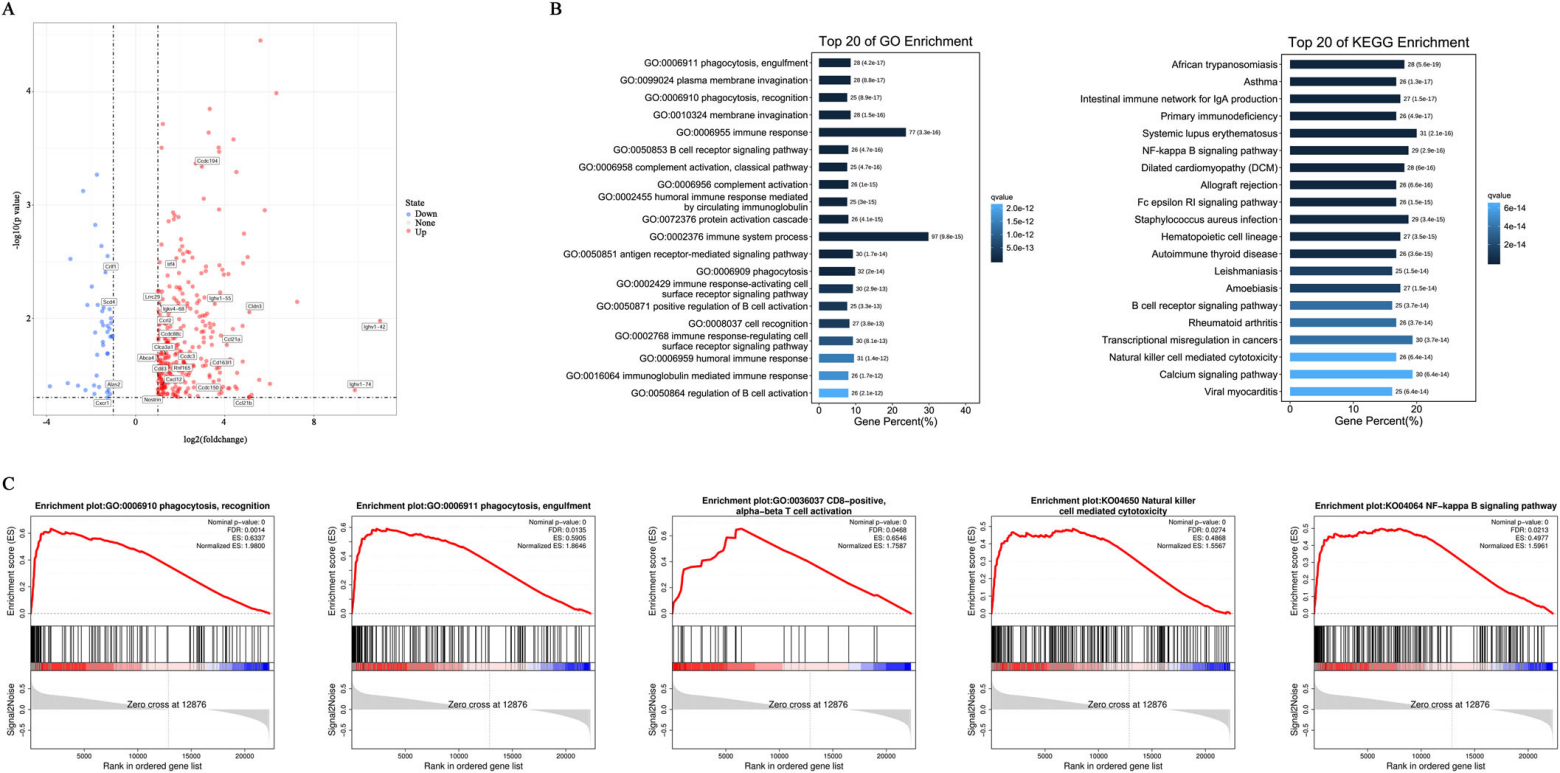
IL-33 promoted macrophage recruitment in tumors and enriched phagocytosis-related pathways in the abdominal dissemination of GC. RNA-seq analysis was performed on the tumor samples of mice in the vehicle and IL-33-treated groups (*n* = 8 per group). (**A**) Volcano plot depicting transcript fold changes in tumors of mice treated with or without IL-33. Significantly downregulated and upregulated genes are painted in blue and red, respectively. (**B**) GO and KEGG analyses exhibited the top 20 significantly enriched pathways. The *x*-axis shows the gene percentage, and the *y*-axis shows the enriched pathway of each term. (**C**) Representative signaling pathways about phagocytosis and immune response in GSEA. Source data are available online for this figure.

### IL-33 directly triggered the polarization of macrophages

The results of bioinformatic and flow cytometry analyses proved that the infiltration of M2 macrophages significantly increased after IL-33 treatment. The murine macrophage cell line RAW264.7 cells, BMDMs from 615-line mice, human monocyte cell line THP1, and human macrophages from peripheral blood mononuclear cells (PBMCs) were used for in vitro experiments to further evaluate the effects of IL-33 on the phenotype and function of macrophages. For RAW264.7 cells and BMDMs, LPS, IL-4, and IL-10 recombinant proteins were used to induce the polarization of macrophages to an M1 or M2 phenotype. For THP1 monocytes, PMA was used to induce the differentiation of macrophages. Subsequently, human macrophages were stimulated with human IFN-γ and LPS to M1 phenotype or stimulated with human IL-4 and IL-13 recombinant protein to M2 phenotype. CD80 and iNOS were detected by flow cytometry to represent M1 macrophages, whereas CD163 and CD206 were detected to represent M2 macrophages.

The positive expression rates of CD80 and iNOS significantly increased in IL-33-treated RAW264.7 cells (CD80: *P* = 0.0202, iNOS: *P* = 0.0029) (Fig. 4A). Meanwhile, the stimulation of IL-33 also upregulated the expression of CD163 and CD206 (CD163: *P* < 0.0001, CD206: *P* = 0.0312) (Fig. 4B). Moreover, the stimulation of RAW264.7 cells with IL-33increased the secretion of TNF-α (*P* < 0.0001) (Fig. 4C). These results suggested that IL-33 could induce the phenotypic transformation of RAW264.7 into both M1 and M2 in vitro. However, the expression of M1-related markers CD80 and iNOS did not increase, while the expression of M2-related markers CD163 (*P* = 0.0008) and CD206 (*P* = 0.0001) was upregulated in IL-33-induced BMDMs compared with those in the vehicle group (Appendix Fig. S4A,B). The lack of increased expression of M1-related markers in IL-33-stimulated BMDMs might be related to the polarization of macrophages to the M2 phenotype induced by M-CSF. In addition, for THP1 macrophages, the evaluation of the expression of CD80 and CD163 by flow cytometry revealed that CD163 expression increased under IL-33 stimulation in vitro (*P* = 0.0191) (Fig. 4D). The stimulation of IL-33 increased the mRNA expression of *IL-6* (*P* = 0.0149), *IL1-β* (*P* = 0.0285), *Tgf-β* (*P* = 0.0169), *Arg1* (*P* = 0.0030), and *Cd163* (*P* = 0.0015) (Fig. 4E). For macrophages isolated from PBMCs of patients with GC, the expression of CD80 (*P* = 0.0040) and CD163 (*P* = 0.0031) increased on IL-33 stimulation in vitro (Appendix Fig. S5A). Next, we examined the effects of IL-33 on the PBMC-mediated killing of GC cells. At low E:T ratios such as 1:1, IL-33 readily induced substantial apoptosis of SNU601 cells (*P* = 0.0006), suggesting that IL-33 was essential for PBMC-mediated killing of tumor cells (Appendix Fig. S5B). Together, these results confirmed that IL-33 triggered the transformation of macrophages from M0 into both M1 and M2 phenotypes. Notably, IL-33 induced the simultaneous polarization of macrophages toward M1 and M2 in vitro. However, these findings were not completely consistent with the results observed in vivo. We hypothesized that the in vivo TIME, especially the abdominal TIME, represented a highly immunosuppressive state. Also, multiple immunosuppressive cytokines, chemokines, and immune checkpoints were highly expressed, leading to the failure of M1 polarization induced by IL-33 in vivo.

**Figure 4:**
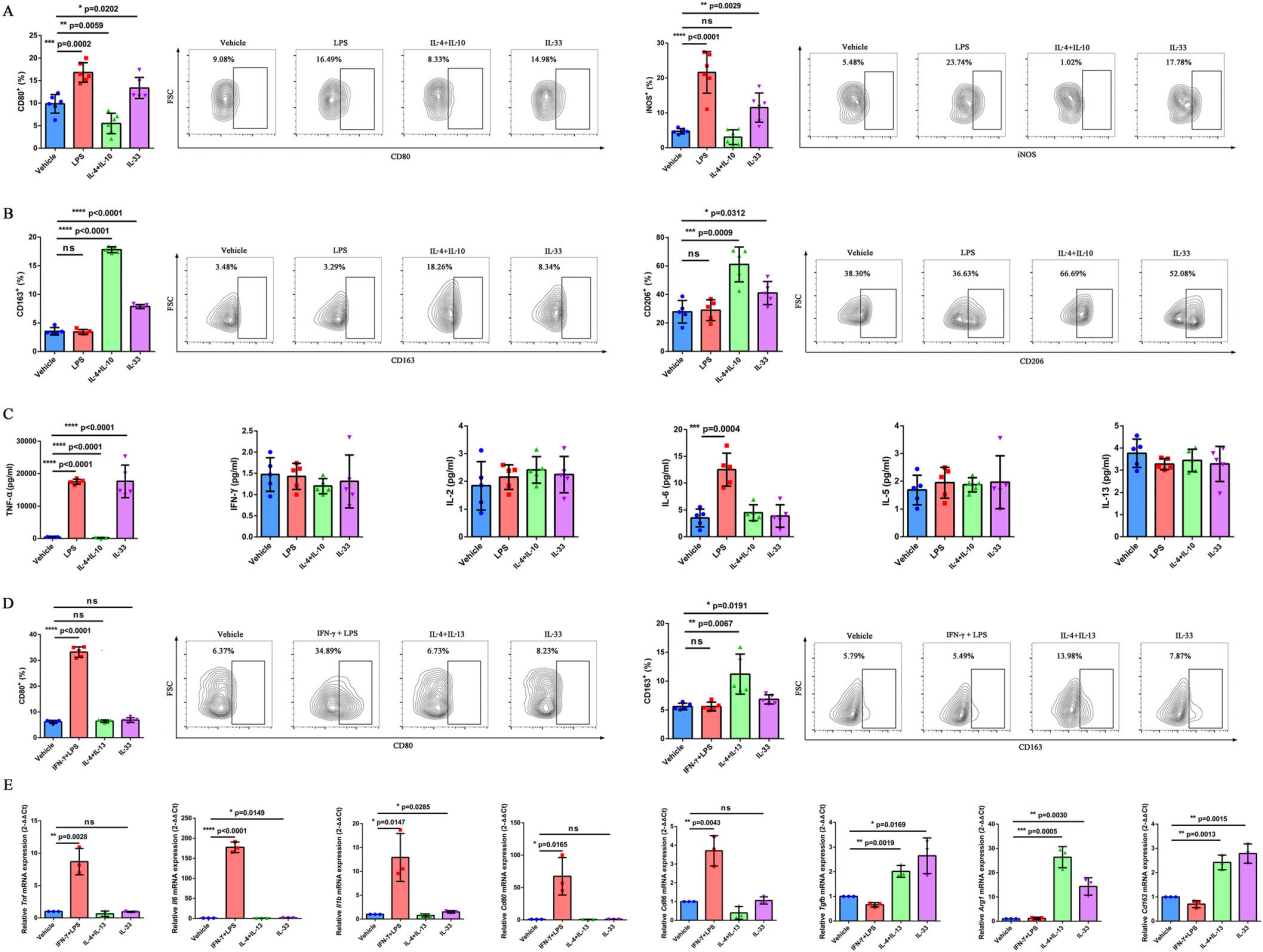
IL-33 directly triggered the polarization of macrophages. (**A**) RAW264.7 cells were stimulated with PBS, LPS, IL-4 + IL-10, or IL-33 for 48 h. The proportions of CD80^+^ and iNOS^+^ RAW264.7 cells were determined by flow cytometry (*n* = 6 biological replicates). (**B**) Proportions of CD163^+^ and CD206^+^ RAW264.7 cells were determined by flow cytometry (*n* = 5 biological replicates). (**C**) Concentrations of TNF-α, IFN­γ, IL-2, IL-6, IL-5, and IL-13 in the culture supernatants of RAW264.7 cells were detected using CBA (*n* = 5 biological replicates). (**D**) THP1 cells were stimulated with PBS, IFN­γ + LPS, IL-4 + IL-13, or IL-33 for 48 h. The proportions of CD80^+^ and CD163^+^ THP1 cells were determined by flow cytometry (*n* = 5 biological replicates). (**E**) Relative mRNA expression of *Tnf*, *IL-6*, *IL1-β*, *Cd80*, *Cd86*, *Tgf-β*, *Arg1*, and *Cd163* in THP1 cells was evaluated using qRT-PCR (*n* = 3 biological replicates). Data information: The data with error bars are shown as mean ± SD. ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 using two-tailed unpaired-sample Student *t* test. Also, see Appendix Figs. S4, S5. Source data are available online for this figure.

### Combination of IL-33 and anti-CSF1R augmented antitumor response in multiple models

Macrophages account for a high proportion of immune cells in the peritoneal cavity. For an unmanipulated mouse, 30% of live cells are macrophages (Ray and Dittel, 2010). IL-33 activates immunologic effector cells and promotes the recruitment of M2 macrophages. We investigated the antitumor strategy of IL-33 combined with anti-CSF1R in multiple models to improve the antitumor efficiency. IL-33 combined with anti-CSF1R was administered simultaneously in the abdominal dissemination model of GC, and its synergistic effect against tumors was evaluated (Fig. 5A). Dynamic in vivo bioluminescence imaging (BLI) showed that IL-33 combined with anti-CSF1R effectively inhibited the abdominal dissemination of luciferase-mediated MFC cells (MFC-Luc) compared with monotherapy (Fig. 5B,C). The combined treatment group demonstrated a significant reduction in the number of abdominal and mesenteric dissemination tumors, indicating a further antitumor effect (Fig. 5D,E). The flow cytometry analysis showed that the combination therapy further increased the tumoral infiltration of CD4^+^ T cells (*P* = 0.0008) (Appendix Fig. S6A), CD8^+^ T cells (*P* = 0.0003) (Appendix Fig. S6B), and NK cells (*P* < 0.0001) (Appendix Fig. S6C), and decreased the tumoral infiltration of macrophages significantly (*P* < 0.0001) (Appendix Fig. S6D) compared with those in the vehicle group, suggesting that the combination of IL-33 and anti-CSF1R could recruit antitumor immunocytes in the TIME and inhibit the filtration of TAMs. Multiplex immunofluorescence for CD86 and CD163 was performed to directly show the infiltration of macrophages in tumor tissues of 615-line mice. Immunofluorescence confirmed that IL-33 induced an accumulation of M2 macrophages, whereas CD163 was absent in tumor tissues of 615-line mice treated with anti-CSF1R (Fig. 5F). No obvious toxicity or alterations in body weight were observed in these experimental groups (Appendix Fig. S7A,B). These studies demonstrated that IL-33 triggered the accumulation of M2 macrophages in tumor tissues, and the combination of IL-33 and anti-CSF1R augmented antitumor response in the abdominal dissemination of GC.

**Figure 5:**
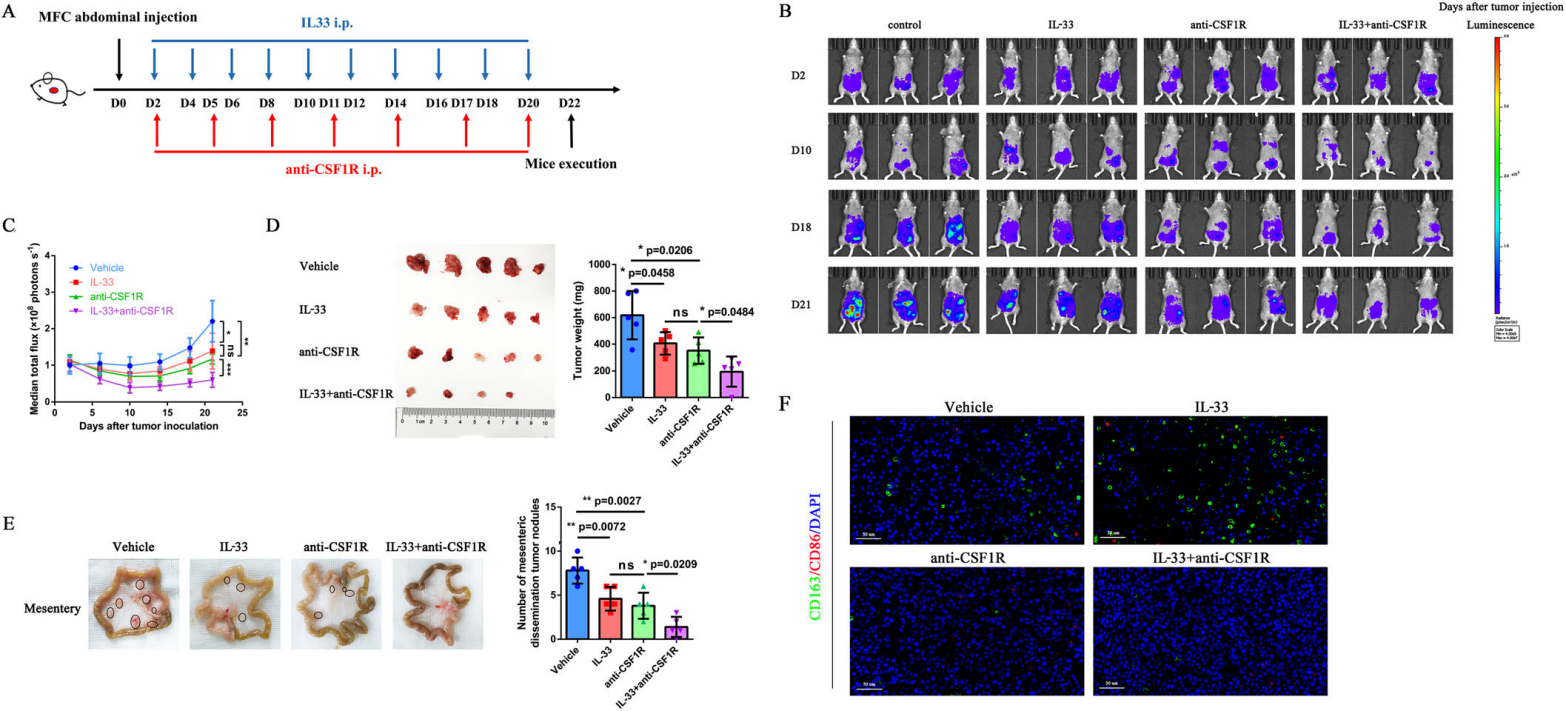
Combination of IL-33 and anti-CSF1R augmented antitumor response in the MFC abdominal dissemination model. (**A**) 615-line mice (*n* = 5 per group) developing abdominal dissemination tumors upon intraperitoneal injection of MFC-Luc were treated with vehicle, IL-33, anti-CSF1R, or IL-33 + anti-CSF1R. Vehicle-treated mice served as controls. (**B**) Tumor growth was imaged using BLI as photons per second. (**C**) Tumor growth profiles of mice treated with vehicle, IL-33, anti-CSF1R, or IL-33 + anti-CSF1R (*n* = 5 biological replicates). (**D**) Abdominal dissemination tumors and tumor weight of MFC-Luc-challenged 615 mice treated with vehicle, IL-33, anti-CSF1R, or IL-33 + anti-CSF1R (*n* = 5 biological replicates). (**E**) Mesenteric dissemination tumors and the number of mesenteric dissemination tumor nodules in MFC-Luc-challenged 615 mice treated with vehicle, IL-33, anti-CSF1R, or IL-33 + anti-CSF1R (*n* = 5 biological replicates). (**F**) Representative images of multiplex immunofluorescence for CD86 and CD163 performed on tumor tissues of MFC-Luc-challenged 615 mice treated with vehicle, IL-33, anti-CSF1R, or IL-33 + anti-CSF1R. Nucleus (DAPI, blue); CD163 (FAM, green); CD86 (Cy5, *red*). Scale bar = 50 μm. Data information: The data with error bars are shown as mean ± SD. ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001 by two-tailed unpaired-sample Student *t* test. Also, see Appendix Figs. S6, S7. Source data are available online for this figure.

In addition, anti-CSF1R was administered 10 days before tumor inoculation (D-10) to eliminate macrophages earlier and more thoroughly to further verify the importance of macrophages in the abdominal dissemination of GC. We observed a robust reduction in tumor growth in the anti-CSF1R and IL-33 + anti-CSF1R groups compared with the control group (Appendix Fig. S8A,B). The number of mesenteric dissemination tumors significantly reduced in the combined treatment group (Appendix Fig. S8C). The aforementioned results indicated that earlier and more thorough elimination of macrophages could achieve better antitumor effects, indicating the importance of macrophages in the progression of peritoneal dissemination.

We established the subcutaneous tumor model of 615-line mice to further evaluate the antitumor effect on subcutaneous tumors. IL-33 or anti-CSF1R alone could control the tumor volume and tumor weight, whereas the combination of IL-33 and anti-CSF1R showed a further antitumor effect in the subcutaneous MFC-challenged 615-line mouse model (Appendix Fig. S9A,B). No obvious alteration in body weight was observed in these experimental groups (Appendix Fig. S9C). Hence, these data revealed that IL-33 combined with anti-CSF1R further enhanced the antitumor effect in both abdominal dissemination and subcutaneous tumor models, indicating the importance of eliminating macrophages.

### IL-33 activated the p38-GATA3 signaling pathway to induce M2 polarization of macrophages

Western blotting was performed on the critical downstream signaling pathways of IL-33, including NF-κB p65, p44/42 MAPK, and p38, to clarify the mechanism of IL-33-induced macrophage polarization. The expression levels of phospho NF-κB p65, phospho p44/42 MAPK, and phospho p38 were higher in IL-33-stimulated RAW264.7 cells compared with those in the vehicle group, suggesting that IL-33 could activate these pathways (Fig. 6A). In addition, the protein phosphorylation was inhibited by the application of related pathway inhibitors JSH-23 (NF-κB p65 inhibitor), U0126 (p44/42 MAPK inhibitor), and SB203580 (p38 inhibitor). RAW264.7 cells were stimulated with IL-33 alone or IL-33 combined with specific inhibitors to further prove the effect of IL-33 on macrophages via the aforementioned signaling pathways. The cytoskeleton was displayed by immunofluorescence to evaluate the morphological changes in cells. The results showed that IL-33 stimulation induced the morphological changes in RAW264.7 cells, which were blocked by specific inhibitors of NF-κB p65, p44/42 MAPK, and p38 (Fig. 6B).

**Figure 6:**
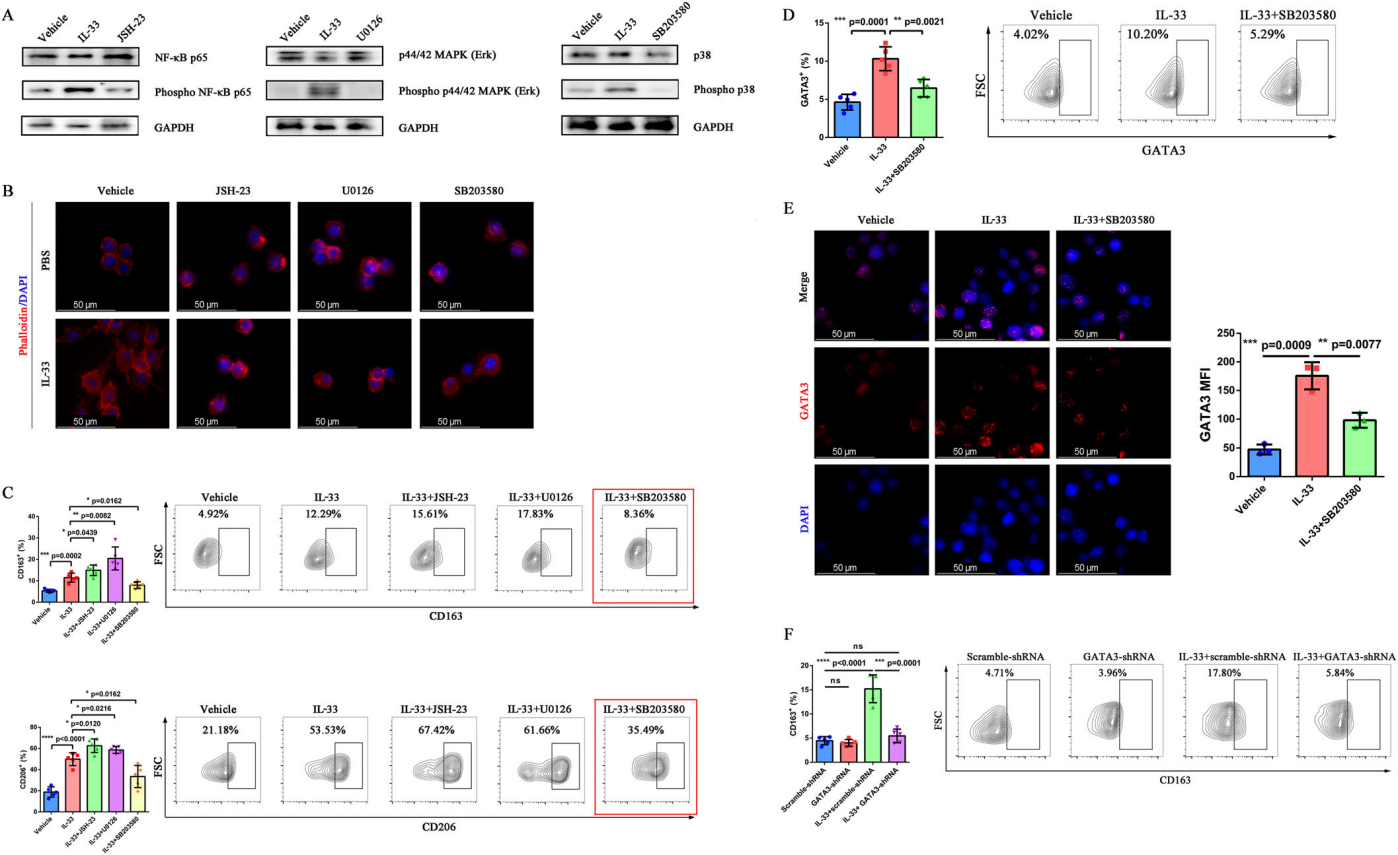
IL-33 activated the p38-GATA3 signaling pathway to induce M2 polarization of macrophages. RAW264.7 cells were pretreated with or without NF-κB-, p44/42-, and p38-specific inhibitors for 1 h before stimulation with IL-33 or PBS. PBS-treated cells served as controls. (**A**) Western blot analysis of NF-κB p65, phospho NF-κB p65, p44/42 MAPK, phospho p44/42 MAPK, p38, phospho p38, and GAPDH in RAW264.7 cells. (**B**) Inhibition of IL-33-induced changes in the shape of RAW264.7 cells by NF-κB-, p44/42-, and p38-specific inhibitors. Nucleus (DAPI, blue); cytoskeleton (phalloidin-TRITC, red). Scale bar = 50 μm. (**C**) Expression of CD163 and CD206 in IL-33-induced RAW264.7 cells altered by NF-κB-, p44/42-, and p38-specific inhibitors (*n* = 5 biological replicates). (**D**) Expression of GATA3 in IL-33-induced RAW264.7 cells altered by a p38-specific inhibitor (*n* = 5 biological replicates). (**E**) Representative immunofluorescence staining images and quantification of GATA3 in stimulated RAW264.7 cells. Nucleus (DAPI, blue); GATA3 (Cy5, red). Scale bar = 50 μm, *n* = 3 biological replicates. (**F**) Effects of GATA3 knockdown on CD163 expression in RAW264.7 cells (*n* = 5 biological replicates). Data information: The data with error bars are shown as mean ± SD. ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by two-tailed unpaired-sample Student *t* test. Also, see Appendix Fig. S10. Source data are available online for this figure.

Based on the aforementioned results, we further evaluated the expression of CD163 and CD206 on RAW264.7 cells. The expression of CD163 (IL-33 vs IL-33 + JSH-23: *P* = 0.0439; IL-33 vs IL-33 + U0126: *P* = 0.0082) and CD206 (IL-33 vs IL-33 + JSH-23: *P* = 0.0120; IL-33 vs IL-33 + U0126: *P* = 0.0216) significantly increased when RAW264.7 cells were stimulated with IL-33 combined with U0126 or JSH-23 compared with IL-33 alone. Nevertheless, the expression of CD163 (IL-33 vs IL-33 + SB203580: *P* = 0.0162) and CD206 (IL-33 vs IL-33 + SB203580: *P* = 0.0162) decreased when the cells were stimulated with IL-33 + SB203580 compared with IL-33 alone (Fig. 6C). These results indicated that NF-κB p65 and p44/42 MAPK signaling pathways played a role in the M1 polarization of macrophages. Therefore, macrophages tended to undergo M2 polarization when these pathways were inhibited. On the contrary, activating the p38 signaling pathway promoted the M2 polarization of macrophages, and the M2 polarization tendency was blocked after inhibiting the p38 pathway.

Previous studies showed that GATA3, an IL-33-responsive transcriptional hub, was closely related to tissue repair and differentiation of macrophages (Faas et al, 2021). We evaluated the expression of GATA3 in RAW264.7 cells to elucidate the mechanism of IL-33-induced M2 polarization. The expression of GATA3 was inhibited when the cells were stimulated with IL-33 + SB203580 compared with IL-33 alone (*P* = 0.0021) (Fig. 6D). The immunofluorescence staining assay showed GATA3 level significantly increased in RAW264.7 cells stimulated with IL-33 (*P* = 0.0009). The expression of GATA3 also decreased in the IL-33 + SB203580 group compared with the IL-33-stimulated group (*P* = 0.0077) (Fig. 6E). GATA3-shRNA was constructed to knock down the GATA3 expression and activity in RAW264.7 cells to verify the role of GATA3 in M2 polarization. The expression of CD163 significantly decreased in GATA3-shRNA-transfected cells stimulated with IL-33 compared with that in the IL-33 + scramble-shRNA group (*P* = 0.0001) (Fig. 6F). These data suggested a critical role of GATA3 in macrophages that responded to an IL-33-induced reprogramming.

We further evaluated the expression of GATA3, CD80, and CD163 in human macrophages to clarify the influence of p38-GATA3 signaling pathway–induced macrophage polarization. The expression of GATA3 (*P* = 0.0041; Appendix Fig. S10A) and CD163 (*P* = 0.0002; Appendix Fig. S10B) significantly decreased when macrophages were stimulated with IL-33 + SB203580 compared with IL-33 alone. On the contrary, the expression of CD80 (*P* = 0.0384) increased when the macrophages were treated with IL-33 + SB203580 compared with IL-33 alone (Appendix Fig. S10C), suggesting that p38 inhibitor could effectively inhibit the expression of GATA3 and block the M2 polarization induced by p38-GATA3 signaling pathway.

### IL-33 combined with p38 signaling pathway inhibitor synergistically induced anti-tumor response in vivo

To evaluate the effect of p38 signaling pathway on tumor progression and macrophage polarization, we established a model of GC abdominal dissemination treated with IL-33 combined with p38 inhibitor (SB203580) and evaluated the anti-tumor efficacy of combined therapy (Fig. 7A). Compared with monotherapy group, combined therapy significantly reduced the weight of tumors in the abdominal cavity and the number of mesenteric dissemination tumor nodules of mice (Fig. 7B,C), suggesting that IL-33 combined with p38 inhibitor has synergistic anti-tumor effect on abdominal dissemination tumors.

**Figure 7:**
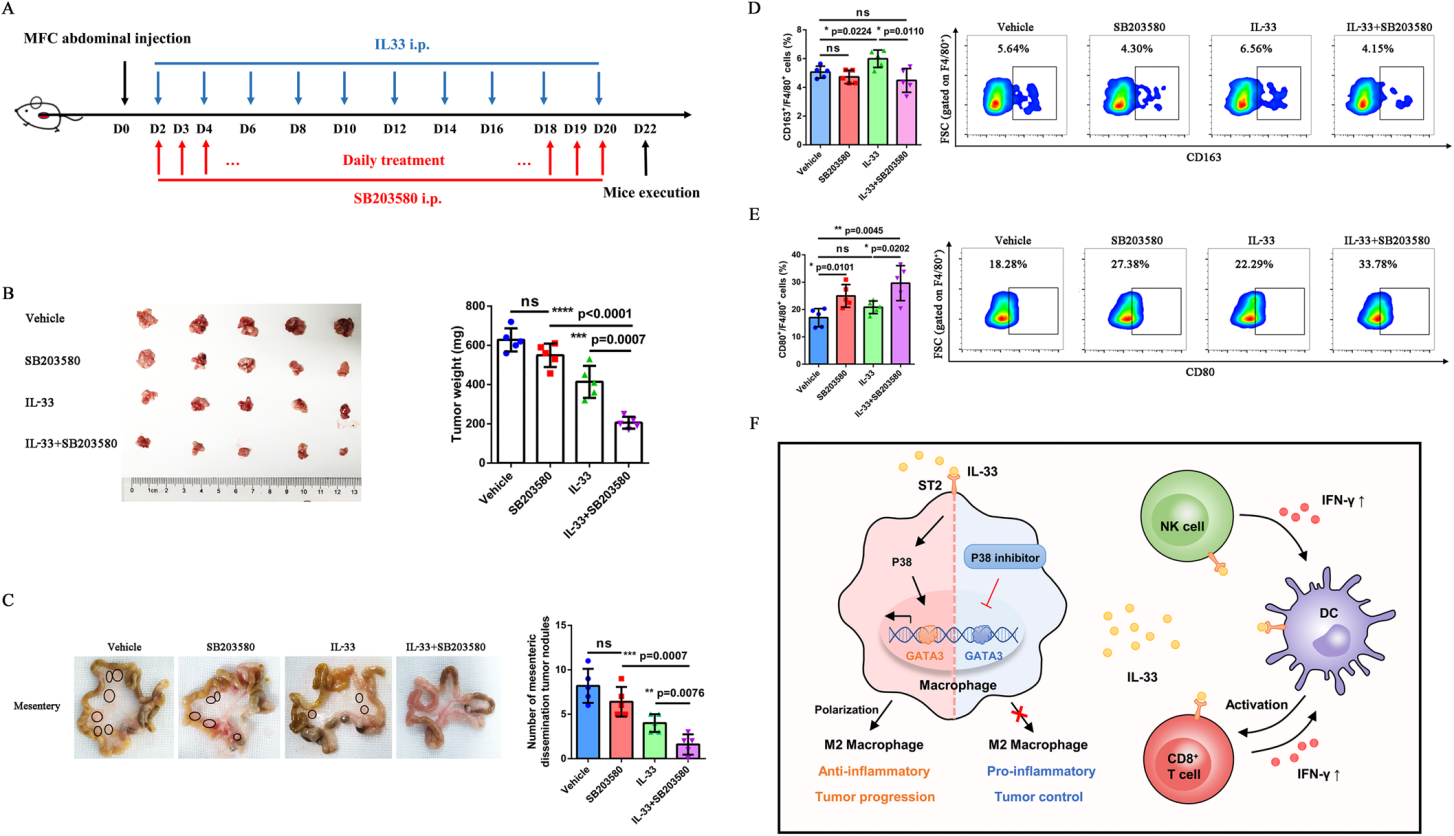
IL-33 and p38 signaling pathway inhibitor synergistically induced antitumor response in vivo. (**A**) 615-line mice (*n* = 5 per group) developing abdominal dissemination upon intraperitoneal injection of MFC were treated with vehicle, SB203580, IL-33, or IL-33 + SB203580. Vehicle-treated mice served as controls. (**B**) Abdominal dissemination tumors and the tumor weight in MFC-challenged 615 mice treated with vehicle, SB203580, IL-33, or IL-33 + SB203580 (*n* = 5 biological replicates). (**C**) Mesenteric dissemination tumors and the number of mesenteric dissemination tumor nodules in MFC-challenged 615 mice treated with vehicle, SB203580, IL-33, or IL-33 + SB203580 (*n* = 5 biological replicates). (**D**) Proportions of CD163^+^/F4/80^+^ macrophages in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**E**) Proportions of CD80^+^/F4/80^+^ macrophages in abdominal tumors were determined by flow cytometry (*n* = 5 biological replicates). (**F**) Local administration of IL-33 induced the reprogramming of the immunosuppressive TIME by enhancing the function of cytotoxic lymphocytes such as CD8^+^ T cells and NK cells, and promoted the formation of celiac inflammatory milieu by increasing the expression of inflammatory cytokines. On the contrary, IL-33 also promoted M2 polarization of macrophages and resulted in the resolution of inflammation through the p38-GATA3 signaling pathway simultaneously, which fostered tumor progression and metastasis. IL-33 combined with p38 inhibitor synergistically induced antitumor response in vivo. Data information: The data with error bars are shown as mean ± SD. ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by two-tailed unpaired-sample Student *t* test. Also, see Appendix Fig. S11. Source data are available online for this figure.

Then we compared the infiltration of macrophages subsets in different experimental groups by flow cytometry. The proportion of CD163^+^ (*P* = 0.0110) (Fig. 7D) and CD206^+^ (*P* = 0.0033) (Appendix Fig. S11A) macrophages decreased, and the proportion of CD80^+^ (*P* = 0.0202) (Fig. 7E), CD86^+^ (*P* = 0.0048) (Appendix Fig. S11B) and MHC-II^+^ (*P* = 0.0273) (Appendix Fig. S11C) macrophages increased in the combined treatment group compared with the IL-33 monotherapy group. The aforementioned results indicated that the p38 signaling pathway could influence macrophage polarization and inhibiting p38 signaling pathway could reprogram macrophages from M2 to M1 phenotype. IL-33 combined with p38 signaling pathway inhibitor synergistically enhances the anti-tumor response of abdominal dissemination in GC.

Taken together, these data indicate that IL-33 can drive the recruitment and activation of immunologic effector cells and promote the expression of anti-tumor inflammatory cytokines, which reprogram the immunosuppressive TIME into immunoactivated state and inhibit tumor progression and metastasis. However, IL-33 also can induce M2 polarization through p38-GATA3 signaling pathway, which fosters tumor progression and resolution of inflammation. Thus, the combination of IL-33 and anti-CSF1R or p38 inhibitor could avoid the negative immune regulation of IL-33-induced M2 polarization, which has synergistic anti-tumor effect (Fig. 7F). P38 inhibitor can effectively inhibit the p38-GATA3 signaling pathway, reduce the expression of transcription factor GATA3, and inhibit the M2 polarization of macrophages.

## Discussion

PM of GC is the main cause of death in patients with advanced GC. Once PM is diagnosed, the median survival time is only 4 months, compared with 14 months for GC without PM (Chen et al, 2021). Emerging data highlight the role of the peritoneal TIME as the key driver of metastatic progression and treatment resistance (Deepak et al, 2020). Novel therapeutic approaches targeting the PM-associated TIME may be vital in preventing and reversing peritoneal cancer progression. In this study, we described that the cytokine IL-33 could extend survival in patients with GC and drive an activated immune microenvironment. Local intraperitoneal administration of IL-33 drove the recruitment and activation of immunologic effector cells and promoted the expression of pro-inflammatory cytokines. These changes in the TIME could promote a better prognosis for mice with GC.

IL-33, a member of the IL-1 family, can be rapidly released and binds to its cognate receptor ST2 in response to wound healing and inflammation (Jiang et al, 2021). In recent years, IL-33 has been described as a potent initiator of type 2 immune responses, acute local inflammation, and tissue repair, promoting cancer development and remodeling the TIME by increasing the number of immune-suppressive cells (Liew et al, 2016). Moreover, IL-33 can also promote the infiltration of immunologic effector cells, such as NK cells, CD8^+^T cells, and TH1 immune cells and plays an anti-tumor role in several cancers (Fournié and Poupot, 2018; Sekiya et al, 2019). IL-33 can activate immunologic effector cells and induce innate immunity, suggesting that IL-33 has a unique approach and immunotherapeutic potential for treating peritoneal tumors. However, these dual effects of IL-33 in cancer imply that IL-33-based cancer immunotherapies should be considered with caution. Therefore, a more comprehensive exploration and deeper understanding of IL-33 are required. In our GC tumor model, the increase of IL-33 levels locally resulted in the recruitment of CD8^+^T cells, NK cells, DCs, and macrophages and increased the expression of IFN-γ in CD8^+^ T cells and NK cells, indicating the activation of immunologic effector cells. This study suggested that the local administration of IL-33 could induce the celiac inflammatory environment, activate immunologic effector cells, promote the expression of antitumor cytokines, and reprogram the immunosuppressive microenvironment to be immunogenic. The advantage of an allergic-like antitumor response is that the effectors are located in the innate immune compartment and do not require specific initiation or generation of CTL immunity, suggesting a unique approach for treating peritoneal tumors using IL-33.

However, the immunoregulatory effects of IL-33 on immunocytes and the TIME are diverse and complex. IL-33 can not only promote the secretion of inflammatory cytokines such as IFN-γ and TNF-α and induce the formation of an inflammatory milieu, but also promote the recruitment of TAMs and M2 polarization of macrophages to a certain extent, which has an immunosuppressive effect. This characteristic of IL-33 helps maintain the immune microenvironment in a relatively balanced and stable state, avoiding inflammatory injury of tissues and organs; this is also one of the reasons why some studies believe that IL-33 may promote tumor progression (Shen et al, 2018). In this study, we found that the proportion of M2 macrophages in peritoneal tumors of GC increased after IL-33 administration. 

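Expression of single macrophage genes in the 16 mouse tumors was compared with edgeR's quasi-likelihood test. These are mRNA levels of whole tumors, not the proportions of stained macrophages that the paper measured by flow cytometry. Mrc1, which encodes the M2 marker CD206, had 197.2 ± 98.5 CPM (SD, n = 8) in the vehicle group and 155.9 ± 82.8 CPM (SD, n = 8) in the IL-33 treatment group. Its log2 fold change was −0.40 (standard error 0.38, adjusted p = 0.762 from edgeR), with 4 of the 8 IL-33 tumors above the vehicle mean. Cd163 had a log2 fold change of −0.20 (standard error 0.51, adjusted p = 0.938 from edgeR), with 1 of the 8 IL-33 tumors, replicate 7, above the vehicle mean, and −0.82 without that tumor. Arg1 and Chil3 had log2 fold changes of −0.09 (standard error 0.45) and −0.13 (standard error 0.42), with adjusted p-values of 0.971 and 0.955. Among genes of classically activated (M1) macrophages, Nos2 and Cd86 had log2 fold changes of 0.05 (standard error 0.50) and 0.25 (standard error 0.38), with adjusted p-values of 0.987 and 0.875. Above the vehicle mean were 3 of the 8 IL-33 tumors for Arg1, 2 for Chil3, 3 for Nos2 and 4 for Cd86. Without IL-33 replicate 7 the log2 fold changes of Arg1 and Nos2 changed sign, to 0.0228 and −0.0501, and that of Chil3 was −0.00303.

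For 13 M1 genes together, the mean log2 CPM was 3.48 ± 0.76 (SD, n = 8) in the vehicle group and 3.54 ± 1.03 (SD, n = 8) in the IL-33 treatment group (exact permutation test, p = 0.896, adjusted p = 0.952). Vehicle replicate 7 and IL-33 replicate 3 had the 2 highest scores of both the 15 pan-macrophage genes and the 15 M2 genes, and IL-33 replicate 6 had the lowest, so that the largest difference between any pair of tumors in these scores lay within the IL-33 treatment group.

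**Figure D5:**
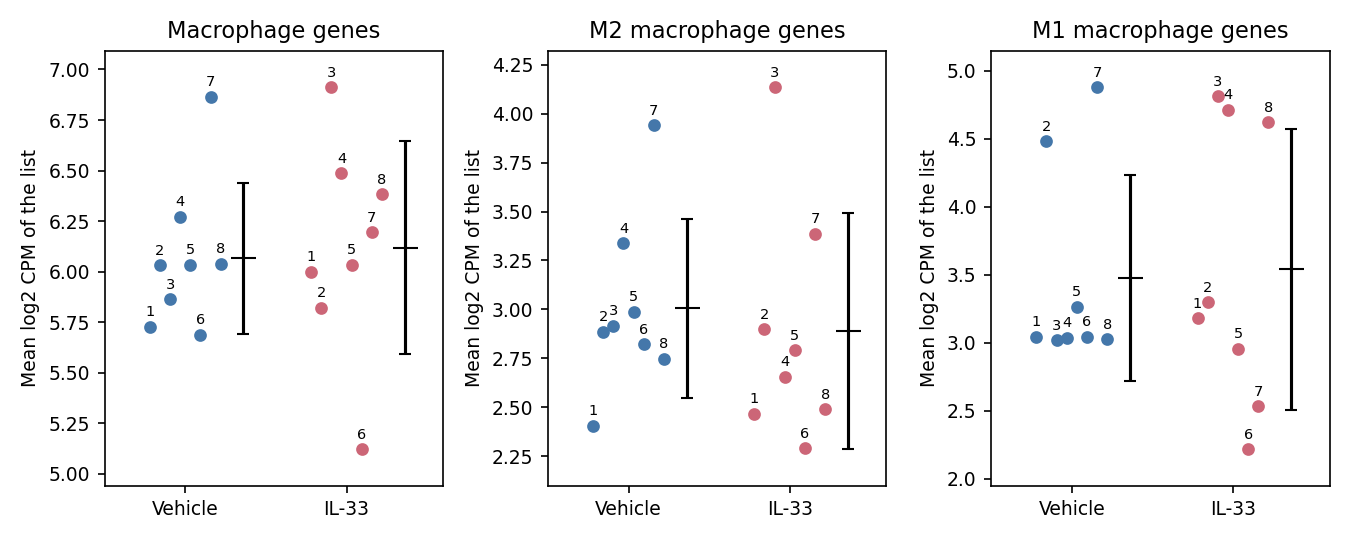
Mean log2 CPM per tumor of pan-macrophage, M2 macrophage and M1 macrophage genes, numbered by replicate, with the mean and SD of each group beside the points (n = 8 tumors per group). The ranges of the groups overlap for all 3 lists.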

The RNA-seq of mouse tumors also showed the upregulation of macrophage-related markers and activation of macrophage-related pathways in the IL-33 treatment group, which was consistent with the results of bioinformatic analysis and previously published studies (Faas et al, 2021; Okuzumi et al, 2021). These studies suggested that the cytokine IL-33 could recruit macrophages and regulate the M2 polarization of macrophages.

Peritoneal macrophages are the major cell type of peritoneal cells and are involved in many aspects of innate and acquired immunities; they can suppress antitumor immunity and promote tumor progression (Liu et al, 2018). Accumulating studies have shown that peritoneal macrophages strongly express CD206, which is a characteristic phenotype of M2-polarized macrophages (Liu et al, 2015; Umemura et al, 2008). Functionally, peritoneal macrophages participate in various immune and inflammatory responses, which are related to the pathogenic processes of various inflammatory diseases and abdominal cancers. An attractive hypothesis regarding the mechanisms of TAM-mediated inflammation in cancer is that unidentified modifications might occur in regulating pro-inflammatory pathways during cancer evolution (Christofides et al, 2022). The properties of TAMs gradually change and lose their efficacy during the immune equilibrium phase. Only acute engagement of pro-immune inflammatory pathways during immune escape can override the continuing pro-cancer inflammation and trigger antitumor immunity, supporting the aforementioned hypothesis (Zhivaki et al, 2020). Macrophage intervention combined with IL-33 can induce strong and long-lasting protection against cancer and eradicate various tumors under such conditions. It is necessary to explore the unknown mechanism of peritoneal macrophages promoting tumor progression and metastasis, and understand the detailed biological characteristics and related molecular spectrum of the TIME to further control the development of peritoneal tumors.

We evaluated the stimulation of IL-33 on RAW264.7 cells, BMDM, THP-1 cells, and macrophages from PBMCs in vitro, and found that IL-33 could induce the polarization of M1 and M2 simultaneously, which was not completely consistent with the in vivo results. We believed that the TIME in vivo, especially in peritoneal tumors, was in a highly immunosuppressive state. Multiple immunosuppressive cytokines, chemokines, and immune checkpoints were highly expressed, leading to the failure of M1 polarization induced by IL-33 in vivo. This study examined both in vitro and in vivo models to obtain more comprehensive data.

Based on the essential role of M2 macrophages in promoting tumor growth and metastasis, we further reduced the infiltration of M2 macrophages in the TIME by eliminating TAMs or inhibiting M2 polarization. CSF1R antibody can reduce the number of TAMs and reprogram the polarization of macrophages. CSF1R targeting rarely eliminates tumors, but the therapeutic efficacy can be improved when combined with other agents (Engblom et al, 2016). In this study, IL-33 was combined with CSF1R antibody to activate the TME and reduce the infiltration of M2 macrophages, thus avoiding the negative immune regulation of IL-33-induced M2 polarization. The results of in vivo experiments also showed that the CSF1R antibody administered 10 days before tumor inoculation could eliminate macrophages earlier and more thoroughly compared with treatment after tumor inoculation, inducing a better antitumor effect, which indicated the importance of macrophages in the abdominal dissemination of GC.

Furthermore, we conducted additional investigations to elucidate the underlying mechanism of IL-33-induced polarization of macrophages. Our findings revealed that three classical signaling pathways, NF-κB p65, p44/42 MAPK, and p38, could be activated by IL-33. The activation of NF-κB p65 and p44/42 MAPK signaling pathways contributes to M1 polarization. On the contrary, activating the p38 signaling pathway promotes M2 polarization. When the p38 signaling pathway is inhibited, the M2 polarization tendency of macrophages is weakened. Previous studies demonstrated that the transcription factor GATA3 of the p38 signaling pathway was closely correlated with the decrease in inflammation and tissue repair of macrophages (Jia et al, 2022; Lin et al, 2019). We found that IL-33 could effectively activate the p38-GATA3 signaling pathway and promote the expression of GATA3, proving that IL-33 could induce M2 polarization by activating the p38-GATA3 signaling pathway. The results of combination therapy showed that IL-33 combined with p38 inhibitor could reprogram macrophages from the M2 phenotype to the M1 phenotype and had a synergistic antitumor effect, further confirming the mechanism in in vitro experiments. Combined with the characteristic of M2 polarization following the activation of the p38-GATA3 signaling pathway, we believed that the transcription factor GATA3 was a key factor in IL-33-regulated M2 polarization.

This study had a limitation in terms of using a homogeneous mouse model, which allowed us to dissect IL-33-induced TIME reprogramming of the abdominal dissemination of GC. Studies are needed to better address the significance of these findings in other mouse models or humans.

## Conclusions

We showed that the intraperitoneal administration of IL-33 was a promising strategy for treating peritoneally confined metastatic cancers. The survival advantage conferred by this therapy depended on the activation of immunocytes, the formation of a celiac inflammatory environment, and the reprogramming of an immunosuppressive TIME. This study additionally focused on the dual role of IL-33 in antitumor activity and identified a critical signaling pathway, p38-GATA3, which promoted the M2 polarization of macrophages and simultaneously fostered tumor progression and resolution of inflammation. This study provided a theoretical basis and novel approach for the antitumor strategy of IL-33 combined with anti-CSF1R or M2 polarization inhibitors. It is essential to investigate further the local delivery of this unique cytokine for tumor therapy.

## Methods

### Data source and processing

Transcriptomic and matched clinical data of patients with GC in TCGA-STAD, ACRG/GSE66229 (Data ref: Oh et al, 2015; Oh et al, 2018), and GSE162214 (Data ref: Tanaka, 2021) are available from the TCGA and GEO databases. The relationship between *IL-33* mRNA expression and prognosis was evaluated using the Kaplan–Meier Plotter (https://kmplot.com/analysis/index.php?p=service&cancer=gastric) (Gene symbol: 209821_at), an online database containing gene expression data and survival information of patients with GC (Győrffy et al, 2013). The TME score data were calculated using the xCell algorithm (Aran et al, 2017).

A total of 170 patients histologically diagnosed with GC from August 2017 to January 2019 in the Nanjing Drum Tower Hospital were included in this study. Kaplan–Meier survival curve was used to compare the difference in OS between patients with high and low IL-33 expression, with H-score = 4 as the discriminant critical value. The hazard ratio with a 95% confidence interval and log-rank *P* value were calculated.

### Cell lines and cell culture

Human GC cell lines AGS (ATCC CRL-1739), SUN601 (KANGBAI CBP60507), NUGC4 (KANGBAI CBP74135), MKN45 (KANGBAICBP60488), MGC803 (KANGBAI CBP60485), HGC27 (KANGBAI CBP60480), and KATOIII (KANGBAI CBP60483); human acute monocytic leukemia cell line THP-1 (KANGBAI CBPB0007); and murine GC cell line MFC (KANGBAI CBP60882) were cultured in Roswell Park Memorial Institute (RPMI)-1640 medium (Gibco). Murine macrophage cell line RAW264.7 (ATCC SC-6003) was cultured in Dulbecco’s modified Eagle’s medium (DMEM, Hyclone). All culture mediums were supplemented with 10% fetal bovine serum (FBS, Biochrom), 100 U/mL penicillin, and 100 µg/mL streptomycin (Gibco). The mycoplasma contamination was examined routinely using a PCR mycoplasma detection kit every month.

### Antibodies and reagents

Commercially available antibodies and reagents used in this study were listed in Appendix Tables S2, S3.

### Lentiviral production and creation of stable cell lines

Lentiviruses treated with luciferase report vectors were designed by Cyagen (Suzhou, China) and used to infect MFC cells for 48 h. Further, 2 μg/mL puromycin was used for screening stable luciferase-transduced MFC cells (MFC-Luc).

### Construction and in vitro transfection of GATA3-shRNA

GATA3-shRNA and scramble-shRNA were synthesized by Shanghai Genechem Co., Ltd., (Shanghai, China). RAW264.7 cells were transfected with GATA3-shRNA using lipofectamine 2000 as previously described.(Hernandez-Alejandro et al, 2012) The scramble-shRNA transfected cells were used as controls.

### Culture and differentiation of BMDMs

BMDMs were collected from 615-line mice aseptically by rinsing the bilateral femurs and tibias of euthanized mice with PBS and treating them with erythrocyte lysate. Purified BMDMs were cultured in RPMI-1640 with 10% FBS and 50 ng/mL M-CSF. More than 90% of BMDMs were F4/80^+^ detected by flow cytometry and collected for macrophage stimulation on day 5.

### In vitro mouse macrophage polarization and treatment

RAW264.7 cells and BMDMs of 615-line mice were polarized into classically activated macrophages (M1) with 100 ng/mL LPS, or alternatively activated macrophages (M2) with mouse IL-4 (25 ng/mL) and IL-10 (25 ng/mL) recombinant protein for 48 h. The THP-1 monocytes were differentiated into macrophages using 10 ng/mL phorbol-12-myristate-13-acetate (PMA) for 24 h. The THP-1 macrophages were subsequently stimulated using human IFN-γ (50 ng/mL) and LPS (50 ng/mL) for 48 h to the M1 phenotype, or stimulated using human IL-4 (25 ng/mL) and IL-13 (25 ng/mL) for 48 h to M2 phenotype. The untreated RAW264.7 cells and PMA-stimulated THP-1 cells were used as M0 phenotype.

### Isolation of human monocytes

PBMCs (collected from patients with GC after informed consent was obtained) were obtained by Ficoll density centrifugation (Zhou et al, 2021). The monocyte population was enriched by the negative selection of unlabeled target cells using a pan monocyte isolation kit following the manufacturer´s protocol. The monocytes were cultured for 7 days with no further exogenous agent was added to allow spontaneous differentiation of monocytes into resting (M0) macrophages.

### Cytotoxicity assay

FITC-CFSE labeling of SNU601 cells was performed in a 1:1 ratio with a final concentration of CFSE at 2.5 µg/mL, allowed to incubate at room temperature for 8 min while protected from light (Ganesan et al, 2022). SNU601 cells were co-cultured with PBMCs for 12 h after stimulating PBMCs with or without human recombinant IL-33 (50 ng/mL) for 48 h. The cell suspension was incubated in the dark for 15 min after adding propidium iodide with a final concentration of 0.5 µg/mL.

### RNA extraction and qRT-PCR

Total RNA was extracted from cultured human GC and THP-1 cells using the TRIzol reagent following the manufacturer’s protocol. cDNA was synthesized using the amfiRivert cDNA Synthesis Platinum Master Mix. Each cDNA sample was amplified using Power SYBR Green PCR Master Mix on the ABI QuantStudio 7 Flex real-time PCR system (Applied Biosystems). GAPDH was used as an endogenous control to normalize each sample. The experiment was performed in triplicate with three independent experiments. The fold changes in the mRNA expression of these genes were calculated using the 2^−ΔΔCt^ method for relative quantification. The primers are listed in Appendix Table S4.

### Hematoxylin–eosin staining and IHC assay

Mouse organ tissues and human GC tissue samples were prepared as 5 μM FFPE sections. Paraffin-embedded mouse organ tissue sections were stained with hematoxylin and eosin (H&E). Immunohistochemistry was performed on the GC tissue sections using IL-33 monoclonal antibody and biotinylated goat anti-rabbit serum immunoglobulin G (IgG) antibody.

The estimation of IL-33 staining in tissue sections was performed by the proportion of positive cells and staining intensity (Yue et al, 2020). The proportion of positive cells in the sections was categorized into five grades: 0, <5%; 1, 5–25%; 2, 26–50%; 3, 51–75%; and 4, >75%. The staining intensity was categorized into four grades: 0, no staining; 1, weakly positive; 2, moderately positive; and 3, strongly positive. The H-score (ranging from 0 to 12) was calculated by multiplying the proportion of positive cells by the intensity score. The staining results were assessed independently by two experienced pathologists. The optimal cut-off value was determined using the X-tile software for prognostic analysis. H-score ≤ 4 indicated low IL-33 expression, and H-score > 4 indicated high expression.

### Flow cytometry analysis and intracellular staining

Tumor tissues and spleens from GC models in vivo and macrophages in vitro were harvested and mechanically dissociated into single-cell suspensions to evaluate immune cell markers. The cells were stimulated with Leukocyte Activation Cocktail and treated with a fixation/permeabilization solution kit to assess the expression of intracellular cytokines. Then, the cells were incubated with antibodies to assess the immune cell surface markers. The acquisition was performed using a BD Accuri C6 Plus Flow Cytometer (BD Bioscience), and the data were analyzed using FlowJo software (10.4, Tree Star).

### Cytometric bead array

The levels of IFN-γ, IL-2, IL-5, TNF-α, IL-6, IL-4, IL-10, and IL-13 in the supernatant of ascites and cultured RAW264.7 cells were determined using the multi-analyte flow assay kit following the manufacturer’s protocols.

### Western blotting

RAW264.7 cells were starved in 2% FBS-DMEM overnight, followed by pre-treatment with selective inhibitors against NF-κB (JSH-23, 20 μM), MEK1/2 (U0126, 10 μM), or p38 (SB203580, 20 μM) for 1 h before stimulation with IL-33 (50 ng/mL) for 15 min as previously described (Staudt et al, 2013; Yang et al, 2016; Zhang et al, 2018; Zhou et al, 2018). Further, 10 μg of total protein from each sample was subjected to 10% SDS-polyacrylamide gel electrophoresis and transferred onto polyvinylidene difluoride membranes. Then, the membranes were incubated with primary antibodies and secondary antibodies conjugated with HRP. The protein bands were detected using Immobilon Western HRP Substrate (Merck, WBKLS0050).

### Immunofluorescence staining

RAW264.7 cells were pretreated with or without selective inhibitors JSH-23 (20 μM), U0126 (10 μM), and SB203580 (20 μM) for 1 h. The cells were fixed and permeabilized after stimulation with or without mouse IL-33 recombinant protein for 36 h. The cells were incubated with phalloidin–TRITC to detect the cytoskeleton and incubated with primary antibodies and fluorescence-labeled secondary antibodies to detect GATA3. The nuclei were stained with DAPI, and the images were acquired using a fluorescent microscope (Leica).

The tumor tissue sections of MFC-challenged mice were prepared as described in the IHC analysis. The tumor tissue sections were stained with the anti-CD86 antibody and anti-CD163 antibody at 4 °C overnight. Then, the sections were incubated with secondary antibodies, protected from light. The nuclei were stained with DAPI, and the images were acquired using a fluorescent microscope (Leica).

### Mice

615-line mice (catalog number: M0026), the MFC GC cell line syngeneic murine model, were purchased from Cavens Biotechnology Co., Ltd. (Nanjing, China) and housed in a specific pathogen-free facility with a relative humidity of 55% ± 5%, room temperature of 22 °C ± 2 °C, and 12-h/12-h light/dark cycle. The mice had free access to food and water during the whole experiment. They acclimatized to the laboratory for at least 1 week before initiating the study. All animal experiments were performed by blinded researchers. Six-week-old female or male mice were assorted in a randomized manner.

### Syngeneic mouse tumor models

Sex-matched six-week-old 615-line mice were used for this study. For the abdominal dissemination tumor model, 5 × 10^5^ MFC cells per animal were injected intraperitoneally (i.p.) into mice (*n* = 4 or 5 per group). For the subcutaneous tumor model, 1 × 10^6^ MFC cells per animal were injected subcutaneously (s.c.) into mice (*n* = 5 per group). During treatment, the mice were injected i.p. with 20 μg/kg IL-33 every other day, 400 μg anti-CSF1R per mouse every 3 days, and 5 mg/kg SB203580 every day as previously described (Barkal et al, 2019; Dalmas et al, 2017; Leelahavanichkul et al, 2014).

The mouse body weight and tumor size were monitored every other day during the experiment. The tumor size was calculated using the following formula: length × width^2^ × 0.5. The mice were euthanized after the treatment. For safety studies, one mouse from each group was randomly selected, and the main organs were collected for H&E staining.

### In vivo macrophage depletion treatment study

In this study, 615-line mice were treated with anti-CSF1R as proposed by Barkal et al (Barkal et al, 2019). The mice were treated from day 2 or pretreated for 10 days with 400 μg anti-CSF1R per mouse every 3 days.

### In vivo bioluminescence imaging (BLI)

Mice implanted with MFC-Luc received an intraperitoneal injection of D-luciferin stock solution (150 mg/kg) to produce bioluminescence. Ventral bioluminescent images were taken every 4 days. Anesthesia was maintained during the entire imaging process using a nose cone isoflurane-oxygen delivery device in the light-tight chamber. Photon signaling intensity was quantitatively recorded to obtain the dynamic changes in bioluminescence in vivo by IVIS Lumina imaging system (Xenogen).

### Transcriptome sequencing (RNA-seq) analysis

RNA-seq and subsequent bioinformatics analysis were performed by BerryGenomics (Beijing, China). Tumor samples from the vehicle and IL-33 treatment groups (*n* = 8 per group) with sufficiently high-quality RNA were included for RNA-seq.

### Statistical analysis

R version 3.6.3 via RStudio software, GraphPad Prism 7.0 (GraphPad Software, CA, USA), and SPSS Statistics version 20.0 (IBM) were used for all statistical analyses. We employed a random number table to perform randomization. All animal experiments in this study were performed and analyzed in a blinded manner. Treatment groups were assigned in a randomized fashion. Every mouse was assigned a temporary random number within the weight range. The mice were given their permanent numerical designation in the cages after they were randomly categorized into each group. For each group, a cage was selected randomly from the pool of all cages. All data were collected and analyzed by two blinded observers. No statistical methods were used to predetermine sample sizes. No analyzed samples were omitted from the report. The samples were omitted from the analysis if insufficient material was available. The data were represented as five biological replicates in animal experiments and three or five biological replicates in cell experiments and expressed as mean ± standard deviation. A *P* value < 0.05 indicated a statistically significant difference. The two-tailed unpaired-sample Student *t* test, log-rank test, or Wilcoxon rank-sum test was used for comparing between two groups. The Spearman correlation coefficient was determined using linear regression analysis (ns, not significant; *P < 0.05, **P < 0.01 and ***P < 0.001, ****P < 0.0001).

### Ethics approval and consent to participate

The tumor tissue sections and peripheral blood collection procedures were carried out in accordance with the guidelines verified and approved by the Ethics Committee of Nanjing University Medical School Affiliated Drum Tower Hospital (Approved number: 2021-324-01), and the experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. All subjects signed an informed consent for scientific research statement. Because the patients in the public databases could not be identified, the analysis and reporting of the data in our study were exempt from review by the Ethics Committee of Nanjing Drum Tower Hospital. The requirement for written informed consent to participate was waived. All animal procedures were conducted in accordance with the NIH Guide for Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of Nanjing Drum Tower Hospital (Approved number: 20191013).

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Fig. 6

Source Data Fig. 7

## Data Availability

The clinicopathological characteristics of gastric cancer patients in the paper are detailed in Dataset EV1. RNA-seq data generated for this study have been deposited in the Gene Expression Omnibus repository with the accession number GSE235526.

## References

[CR1] Aran D, Hu Z, Butte AJ (2017) xCell: digitally portraying the tissue cellular heterogeneity landscape. Genome Biol 18:22029141660 10.1186/s13059-017-1349-1PMC5688663

[CR2] Barkal AA, Brewer RE, Markovic M, Kowarsky M, Barkal SA, Zaro BW, Krishnan V, Hatakeyama J, Dorigo O, Barkal LJ et al (2019) CD24 signalling through macrophage Siglec-10 is a target for cancer immunotherapy. Nature 572:392–39631367043 10.1038/s41586-019-1456-0PMC6697206

[CR3] Bonnot PE, Piessen G, Kepenekian V, Decullier E, Pocard M, Meunier B, Bereder JM, Abboud K, Marchal F, Quenet F et al (2019) Cytoreductive surgery with or without hyperthermic intraperitoneal chemotherapy for gastric cancer with peritoneal metastases (CYTO-CHIP study): a propensity score analysis. J Clin Oncol 37:2028–204031084544 10.1200/JCO.18.01688

[CR4] Chan BCL, Lam CWK, Tam LS, Wong CK (2019) IL33: roles in allergic inflammation and therapeutic perspectives. Front Immunol 10:36430886621 10.3389/fimmu.2019.00364PMC6409346

[CR5] Chen D, Liu Z, Liu W, Fu M, Jiang W, Xu S, Wang G, Chen F, Lu J, Chen H et al (2021) Predicting postoperative peritoneal metastasis in gastric cancer with serosal invasion using a collagen nomogram. Nat Commun 12:17933420057 10.1038/s41467-020-20429-0PMC7794254

[CR6] Christofides A, Strauss L, Yeo A, Cao C, Charest A, Boussiotis VA (2022) The complex role of tumor-infiltrating macrophages. Nat Immunol 23:1148–115635879449 10.1038/s41590-022-01267-2PMC10754321

[CR7] Dalmas E, Lehmann FM, Dror E, Wueest S, Thienel C, Borsigova M, Stawiski M, Traunecker E, Lucchini FC, Dapito DH et al (2017) Interleukin-33-activated islet-resident innate lymphoid cells promote insulin secretion through myeloid cell retinoic acid production. Immunity 47:928–942.e92729166590 10.1016/j.immuni.2017.10.015

[CR8] Deepak KGK, Vempati R, Nagaraju GP, Dasari VR, S N, Rao DN, Malla RR (2020) Tumor microenvironment: challenges and opportunities in targeting metastasis of triple negative breast cancer. Pharmacol Res 153:10468332050092 10.1016/j.phrs.2020.104683

[CR9] Dong D, Tang L, Li ZY, Fang MJ, Gao JB, Shan XH, Ying XJ, Sun YS, Fu J, Wang XX et al (2019) Development and validation of an individualized nomogram to identify occult peritoneal metastasis in patients with advanced gastric cancer. Ann Oncol 30:431–43830689702 10.1093/annonc/mdz001PMC6442651

[CR10] Engblom C, Pfirschke C, Pittet MJ (2016) The role of myeloid cells in cancer therapies. Nat Rev Cancer 16:447–46227339708 10.1038/nrc.2016.54

[CR11] Faas M, Ipseiz N, Ackermann J, Culemann S, Grüneboom A, Schröder F, Rothe T, Scholtysek C, Eberhardt M, Böttcher M et al (2021) IL-33-induced metabolic reprogramming controls the differentiation of alternatively activated macrophages and the resolution of inflammation. Immunity 54:2531–2546.e253534644537 10.1016/j.immuni.2021.09.010PMC7617137

[CR12] Fournié JJ, Poupot M (2018) The pro-tumorigenic IL-33 involved in antitumor immunity: a Yin and Yang cytokine. Front Immunol 9:250630416507 10.3389/fimmu.2018.02506PMC6212549

[CR13] Ganesan N, Ronsmans S, Hoet P (2022) Differential immunological effects of silica nanoparticles on peripheral blood mononuclear cells of silicosis patients and controls. Front Immunol 13:102502836311760 10.3389/fimmu.2022.1025028PMC9606771

[CR14] Griesenauer B, Paczesny S (2017) The ST2/IL-33 axis in immune cells during inflammatory diseases. Front Immunol 8:47528484466 10.3389/fimmu.2017.00475PMC5402045

[CR15] Gwee YX, Chia DKA, So J, Ceelen W, Yong WP, Tan P, Ong CJ, Sundar R (2022) Integration of genomic biology into therapeutic strategies of gastric cancer peritoneal metastasis. J Clin Oncol 40:2830.35649219 10.1200/JCO.21.02745PMC9390822

[CR16] Győrffy B, Surowiak P, Budczies J, Lánczky A (2013) Online survival analysis software to assess the prognostic value of biomarkers using transcriptomic data in non-small-cell lung cancer. PLoS ONE 8:e8224124367507 10.1371/journal.pone.0082241PMC3867325

[CR17] Hernandez-Alejandro R, Zhang X, Croome KP, Zheng X, Parfitt J, Chen D, Jevnikar A, Wall W, Min WP, Quan D (2012) Reduction of liver ischemia reperfusion injury by silencing of TNF-α gene with shRNA. J Surg Res 176:614–62022221603 10.1016/j.jss.2011.10.004

[CR18] Iwamura T, Narumi H, Suzuki T, Yanai H, Mori K, Yamashita K, Tsushima Y, Asano T, Izawa A, Momen S et al (2017) Novel pegylated interferon-β as strong suppressor of the malignant ascites in a peritoneal metastasis model of human cancer. Cancer Sci 108:581–58928129467 10.1111/cas.13176PMC5406538

[CR19] Jia Y, Zhang L, Liu Z, Mao C, Ma Z, Li W, Yu F, Wang Y, Huang Y, Zhang W et al (2022) Targeting macrophage TFEB-14-3-3 epsilon Interface by naringenin inhibits abdominal aortic aneurysm. Cell Discov 8:2135228523 10.1038/s41421-021-00363-1PMC8885854

[CR20] Jiang W, Lian J, Yue Y, Zhang Y (2021) IL-33/ST2 as a potential target for tumor immunotherapy. Eur J Immunol 51:1943–195534131922 10.1002/eji.202149175

[CR21] Kita H (2022) Gasdermin D pores for IL-33 release. Nat Immunol 23:989–99135794370 10.1038/s41590-022-01249-4

[CR22] Leelahavanichkul K, Amornphimoltham P, Molinolo AA, Basile JR, Koontongkaew S, Gutkind JS (2014) A role for p38 MAPK in head and neck cancer cell growth and tumor-induced angiogenesis and lymphangiogenesis. Mol Oncol 8:105–11824216180 10.1016/j.molonc.2013.10.003PMC3946852

[CR23] Liew FY, Girard JP, Turnquist HR (2016) Interleukin-33 in health and disease. Nat Rev Immunol 16:676–68927640624 10.1038/nri.2016.95

[CR24] Lin X, Wang S, Sun M, Zhang C, Wei C, Yang C, Dou R, Liu Q, Xiong B (2019) miR-195-5p/NOTCH2-mediated EMT modulates IL-4 secretion in colorectal cancer to affect M2-like TAM polarization. J Hematol Oncol 12:2030808369 10.1186/s13045-019-0708-7PMC6390326

[CR25] Liu T, Liu F, Peng LW, Chang L, Jiang YM (2018) The peritoneal macrophages in inflammatory diseases and abdominal cancers. Oncol Res 26:817–82629237519 10.3727/096504017X15130753659625PMC7844755

[CR26] Liu T, Ren J, Wang W, Wei XW, Shen GB, Liu YT, Luo M, Xu GC, Shao B, Deng SY et al (2015) Treatment of dextran sodium sulfate-induced experimental colitis by adoptive transfer of peritoneal cells. Sci Rep 5:1676026565726 10.1038/srep16760PMC4643275

[CR27] Luo P, Deng S, Ye H, Yu X, Deng Q, Zhang Y, Jiang L, Li J, Yu Y, Han W (2020) The IL-33/ST2 pathway suppresses murine colon cancer growth and metastasis by upregulating CD40 L signaling. Biomed Pharmacother 127:11023232559854 10.1016/j.biopha.2020.110232

[CR28] Oh SC, Sohn BH, Cheong JH, Kim SB, Lee JE, Park KC, Lee SH, Park JL, Park YY, Lee HS et al (2015) Gene Expression Omnibus GSE66229 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66229)

[CR29] Oh SC, Sohn BH, Cheong JH, Kim SB, Lee JE, Park KC, Lee SH, Park JL, Park YY, Lee HS et al (2018) Clinical and genomic landscape of gastric cancer with a mesenchymal phenotype. Nat Commun 9:177729725014 10.1038/s41467-018-04179-8PMC5934392

[CR30] Okuzumi S, Miyata J, Kabata H, Mochimaru T, Kagawa S, Masaki K, Irie M, Morita H, Fukunaga K (2021) TLR7 agonist suppresses group 2 innate lymphoid cell-mediated inflammation via IL-27-producing interstitial macrophages. Am J Respir Cell Mol Biol 65:309–31834003734 10.1165/rcmb.2021-0042OC

[CR31] Qi L, Zhang Q, Miao Y, Kang W, Tian Z, Xu D, Xiao W, Fang F (2020) Interleukin-33 activates and recruits natural killer cells to inhibit pulmonary metastatic cancer development. Int J Cancer 146:1421–143431709531 10.1002/ijc.32779

[CR32] Rau B, Brandl A, Piso P, Pelz J, Busch P, Demtröder C, Schüle S, Schlitt HJ, Roitman M, Tepel J et al (2020) Peritoneal metastasis in gastric cancer: results from the German database. Gastric Cancer 23:11–2231228044 10.1007/s10120-019-00978-0

[CR33] Ray A, Dittel BN (2010) Isolation of mouse peritoneal cavity cells. J Vis Exp 28:148810.3791/1488PMC315221620110936

[CR34] Sekiya A, Suzuki S, Tanaka A, Hattori S, Shimizu Y, Yoshikawa N, Koya Y, Kajiyama H, Kikkawa F (2019) Interleukin‑33 expression in ovarian cancer and its possible suppression of peritoneal carcinomatosis. Int J Oncol 55:755–76531322193 10.3892/ijo.2019.4845

[CR35] Shen JX, Liu J, Zhang GJ (2018) Interleukin-33 in malignancies: friends or foes? Front Immunol 9:305130619376 10.3389/fimmu.2018.03051PMC6306406

[CR36] Staudt ND, Jo M, Hu J, Bristow JM, Pizzo DP, Gaultier A, VandenBerg SR, Gonias SL (2013) Myeloid cell receptor LRP1/CD91 regulates monocyte recruitment and angiogenesis in tumors. Cancer Res 73:3902–391223633492 10.1158/0008-5472.CAN-12-4233PMC3702673

[CR37] Stengel S, Quickert S, Lutz P, Ibidapo-Obe O, Steube A, Köse-Vogel N, Yarbakht M, Reuken PA, Busch M, Brandt A et al (2020) Peritoneal level of CD206 associates with mortality and an inflammatory macrophage phenotype in patients with decompensated cirrhosis and spontaneous bacterial peritonitis. Gastroenterology 158:1745–176131982413 10.1053/j.gastro.2020.01.029

[CR38] Sung H, Ferlay J, Siegel RL, Laversanne M, Soerjomataram I, Jemal A, Bray F (2021) Global Cancer Statistics 2020: GLOBOCAN Estimates of Incidence and Mortality Worldwide for 36 Cancers in 185 Countries. CA Cancer J Clin 71:209–24933538338 10.3322/caac.21660

[CR39] Tanaka Y (2021) Gene Expression Omnibus GSE162214 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162214)

[CR40] Umemura N, Saio M, Suwa T, Kitoh Y, Bai J, Nonaka K, Ouyang GF, Okada M, Balazs M, Adany R et al (2008) Tumor-infiltrating myeloid-derived suppressor cells are pleiotropic-inflamed monocytes/macrophages that bear M1- and M2-type characteristics. J Leukoc Biol 83:1136–114418285406 10.1189/jlb.0907611

[CR41] Yang Y, Andersson P, Hosaka K, Zhang Y, Cao R, Iwamoto H, Yang X, Nakamura M, Wang J, Zhuang R et al (2016) The PDGF-BB-SOX7 axis-modulated IL-33 in pericytes and stromal cells promotes metastasis through tumour-associated macrophages. Nat Commun 7:1138527150562 10.1038/ncomms11385PMC4859070

[CR42] Yue Y, Lian J, Wang T, Luo C, Yuan Y, Qin G, Zhang B, Zhang Y (2020) Interleukin-33-nuclear factor-κB-CCL2 signaling pathway promotes progression of esophageal squamous cell carcinoma by directing regulatory T cells. Cancer Sci 111:795–80631883400 10.1111/cas.14293PMC7060484

[CR43] Zhang X, Qin J, Zou J, Lv Z, Tan B, Shi J, Zhao Y, Ren H, Liu M, Qian M et al (2018) Extracellular ADP facilitates monocyte recruitment in bacterial infection via ERK signaling. Cell Mol Immunol 15:58–7327867196 10.1038/cmi.2016.56PMC5827171

[CR44] Zhivaki D, Borriello F, Chow OA, Doran B, Fleming I, Theisen DJ, Pallis P, Shalek AK, Sokol CL, Zanoni I et al (2020) Inflammasomes within hyperactive murine dendritic cells stimulate long-lived T cell-mediated anti-tumor immunity. Cell Rep 33:10838133207188 10.1016/j.celrep.2020.108381PMC7727444

[CR45] Zhou MM, Zhang WY, Li RJ, Guo C, Wei SS, Tian XM, Luo J, Kong LY (2018) Anti-inflammatory activity of Khayandirobilide A from Khaya senegalensis via NF-κB, AP-1 and p38 MAPK/Nrf2/HO-1 signaling pathways in lipopolysaccharide-stimulated RAW 264.7 and BV-2 cells. Phytomedicine 42:152–16329655681 10.1016/j.phymed.2018.03.016

[CR46] Zhou S, Meng F, Du S, Qian H, Ding N, Sha H, Zhu M, Yu X, Wang L, Liu B et al (2021) Bifunctional iRGD-anti-CD3 enhances antitumor potency of T cells by facilitating tumor infiltration and T-cell activation. J Immunother Cancer 9:e00192533986122 10.1136/jitc-2020-001925PMC8126316

# Supplementary material for: Macrophages reprogramming improves immunotherapy of IL-33 in peritoneal metastasis of gastric cancer
**Source:** EMBO Mol Med. 2024 Jan 18;16(2):251–66. doi: 10.1038/s44321-023-00012-y
**Supplement:** Supplementary file 1 — Appendix

## **Appendix**

### **Macrophages reprogramming improves immunotherapy of IL-33 in peritoneal metastasis of gastric cancer**

#### **Table of contents**

|                                |           |
|--------------------------------|-----------|
| <b>Appendix Table S1</b> ..... | <b>2</b>  |
| <b>Appendix Table S2</b> ..... | <b>4</b>  |
| <b>Appendix Table S3</b> ..... | <b>6</b>  |
| <b>Appendix Table S4</b> ..... | <b>8</b>  |
| <b>Appendix Fig S1</b> .....   | <b>9</b>  |
| <b>Appendix Fig S2</b> .....   | <b>10</b> |
| <b>Appendix Fig S3</b> .....   | <b>11</b> |
| <b>Appendix Fig S4</b> .....   | <b>13</b> |
| <b>Appendix Fig S5</b> .....   | <b>14</b> |
| <b>Appendix Fig S6</b> .....   | <b>15</b> |
| <b>Appendix Fig S7</b> .....   | <b>17</b> |
| <b>Appendix Fig S8</b> .....   | <b>18</b> |
| <b>Appendix Fig S9</b> .....   | <b>19</b> |
| <b>Appendix Fig S10</b> .....  | <b>20</b> |
| <b>Appendix Fig S11</b> .....  | <b>21</b> |

## Appendix Tables

**Appendix Table S1. Clinicopathological characteristics of gastric cancer patients with low (H-score  $\leq 4$ ) or high (H-score  $> 4$ ) IL-33 expression.**

| Variable                         | Low IL-33 expression<br><i>n</i> = 133 (78.24%) | High IL-33 expression<br><i>n</i> = 37 (21.76%) | <i>P</i> |
|----------------------------------|-------------------------------------------------|-------------------------------------------------|----------|
| <b>Age (years)</b>               |                                                 |                                                 |          |
| <65                              | 62 (73.81)                                      | 22 (26.19)                                      | 0.167    |
| ≥65                              | 71 (82.56)                                      | 15 (17.44)                                      |          |
| <b>Gender</b>                    |                                                 |                                                 |          |
| Male                             | 101 (79.53)                                     | 26 (20.47)                                      | 0.483    |
| Female                           | 32 (74.42)                                      | 11 (25.58)                                      |          |
| <b>Lauren classification</b>     |                                                 |                                                 |          |
| Intestinal type                  | 40 (85.11)                                      | 7 (14.89)                                       | 0.050    |
| Diffuse type                     | 47 (83.93)                                      | 9 (16.07)                                       |          |
| Mixed                            | 46 (68.66)                                      | 21 (31.34)                                      |          |
| <b>8<sup>th</sup> T stage</b>    |                                                 |                                                 |          |
| T2                               | 7 (70.00)                                       | 3 (30.00)                                       | 0.791    |
| T3                               | 79 (78.22)                                      | 22 (21.78)                                      |          |
| T4                               | 47 (79.66)                                      | 12 (20.34)                                      |          |
| <b>8<sup>th</sup> N stage</b>    |                                                 |                                                 |          |
| N0/1                             | 18 (94.74)                                      | 1 (5.26)                                        | 0.123    |
| N2                               | 39 (72.22)                                      | 15 (27.78)                                      |          |
| N3                               | 76 (78.35)                                      | 21 (21.65)                                      |          |
| <b>8<sup>th</sup> AJCC stage</b> |                                                 |                                                 |          |
| III                              | 125 (78.13)                                     | 35 (21.87)                                      | 1.000    |
| IV                               | 8 (80.00)                                       | 2 (20.00)                                       |          |
| <b>Vascular invasion</b>         |                                                 |                                                 |          |
| Negative (-)                     | 32 (80.00)                                      | 8 (20.00)                                       |          |

|                        |             |            |       |
|------------------------|-------------|------------|-------|
| Positive (+)           | 101 (77.69) | 29 (22.31) | 0.757 |
| <b>Neural invasion</b> |             |            |       |
| Negative (-)           | 8 (72.73)   | 3 (27.27)  |       |
| Positive (+)           | 125 (78.62) | 34 (21.38) | 0.936 |
| <b>E-cadherin</b>      |             |            |       |
| Negative (-)           | 18 (90.00)  | 2 (10.00)  |       |
| Positive (+)           | 115 (76.67) | 35 (23.33) | 0.285 |
| <b>PD-L1</b>           |             |            |       |
| CPS<10                 | 87 (76.32)  | 27 (23.68) |       |
| CPS≥10                 | 46 (82.14)  | 10 (17.86) | 0.387 |

AJCC, American Joint Committee on Cancer; PD-L1, programmed death protein-legend 1; CPS, combinational positive score.

**Appendix Table S2. Commercially available antibodies**

| <b>Antibody</b>                 | <b>Manufacturer</b>       | <b>Catalogue number</b> |
|---------------------------------|---------------------------|-------------------------|
| In vivomab anti-mouse CSF1R     | BioXCell                  | BE0213                  |
| Anti-IL-33                      | Abcam                     | ab207737                |
| Anti-NF- $\kappa$ B p65         | Cell Signaling Technology | 8242                    |
| Anti-Phospho-NF- $\kappa$ B p65 | Cell Signaling Technology | 3033                    |
| Anti-p44/42 MAPK                | Cell Signaling Technology | 4695                    |
| Anti-Phospho-p44/42 MAPK        | Cell Signaling Technology | 4370                    |
| Anti-p38 MAPK                   | Cell Signaling Technology | 8690                    |
| Anti-Phospho-p38 MAPK           | Cell Signaling Technology | 4511                    |
| Anti-GATA3                      | Cell Signaling Technology | 5852                    |
| Anti-GAPDH                      | Cell Signaling Technology | 5174                    |
| Anti-PD-L1                      | Cell Signaling Technology | 13684                   |
| Anti-E-cadherin                 | Cell Signaling Technology | 14472S                  |
| Goat anti-rabbit HRP antibody   | Beyotime                  | A0208                   |
| Anti-mouse CD3                  | BioLegend                 | 100203                  |
| Anti-mouse CD4                  | BioLegend                 | 100407                  |
| Anti-mouse CD8                  | BioLegend                 | 100711                  |
| Anti-human/mouse CD11b          | BioLegend                 | 101211                  |

|                                                |             |            |
|------------------------------------------------|-------------|------------|
| Anti-mouse F4/80                               | BioLegend   | 123107     |
| Anti-mouse CD80                                | BioLegend   | 104713     |
| Anti-mouse CD86                                | BioLegend   | 159203     |
| Anti-mouse CD163                               | BioLegend   | 156703     |
| Anti-mouse CD206                               | BioLegend   | 141707     |
| Anti-mouse CD11c                               | BioLegend   | 117305     |
| Anti-mouse I-A/I-E (MHC-II)                    | BioLegend   | 107613     |
| Anti-mouse NK1.1                               | BioLegend   | 108707     |
| Anti-mouse iNOS monoclonal<br>antibody (CXNFT) | eBioscience | 12-5920-82 |
| Anti-mouse IFN- $\gamma$                       | BioLegend   | 505809     |
| Anti-human CD80                                | BioLegend   | 375404     |
| Anti-human CD163                               | BioLegend   | 333606     |
| Anti-GATA3                                     | BioLegend   | 653812     |

---

**Appendix Table S3. Commercially available reagents**

| <b>Reagent</b>                                | <b>Manufacturer</b>      | <b>Catalogue number</b> |
|-----------------------------------------------|--------------------------|-------------------------|
| TRIzol reagent                                | Invitrogen               | 15596026                |
| AmfiRivert cDNA Synthesis Platinum Master Mix | GenDEPOT                 | R5600-100               |
| Power SYBR Green PCR Master Mix               | Applied Biosystem        | 4367659                 |
| Puromycin                                     | Thermo Fisher Scientific | A1113802                |
| Leukocyte Activation Cocktail                 | BD Bioscience            | 550583                  |
| Fixation/Permeabilization Solution Kit        | BD Biosciences           | 554714                  |
| M-CSF                                         | PeptoTech                | 315-02                  |
| LPS                                           | Sigma-Aldrich            | L2630                   |
| Multi-Analyte Flow Assay Kit                  | BioLegend                | 740750                  |
| JSH-23                                        | MedChemExpress           | HY-13982                |
| U0126                                         | MedChemExpress           | HY-12031A               |
| SB203580                                      | MedChemExpress           | HY-10256                |
| Radio immunoprecipitation                     | MACKLIN                  | R874810                 |
| BCA protein quantification kit                | Vazyme                   | E112-01                 |
| DAPI                                          | Solarbio                 | C0065                   |
| Phalloidin-TRITC                              | Sigma-Aldrich            | P1951                   |

---

|                                 |                         |             |
|---------------------------------|-------------------------|-------------|
| OKT3                            | eBioscience             | 14-0037-82  |
| Pan Monocyte Isolation Kit      | Miltenyi                | 130-096-537 |
| CFSE proliferation kit          | ThermoFisher Scientific | C34554      |
| Recombinant murine IL-4         | PeproTech               | 214-14      |
| Recombinant murine IL-10        | PeproTech               | 210-10      |
| Recombinant murine IL-33        | PeproTech               | 210-33      |
| Recombinant human IL-2          | PeproTech               | 200-02      |
| Recombinant human IL-4          | PeproTech               | 200-04      |
| Recombinant human IL-13         | PeproTech               | 200-13      |
| Recombinant human IL-15         | PeproTech               | 200-15      |
| Recombinant human IFN- $\gamma$ | PeproTech               | 300-02      |

---

Appendix Table S4. Oligonucleotide primers for qRT-PCR.

| Gene name                      | Forward primer           | Reverse primer          |
|--------------------------------|--------------------------|-------------------------|
| <i>GAPDH</i>                   | GAACGGGAAGCTCACTGG       | GCCTGCTTCACCACCTTCT     |
| <i>Il-33</i>                   | TTATCATAAGGCCAGAGCGG     | GAACACAGCAAGCAAAGCCT    |
| <i>Il-6</i>                    | AGACAGCCACTCACCTCTTCAG   | TTCTGCCAGTGCCTCTTTGCTG  |
| <i>Il-1<math>\beta</math></i>  | CCACAGACCTTCCAGGAGAATG   | GTGCAGTTCAGTGATCGTACAGG |
| <i>Tnf-<math>\alpha</math></i> | CCTGCTGCACTTTGGAGTGA     | TCGAGAAGATGATCTGACTGCC  |
| <i>Tgf-<math>\beta</math></i>  | TACCTGAACCCGTGTTGCTCTC   | GTTGCTGAGGTATCGCCAGGAA  |
| <i>Cd80</i>                    | CTCTTGGTGCTGGCTGGTCTTT   | GCCAGTAGATGCGAGTTTGTGC  |
| <i>Cd86</i>                    | CCATCAGCTTGTCTGTTTCATTCC | GCTGTAATCCAAGGAATGTGGTC |
| <i>Cd163</i>                   | CCAGAAGGAACTTGTAGCCACAG  | CAGGCACCAAGCGTTTTGAGCT  |

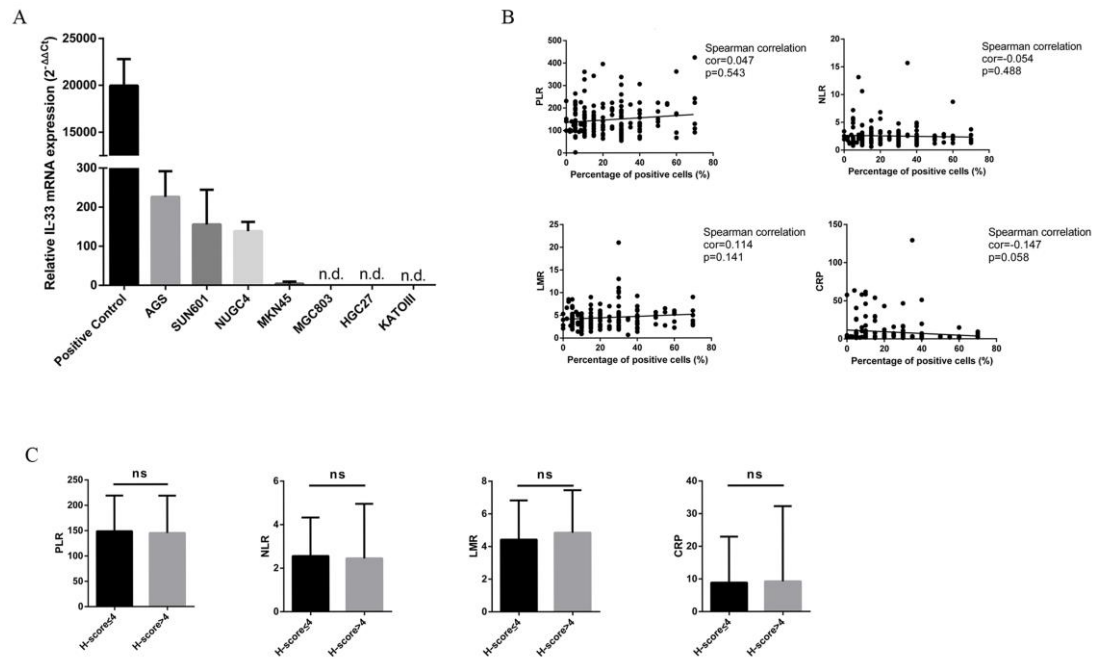

**Appendix Fig S1. Supplementary clinical data of IL-33 analysis in GC patients (Related to Fig 1).**

**(A)** Relative *IL-33* mRNA expression (normal gastric tissues as control) among human GC cell lines were detected by qPCR. Each type of cell line was a representative experiment of at least three independent biological replicates. **(B)** The correlation between blood inflammatory markers (PLR, NLR, LMR and CRP) and the percentage of IL-33 positive cells in tumor tissues of GC patients. **(C)** The correlation between blood inflammatory markers (PLR, NLR, LMR and CRP) and the H-score of IL-33 in tumor tissues of GC patients.

Data information: Data with error bars are shown as mean ± SD. ns, not significant as determined by two-tailed unpaired-sample Student *t* test. n.d., not detected. Also, see Fig 1.

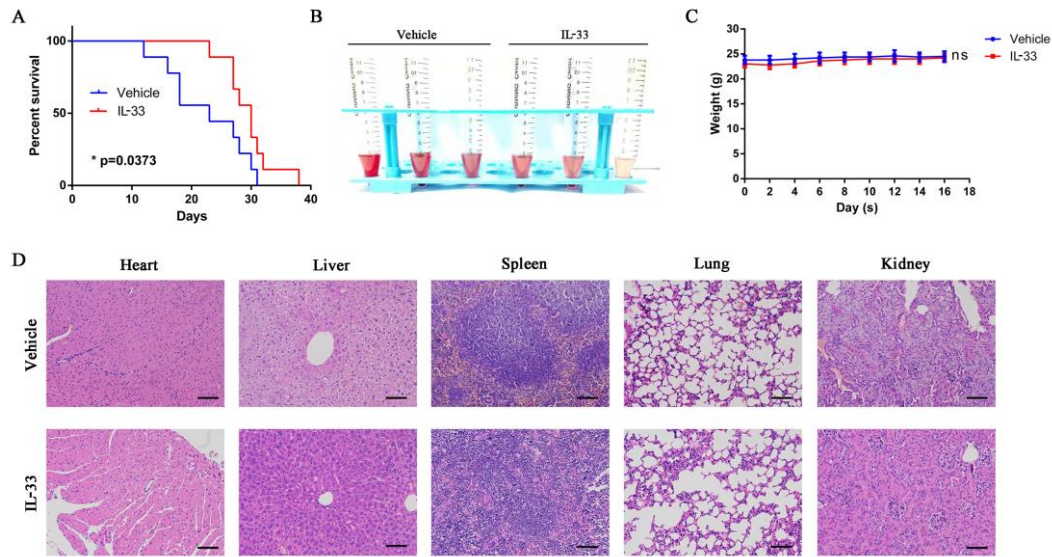

**Appendix Fig S2. Survival analysis and safety evaluation of IL-33 intraperitoneal administration in murine GC model (Related to Fig 2).**

**(A)** Survival plot of mice bearing intraperitoneal MFC tumors treated intraperitoneally with PBS or IL-33 every other day after tumor challenge ( $n = 9$  per group). **(B)** Ascites of mice bearing intraperitoneal MFC tumors treated intraperitoneally with PBS or IL-33 every other day, harvested at day 16 ( $n = 3$  mice per group; 3 independent experiments). **(C)** Body weight of MFC-challenged 615-line mice ( $n = 5$  per group) treated with PBS or IL-33 intraperitoneally. **(D)** Safety evaluation of IL-33 in mouse organs of MFC-challenged 615-line mice shown by H&E staining. Scale bar, 100μm.

Data information: Data with error bars are shown as mean  $\pm$  SD. ns, not significant;  $*P < 0.05$  as determined by log-rank test and two-tailed unpaired-sample Student  $t$  test. Also, see Fig 2.

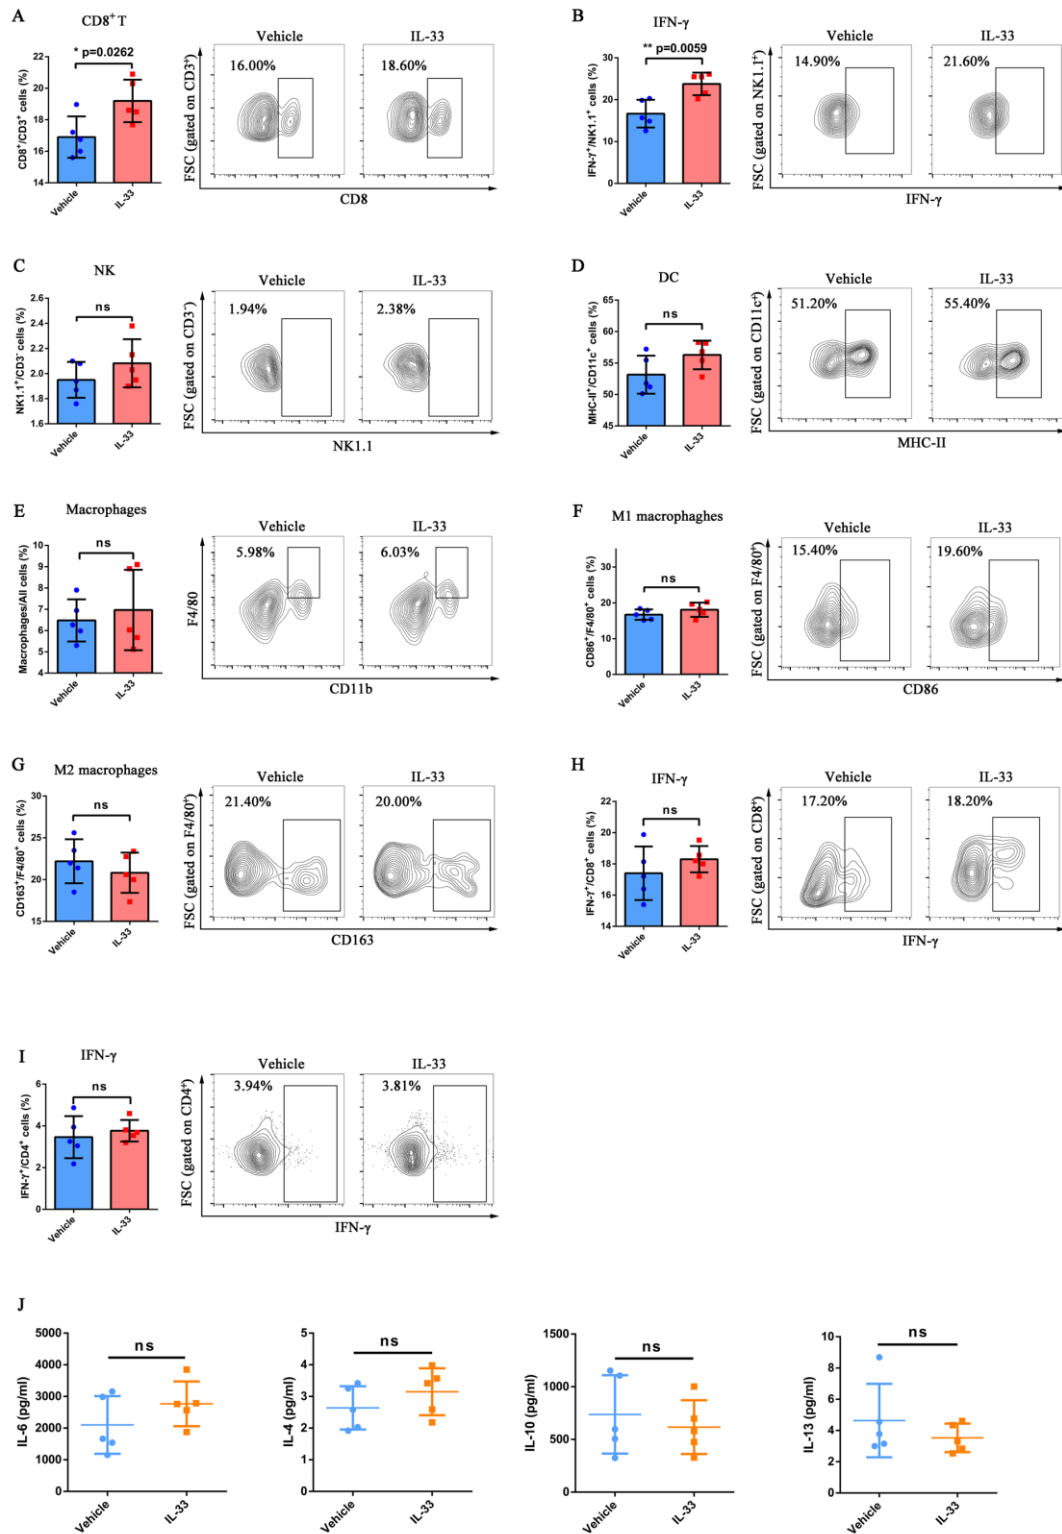

**Appendix Fig S3. Intraperitoneal administration of IL-33 changes the immunocytes subgroups in spleen. (Related to Fig 2)**

615-line mice ( $n = 5$  per group) developing abdominal dissemination tumors upon intraperitoneal

injection of MFC were treated with PBS or IL-33 intraperitoneally. Mice were sacrificed at treatment endpoint and spleens were removed for analysis. **(A)** Proportions of CD8<sup>+</sup>/CD3<sup>+</sup> cells in spleen were determined by flow cytometry ( $n = 5$  biological replicates). **(B)** Proportions of IFN- $\gamma$ <sup>+</sup>/NK1.1<sup>+</sup> cells in spleen were determined by flow cytometry ( $n = 5$  biological replicates). **(C)** Proportions of NK1.1<sup>+</sup>/CD3<sup>-</sup> cells in spleen were determined by flow cytometry ( $n = 5$  biological replicates). **(D)** Proportions of MHC-II<sup>+</sup>/CD11c<sup>+</sup> cells in spleen were determined by flow cytometry ( $n = 5$  biological replicates). **(E)** Proportions of macrophages/all cells in spleen were determined by flow cytometry ( $n = 5$  biological replicates). **(F)** Proportions of CD86<sup>+</sup>/F4/80<sup>+</sup> macrophages in spleen were determined by flow cytometry ( $n = 5$  biological replicates). **(G)** Proportions of CD163<sup>+</sup>/F4/80<sup>+</sup> macrophages in spleen were determined by flow cytometry ( $n = 5$  biological replicates). **(H)** Proportions of IFN- $\gamma$ <sup>+</sup>/CD8<sup>+</sup> cells in spleen were determined by flow cytometry ( $n = 5$  biological replicates). **(I)** Proportions of IFN- $\gamma$ <sup>+</sup>/CD4<sup>+</sup> cells in spleen were determined by flow cytometry ( $n = 5$  biological replicates). **(J)** Expression of IL-6, IL-4, IL-10 and IL-13 in ascites of abdominal dissemination mouse model was detected using CBA ( $n = 5$  biological replicates).

Data information: Data with error bars are shown as mean  $\pm$  SD. ns, not significant; \* $P < 0.05$ , \*\* $P < 0.01$  as determined by two-tailed unpaired-sample Student  $t$  test. Also, see Fig 2.

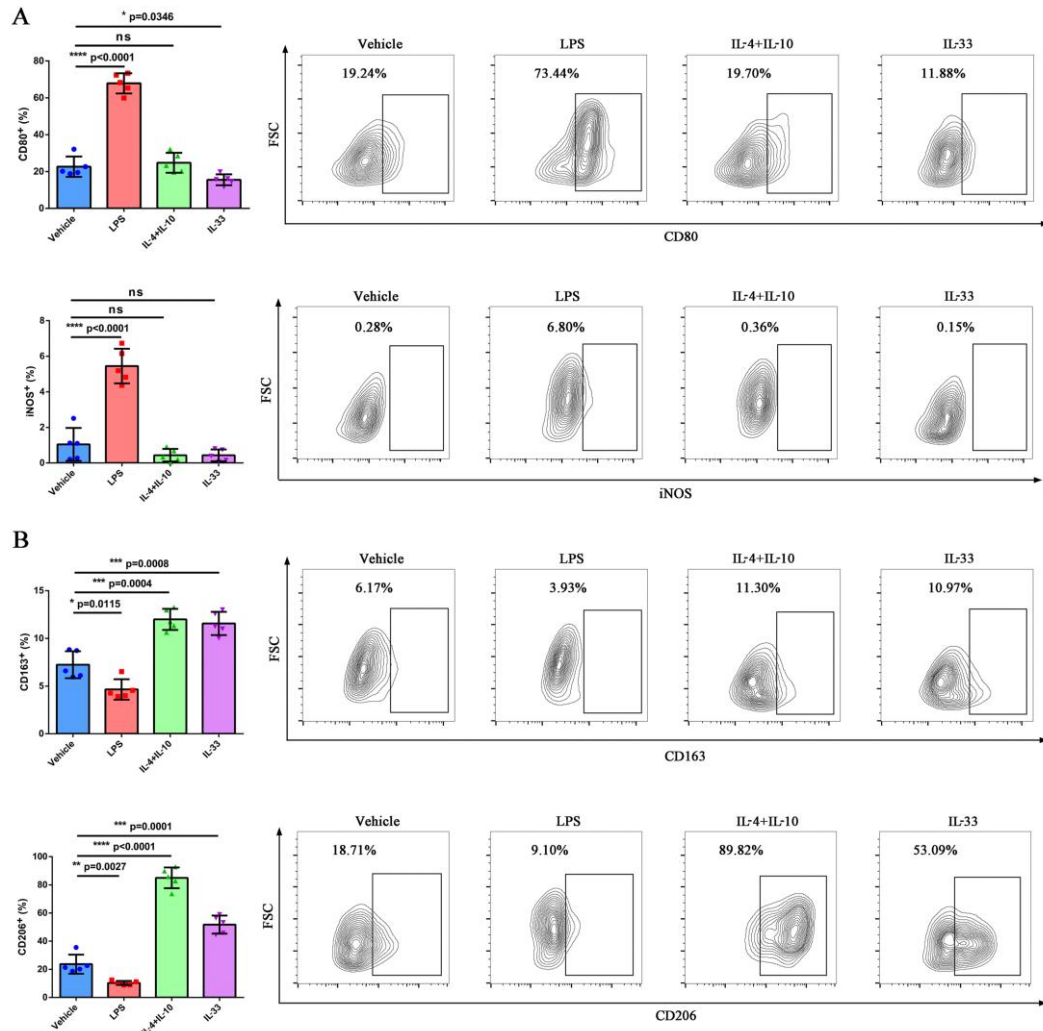

#### Appendix Fig S4. IL-33 directly triggers the polarization of BMDMs. (Related to Fig 4)

(A) 615-line BMDMs were stimulated with PBS, LPS, IL-4+IL-10 or IL-33 for 48 h, respectively. The proportions of CD80<sup>+</sup> and iNOS<sup>+</sup> BMDMs were determined by flow cytometry ( $n = 5$  biological replicates). (B) Proportions of CD163<sup>+</sup> and CD206<sup>+</sup> BMDMs were determined by flow cytometry ( $n = 5$  biological replicates).

Data information: Data with error bars are shown as mean  $\pm$  SD. ns, not significant; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$  by two-tailed unpaired-sample Student  $t$  test. Also, see Fig 4.

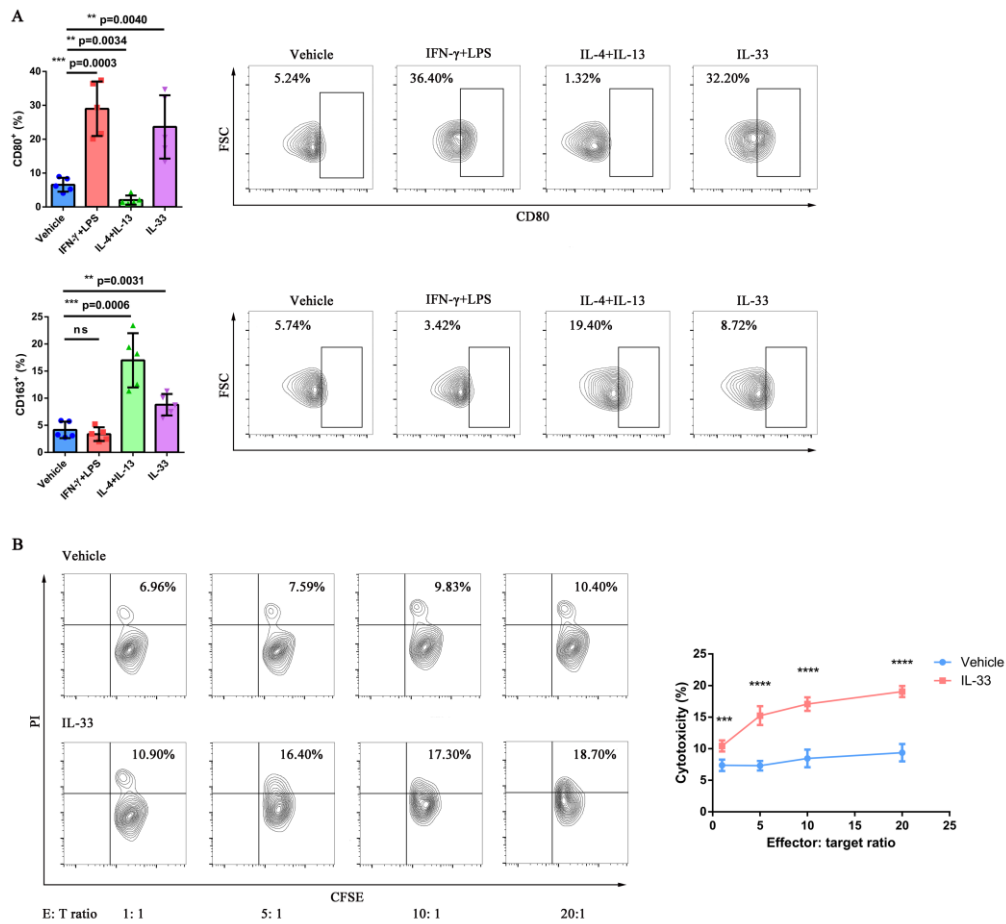

**Appendix Fig S5. IL-33 directly triggers the polarization of macrophages from PBMCs and is critical for efficient PBMCs killing. (Related to Fig 4)**

**(A)** Macrophages from PBMCs of GC patients were stimulated by PBS, IFN- $\gamma$ +LPS, IL-4+IL-13 or IL-33 for 48 h, respectively. Proportions of CD80<sup>+</sup> and CD163<sup>+</sup> macrophages were determined by flow cytometry ( $n = 5$  biological replicates). **(B)** Apoptotic percentage of SNU601 cells after treatment with vehicle or IL-33 stimulated human PBMCs for 12 h, as determined by flow cytometry ( $n = 5$  biological replicates).

Data information: Data with error bars are shown as mean  $\pm$  SD. ns, not significant; \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$  by two-tailed unpaired-sample Student  $t$  test. Also, see Fig 4.

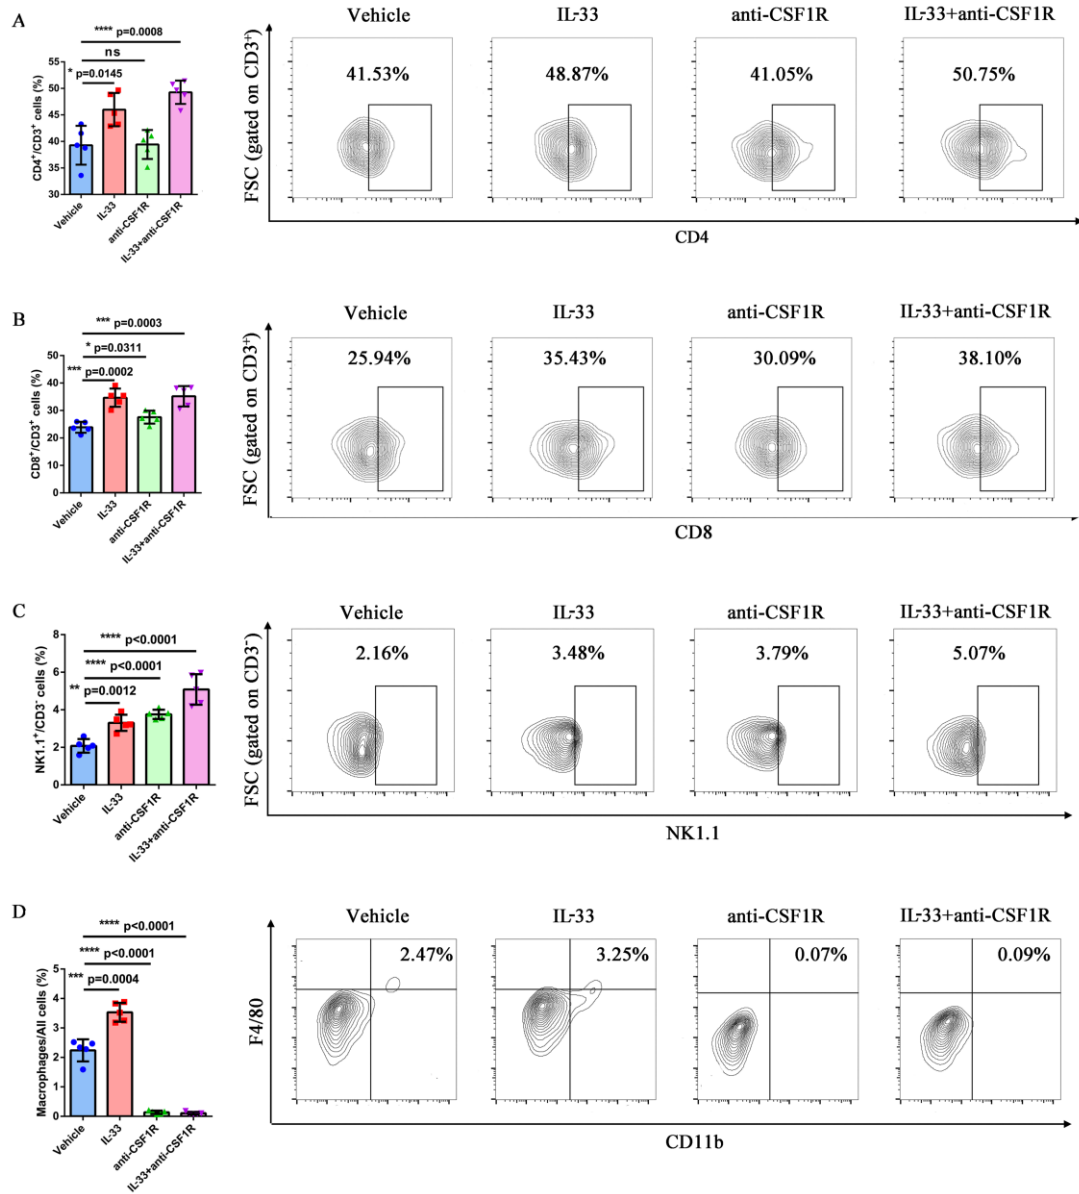

**Appendix Fig S6. Combination of IL-33 and anti-CSF1R promotes the infiltration of peritoneal immunocytes in MFC-Luc challenged 615-line mice (Related to Fig 5).**

615-line mice ( $n = 5$  per group) developing abdominal dissemination tumors upon intraperitoneal injection of MFC-Luc were treated with vehicle, IL-33, anti-CSF1R or IL-33+anti-CSF1R intraperitoneally. Vehicle-treated mice served as controls. **(A)** Proportions of CD4<sup>+</sup>/CD3<sup>+</sup> cells in abdominal tumors were determined by flow cytometry ( $n = 5$  biological replicates). **(B)** Proportions of CD8<sup>+</sup>/CD3<sup>+</sup> cells in abdominal tumors were determined by flow cytometry ( $n = 5$  biological replicates). **(C)** Proportions of NK1.1<sup>+</sup>/CD3<sup>+</sup> cells in abdominal tumors were determined by flow

cytometry ( $n = 5$  biological replicates). **(D)** Proportions of macrophages/all cells in abdominal tumors were determined by flow cytometry ( $n = 5$  biological replicates).

Data information: Data with error bars are shown as mean  $\pm$  SD. ns, not significant;  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ,  $****P < 0.0001$  by two-tailed unpaired-sample Student  $t$  test. Also, see Fig 5.

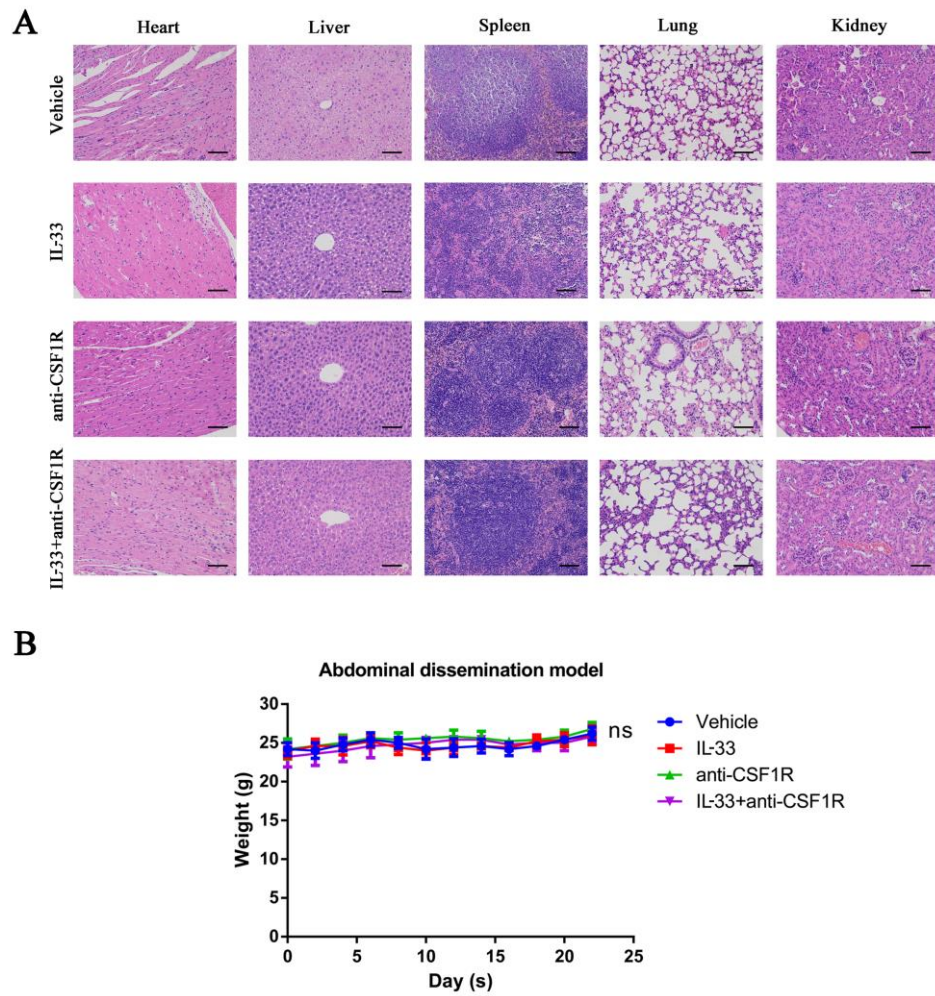

**Appendix Fig S7. Safety evaluation of IL-33 combined with anti-CSF1R intraperitoneal administration in murine GC model (Related to Fig 5).**

**(A)** Safety evaluation of IL-33 combined with anti-CSF1R in mouse organs of MFC-Luc-challenged 615-line mice shown by H&E staining. Scale bar, 100 $\mu$ m. **(B)** Body weight of MFC-Luc-challenged 615-line mice ( $n = 5$  biological replicates) treated with vehicle, IL-33, anti-CSF1R or IL-33+anti-CSF1R. Vehicle-treated mice served as controls.

Data information: Data with error bars are shown as mean  $\pm$  SD. ns, not significant as determined by two-tailed unpaired-sample Student  $t$  test. Also, see Fig 5.

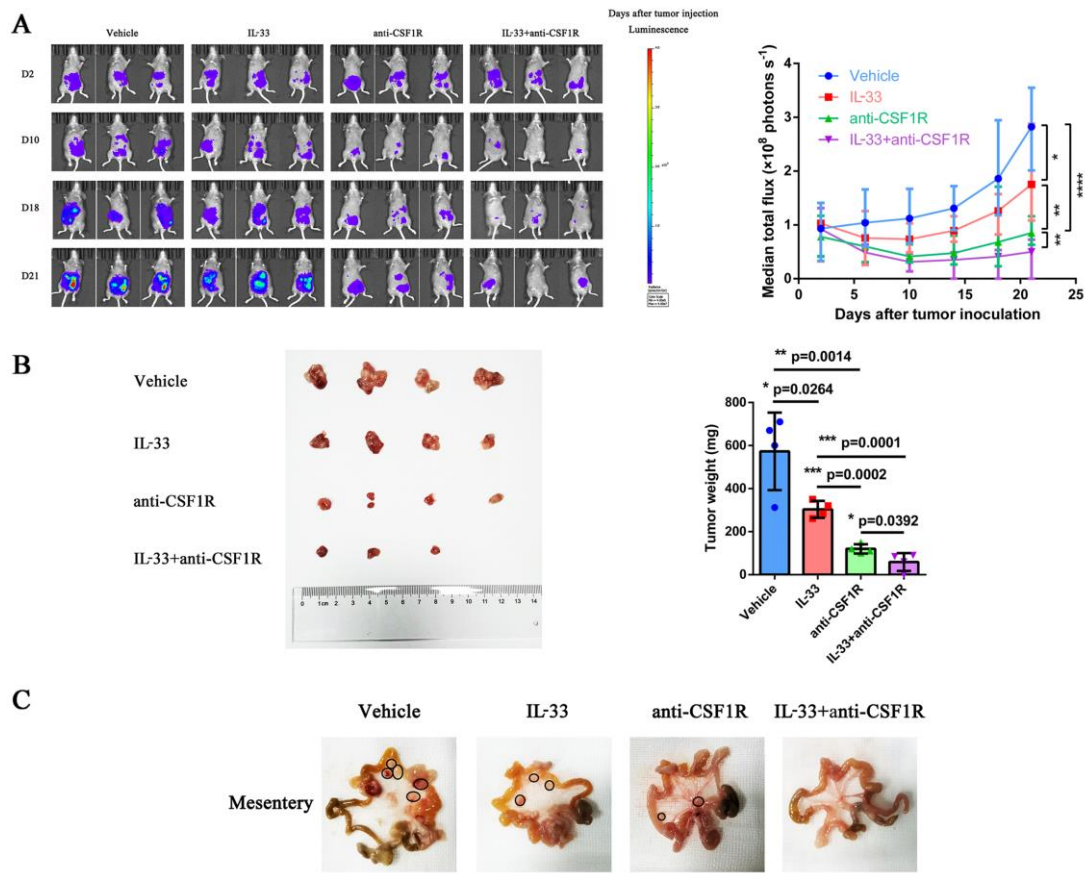

**Appendix Fig S8. Pre-administration of anti-CSF1R combined with IL-33 has a robust reduction for abdominal dissemination tumors.**

(A) 615-line mice ( $n = 4$  per group) developing abdominal dissemination tumors upon intraperitoneal injection of MFC-Luc were treated with vehicle, IL-33, anti-CSF1R (D-10) or IL-33+anti-CSF1R (D-10). Vehicle-treated mice served as controls. Tumor growth was determined by BLI as photons per second. (B) Abdominal dissemination tumors and tumor weight of MFC-Luc-challenged 615 mice treated with vehicle, IL-33, anti-CSF1R (D-10) or IL-33+anti-CSF1R (D-10) ( $n = 4$  biological replicates). (C) Mesenteric dissemination tumors of MFC-Luc-challenged 615 mice treated with vehicle, IL-33, anti-CSF1R (D-10) or IL-33+anti-CSF1R (D-10).

Data information: Data with error bars are shown as mean  $\pm$  SD. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$  by two-tailed unpaired-sample Student  $t$  test.

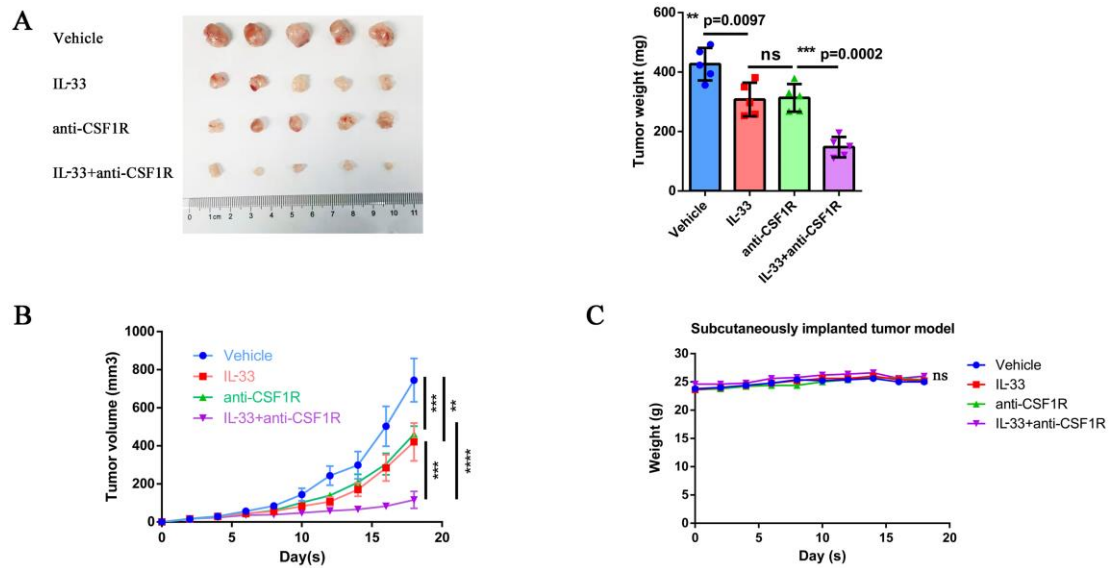

**Appendix Fig S9. Combination of IL-33 and anti-CSF1R augments anti-tumor response in the MFC subcutaneous tumor model.**

615-line mice ( $n = 5$  per group) developing subcutaneous tumors upon subcutaneous injection of MFC were treated with vehicle, IL-33, anti-CSF1R or IL-33+anti-CSF1R. Vehicle-treated mice served as controls. **(A)** Mice were sacrificed at treatment endpoint and tumors were removed. Tumor weight of MFC-challenged 615 mice treated with vehicle, IL-33, anti-CSF1R or IL-33+anti-CSF1R ( $n = 5$  biological replicates). **(B)** Tumor volumes of MFC-challenged 615 mice treated with vehicle, IL-33, anti-CSF1R or IL-33+anti-CSF1R ( $n = 5$  biological replicates). **(C)** Body weight of MFC-challenged 615-line mice treated with vehicle, IL-33, anti-CSF1R or IL-33+anti-CSF1R ( $n = 5$  biological replicates).

Data information: Data with error bars are shown as mean  $\pm$  SD. ns, not significant; \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$  by two-tailed unpaired-sample Student  $t$  test.

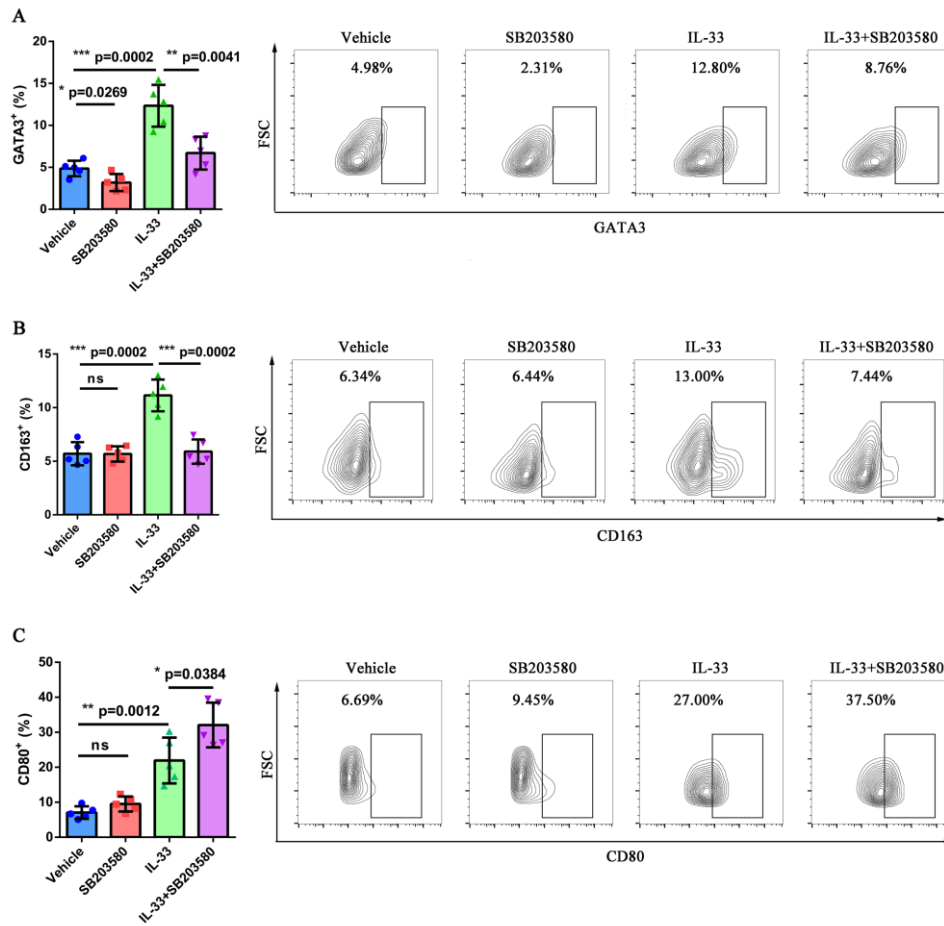

**Appendix Fig S10. IL-33 activates the p38-GATA3 signaling pathway to induce M2 polarization of macrophages from GC patients. (Related to Fig 6)**

Macrophages from GC patients were pretreated with or without p38 specific inhibitor for 1 h before stimulated with IL-33 or PBS. PBS-treated cells served as controls. **(A)** Expression of GATA3 in IL-33-induced macrophages altered by p38 specific inhibitor ( $n = 5$  biological replicates). **(B)** Expression of CD163 in IL-33-induced macrophages altered by p38 specific inhibitor ( $n = 5$  biological replicates). **(C)** Expression of CD80 in IL-33-induced macrophages altered by p38 specific inhibitor ( $n = 5$  biological replicates).

Data information: Data with error bars are shown as mean  $\pm$  SD. ns, not significant; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  by two-tailed unpaired-sample Student  $t$  test. Also, see Fig 6.

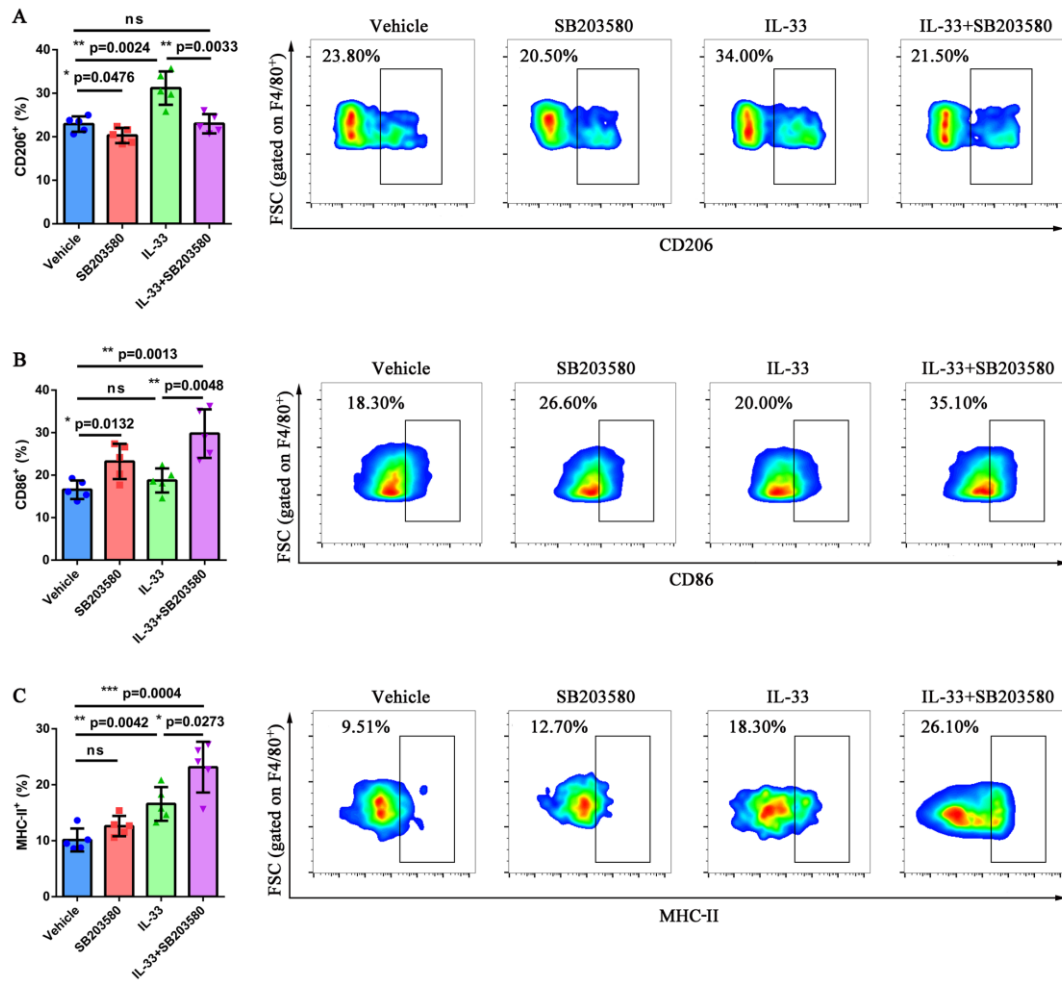

**Appendix Fig S11. P38 signaling pathway inhibitor blocks the M2 polarization induced by IL-33. (Related to Fig 7)**

615-line mice ( $n = 5$  per group) developing abdominal dissemination upon intraperitoneal injection of MFC were treated with vehicle, SB203580, IL-33 or IL-33+SB203580. Vehicle-treated mice served as controls. **(A)** Proportions of CD206<sup>+</sup>/F4/80<sup>+</sup> macrophages in abdominal tumors were determined by flow cytometry ( $n = 5$  biological replicates). **(B)** Proportions of CD86<sup>+</sup>/F4/80<sup>+</sup> macrophages in abdominal tumors were determined by flow cytometry ( $n = 5$  biological replicates). **(C)** Proportions of MHC-II<sup>+</sup>/F4/80<sup>+</sup> macrophages in abdominal tumors were determined by flow cytometry ( $n = 5$  biological replicates).

Data information: Data with error bars are shown as mean  $\pm$  SD. ns, not significant; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  by two-tailed unpaired-sample Student  $t$  test. Also, see Fig 7.

How the deposited data were processed for this re-analysis (not part of the article)

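RNA was sequenced from abdominal tumors of 615-line mice that had received MFC cells, 8 from the vehicle group and 8 from the IL-33 treatment group. The authors deposited for each tumor the count of reads on each gene, as raw counts without normalization. RNA was selected by its poly(A) tail, and the sequencing and first analysis were done by a company. The paper's text does not name the aligner, the counting tool, the genome build, the annotation release, the use of strand or the test for differential expression. For the genes listed there, the counts are equal to the count columns of the study's table of differentially expressed genes. The total count lay between 14139268 and 24290794 per vehicle tumor and between 16569613 and 24288893 per IL-33 tumor, and between 14701 and 17425 genes had a count in a tumor. At this depth counting error matters only for genes of a few reads. Samples were assigned to groups and replicate numbers from their labels and the paper's methods, and the replicate numbers were not used in the main comparison. No per-sample column was left unused. Which mouse each tumor came from is not stated in the paper's text, and the tumors were treated as independent.

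The 22298 gene identifiers were paired with symbols and coordinates from GENCODE M21 (GRCm38), and 26 genes that share a symbol with another gene were called by their identifier. Strand was not stated, so overlapping and antisense genes could share reads, and members of families with near-identical copies, above all immunoglobulin variable genes and Ccl21b, are uncertain as single genes. CPM values are counts relative to the total count of the tumor. A group of tumors that all had 3 or fewer counts of a gene was treated as under a floor of 3 counts, and a fold against it was computed at that floor and given as a limit. These floors cover counting error only.

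The 16817 genes with at least 10 counts over the 16 tumors were tested between the groups with edgeR 4.0.16 (R 4.3.3), with TMM normalization, glmQLFit, glmQLFTest and Benjamini-Hochberg adjustment. Genes were counted as higher or lower where the unadjusted p was under 0.05 and the group means of CPM were more than 2-fold apart, with a group mean of 0 set to 0.001. The same p and fold thresholds hold for each gene of the study's table on its own p and its group means of FPKM, while on group means of CPM 6 of its genes were less than 2-fold apart. Single genes were also tested by a two-sided exact permutation test of log2(CPM + 0.5) over all 12870 assignments of 8 tumors to a group, for which 0.0002 is the smallest p. The genes named in the text are those the paper's text names or Fig. 3A labels, the members of the marker lists, and the 5 genes higher and 5 lower with the smallest p among those past both thresholds.

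For 23 lists of marker genes, the score of a tumor was the mean log2 CPM over the list's tested genes, with TMM factors and a prior count of 2, and group means were compared by the exact permutation test with adjustment over the lists. The lists covered immunoglobulin genes, plasma cells, B cells, phagocytosis without immunoglobulin genes, macrophages, M2 and M1 macrophages, dendritic cells, CD8 T cells, NK cells, NF-κB targets, the type 2 response, red blood cells, immature neutrophils, smooth muscle, epithelium, lymph node stroma, mesothelium, adipose tissue, pancreas, liver, proliferation and sterol synthesis. The share of counts on immunoglobulin genes was compared in the same way on its log2. The sample mapping, the tests, the lists, the rule for named genes and all alternatives but 1 were set before the deposited counts were examined. The study's table of genes chosen on these same tumors was at hand by then, so the lists are not independent of it. Lists of ovary, uterus and oviduct, tumor-cell and mast cell genes were made after the values had been seen.

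The alternatives were DESeq2 1.42.0 with its size factors, upper-quartile normalization, edgeR's filterByExpr, no filter, robust quasi-likelihood, limma 3.58.1 voom with sample quality weights, the replicate number as a block, immunoglobulin genes left out, and the fold from edgeR's fitted change. Each of the 16 tumors was also left out in turn for the counts of genes, the list scores, the immunoglobulin share, the genes that the paper's text names or Fig. 3A labels and the 10 genes with the smallest p. The other single genes were fitted again only without IL-33 replicate 7. DESeq2 without IL-33 replicate 7 was added after the data had been seen. List scores were also computed with DESeq2's size factors, as medians over the genes, with each gene scaled to unit SD, and with sign flips of the same-numbered differences (256 of them), and lists were tested with camera and fry. The models were refitted on 100 splits of the tumors drawn at random, the real one included.

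The models were tested on simulated counts with 200 changed genes. The changed genes were drawn only from the better expressed ones, and no tumor apart from the others was simulated. The recovery below therefore does not extend to genes of few reads such as Cd163l1, or to changes set by a single tumor. With the spread estimated from these tumors, edgeR recovered 65.5% of the 200, and 89 of the 100 changed 4-fold, with 9 false calls over 16520 genes, and DESeq2 recovered 80% with 61 false calls. With a dispersion of 0.05, edgeR recovered 99.5% of 200 over 16720 genes. A shift of 1 on the log2 scale planted in a list was found as 0.95, and 0 of the 21 lists that share no gene with it passed an adjusted p of 0.05. That shift was planted in independent noise, without the correlation between genes or the spread between tumors of the real data. It checks the calculation and does not show what shift the scores could find in these tumors. Lists were scored and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The gene sets of the study's GO, KEGG and GSEA results were not used here, and samples of patients were not analysed here.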

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

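The tests on IL-33 replicate 7 and on vehicle replicate 4 were chosen only after the result was seen. It had been written before that red blood cell genes would fall together. That a rise of epithelial and smooth muscle genes would rest on 1 tumor had also been written before. The tumors used in those tests were picked after. The study's table of genes chosen on these same tumors was at hand when those expectations were written, so they are not independent predictions. In 54 groups of 8 tumors, the gap between the highest or lowest tumor and its neighbor, divided by the range of the group, was set against Dixon's critical value at the 5% level. It was exceeded in 14 groups, where chance gives about 2.7. IL-33 replicate 7 was the tumor apart in 8 of the 14 groups.

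IL-33 replicate 7 stood above the other IL-33 tumors by 0.9 of the range for epithelial genes (score 5.88, next 0.21), 0.809 for smooth muscle genes (8.70, next 2.48), 0.743 for lymph node stroma, 0.682 for Cd163l1, 0.601 for red blood cell genes, 0.563 for liver and 0.551 for pancreas genes. It stood below them by 0.797 of the range for proliferation genes (4.44, next 6.61). In genes that the paper does not discuss, its summed level was 299 CPM for ovary genes (next tumor 55.3 CPM) and 1750 CPM for uterus and oviduct genes (next 25.8 CPM). Of 30 reproductive tract genes, 29 were highest in this tumor, each of the 30 had at least 30 counts there, and 4 had a median of at least 1 CPM in the other tumors. A candidate explanation is ovary, oviduct and uterus tissue in the dissected sample. The count of 29 is not an independent test of it, because the list was settled after the levels of its genes had been seen. Pgr, Ovgp1 and Foxj1 were then added, and Wt1, which had been looked at with the others and was also highest in this tumor (138.6 CPM), was left out. Tissue of the tract and another reason for these transcripts cannot be told apart by that count. Without this tumor the difference between the groups was −0.2152 for epithelial and −0.6035 for smooth muscle genes, so that the higher means of the IL-33 treatment group in both lists rested on it. Library size is argued against, because its total of 17548681 counts lies within the range of the other tumors. A trend with transcript length is argued against too, because its deviation changed by 0.133 on the log2 scale per doubling of length, within the −0.40 to 0.24 of the tumors other than vehicle replicate 4. For 9 genes of the tumor cells, the median level was 6.68% of that in the other tumors (5.23% to 7.76%), where the other tumors lay between 81.8% and 109.8%. These 9 genes were picked because they were low there, so a sample without tumor and a sample with little tumor cannot be told apart. A response of this mouse to IL-33 was not tested, and the other 7 IL-33 tumors did not share the pattern.

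Vehicle replicate 4 stood above the other vehicle tumors by 0.57 of the range for red blood cell genes (score 5.51, next 2.95). Between the groups these 9 genes were lower by a score of −1.36 in the IL-33 treatment group (exact permutation test, p = 0.0877, adjusted p = 0.563), with 1 of the 8 IL-33 tumors above the vehicle mean. The difference was −0.93 without vehicle replicate 4 and −1.83 without IL-33 replicate 7, the 1 IL-33 tumor above that mean. Over the settings of the list score, p from the permutation and sign-flip tests lay between 0.00668 and 0.174. The lowest adjusted p among them was 0.154. In 8 of the 9 genes vehicle replicate 4 was the highest vehicle tumor, but that tumor was picked for its high score on these genes, and 4 of the 9 genes are on the study's list. An effect of IL-33 on blood content was not tested. Deviations of single genes from the mean of their group had an SD of 1.20 in vehicle replicate 4 and 1.36 in IL-33 replicate 7, against 0.37 to 0.70 in the other tumors. In vehicle replicate 4 they changed by −0.754 on the log2 scale per doubling of transcript length, outside the −0.40 to 0.24 of the other tumors, and a candidate explanation is a difference in RNA quality or library preparation that favors short transcripts. For the red blood cell genes, more blood left in that sample and this trend cannot be told apart. Library size is argued against, because vehicle replicate 5, the nearest in size with 14160269 counts, had an SD of 0.37.

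Among the vehicle tumors, replicate 7 stood apart by 0.814 of the range for NK cell genes, 0.565 for CD8 T cell genes and 0.681 for Cd163l1. Its 3 reads of Cd163l1 are at the floor, so this last gap has no weight. Without it the differences between the groups were 0.37 for CD8 T cell and 0.33 for NK cell genes. Vehicle replicate 2 stood apart by 0.686 of the range for B cell genes and 0.778 for liver genes. Without it the differences were 0.99 for B cell and 0.06 for liver genes. The design gives no condition within the vehicle group, so no biological explanation was tested for these tumors.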

How the results depend on the processing

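No test here was chosen only after the result was seen, apart from DESeq2 without IL-33 replicate 7, an alternative added after the data had been seen.

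The count of 0 genes past an adjusted p of 0.05 (1876 at an unadjusted p under 0.05) held in edgeR with all tumors and in the 8 other alternatives set beforehand and the 16 fits without 1 tumor. DESeq2 without IL-33 replicate 7 gave 1 gene, Alas2 (log2 fold change −3.45, adjusted p = 0.0126, with 1 of the 8 IL-33 tumors, the one left out, above the vehicle mean). The smallest adjusted p lay between 0.353 and 0.999 over the other settings.

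The count of genes higher by the study's thresholds was 1581, and it was 298 with DESeq2, 374 with filterByExpr and 286 with limma voom and sample quality weights. It was 119 with DESeq2 without IL-33 replicate 7, and from 160 (without IL-33 replicate 7) to 1807 (without IL-33 replicate 2) across the 16 fits that each left out 1 tumor. The count of genes lower was 82, and it was 41 with DESeq2, 29 with filterByExpr, 52 with limma voom, 143 with no filter and 154 with DESeq2 without IL-33 replicate 7. Across the 16 fits it went from 36 (without vehicle replicate 4) to 209 (without IL-33 replicate 7). Fewer genes were tested with filterByExpr (12800) and more with no filter (18774), and DESeq2 replaced a count in 1273 of the 1581 genes. For limma voom the cause was not tested. The share of genes higher among those past both thresholds was 95.1% in edgeR, 87.9% in DESeq2, 84.6% in limma voom and 43.4% without IL-33 replicate 7. Upper-quartile normalization, robust quasi-likelihood, the fold from edgeR's fitted change and leaving out immunoglobulin genes kept both counts within 1.5 times.

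With the replicate number as a replicate block, 193 genes were higher and 19 lower. The numbers do not mark pairs, since the correlation of the deviations of same-numbered tumors lay between −0.55 and 0.36 over 8 pairs and was over 0.1 in 3.

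The log2 fold changes of 5 genes labeled in Fig. 3A changed sign. Cldn3 was at −2.85 with DESeq2, −2.80 with DESeq2 without IL-33 replicate 7, −0.71 with limma voom and −0.59 with the replicate block, and from −2.54 to 5.74 with 1 tumor left out. Ccl21a was at −2.45, −3.60, −2.67 and −2.06 in the same settings, and from −3.52 to 4.37. Ccdc3 was at −1.14, −1.23, −1.19 and −0.68, and from −1.20 to 1.66. Cxcl12 was at −0.69, −0.72, −0.46 and −0.0597, and from −0.71 to 1.43. Ccl21b was at −3.998, −3.995, −1.82 and −1.79, and from −4.62 to 5.69. The lowest value of each range is the fit without IL-33 replicate 7, the only 1 of the 16 with a negative sign. DESeq2 replaces the count of that tumor and the fit without it drops it, which accounts for these settings, and for limma voom and the block the cause was not tested. Of 250 values of single genes under the other alternatives, 35 were weaker, 9 stronger and 20 reversed. Of 560 with 1 tumor left out, 57 were weaker, 6 stronger and 5 reversed. Cd163l1, Cldn3, Ccl21a, Ccl21b, Igkv4-68 and Cxcr1 are among the genes that filterByExpr removed, so they have no value there, and immunoglobulin genes have none with those genes left out. The low counts of Cd163l1 limit what can be said of it.

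No marker list passed an adjusted p of 0.05 in any setting except camera with its preset correlation, which called 5, and none of the 5 passed with the estimated correlation or with fry. The difference changed sign in at least 1 setting for 15 of the 23 lists. With medians over the genes, phagocytosis without immunoglobulin genes was at −0.002639 and M1 macrophages at −0.17. They also moved M2 macrophages to −0.39, NK cells to 0.55, the type 2 response to 0.21, red blood cells to −2.18, smooth muscle to 0.17, lymph node stroma to −0.43, mesothelium to 0.33 and pancreas to 0.72, by more than 1.5 times without a change of sign. With genes scaled to unit SD, lymph node stroma was at 0.0212 and mesothelium at −0.01355. With 1 tumor left out, the ranges were −0.0128 to 0.13 for phagocytosis without immunoglobulin genes, −0.0597 to 0.20 for macrophages, −0.29 to 0.0176 for M2 macrophages and −0.12 to 0.27 for M1 macrophages. They were −0.14 to 0.37 for CD8 T cells, −0.0408 to 0.33 for NK cells, −0.000665 to 0.23 for the type 2 response, −0.60 to 0.49 for smooth muscle and −0.22 to 0.68 for epithelium. They were −0.37 to 0.0921 for lymph node stroma, −0.24 to 0.25 for mesothelium, −0.57 to 0.72 for adipose tissue, −0.0274 to 0.39 for pancreas, −0.59 to 0.0636 for liver and −0.28 to 0.10 for proliferation. The other 8 lists kept their direction in all settings.

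The log2 difference in the immunoglobulin share went from 1.42 to 2.58 with 1 tumor left out, and its p was under 0.05 only without IL-33 replicate 6 (2.58, exact permutation test, p = 0.0312). On the percent itself the difference was 0.0911 (exact permutation test, p = 0.0589). With totals of at least 14139268 counts, depth limits only genes of a few reads.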

Differences from the paper's values

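The tests here were set before the deposited counts were examined, though with the study's table at hand. The exception is DESeq2 without IL-33 replicate 7, which was chosen after seeing the values. The paper gives 300 genes upregulated, and edgeR's test gave 1581 with the thresholds of the study's table. Of the alternatives set before the data were examined, DESeq2 (298), filterByExpr (374) and limma voom with sample quality weights (286) came within 1.5 times of the paper's 300. Upper-quartile normalization (1648), robust quasi-likelihood (1563), no filter (1743), immunoglobulin genes left out (1530), the fold from edgeR's fitted change (1560), the replicate block (193) and each of the 16 fits without 1 tumor (160 to 1807) did not. DESeq2 without IL-33 replicate 7 gave 119, which does not reach the paper's value.

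The paper gives 43 genes downregulated, and edgeR's test gave 82. DESeq2 (41), filterByExpr (29), limma voom (52) and the fits without IL-33 replicate 5 (63), IL-33 replicate 8 (64) or vehicle replicate 4 (36) came within 1.5 times of the paper's 43. Upper-quartile normalization (80), robust quasi-likelihood (81), no filter (143), immunoglobulin genes left out (81), the fold from edgeR's fitted change (103), the replicate block (19) and the other 13 fits without 1 tumor (66 to 209) did not. DESeq2 without IL-33 replicate 7 gave 154.

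The paper's volcano plot shows Cldn3, Ccl21a, Ccdc3, Cxcl12 and Ccl21b among the upregulated genes. Their log2 fold changes in edgeR were 4.56, 3.78, 1.45, 0.99 and 4.71 over all tumors. They were −2.54, −3.52, −1.20, −0.71 and −4.62 without IL-33 replicate 7.

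For 6 genes that Fig. 3A labels as changed, the unadjusted p of edgeR over all tumors was not under 0.05. The log2 fold change of Igkv4-68 was 0.83 (exact permutation test, p = 0.279), and its p in the model was under 0.05 with DESeq2, without vehicle replicate 3, and with DESeq2 without IL-33 replicate 7, which was chosen after seeing the values. That of Nostrin was 0.86 (exact permutation test, p = 0.146), and DESeq2, filterByExpr and the fits without IL-33 replicate 2, 5 or 6 called it. Alas2 had a log2 fold change of −1.74, and although the exact permutation test gave p = 0.0438, of the models only DESeq2, limma voom, the replicate block, the fit without IL-33 replicate 7, and DESeq2 without that tumor, chosen after seeing the values, called it. Cxcr1 had one of −1.62 (exact permutation test, p = 0.255) and was called without IL-33 replicate 2 and with DESeq2 without IL-33 replicate 7, chosen after seeing the values. Ccdc3 (exact permutation test, p = 0.942) and Cxcl12 (exact permutation test, p = 0.934) were called with DESeq2 and with DESeq2 without IL-33 replicate 7, chosen after seeing the values, in each case with a negative fold change. Ccdc3 was also called with limma voom and without IL-33 replicate 7, again with a negative fold change. The log2 ratio of group means of CPM was 0.95 for Lrrc29, 0.98 for Ccrl2 and 0.98 for Abca4, under the 2-fold threshold.

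The paper states that phagocytosis, CD8 T cell, NK cell and NF-κB gene sets were enriched. The differences in the scores of the marker lists here were 0.06, 0.10, 0.12 and 0.12, each with an adjusted p of 0.952. The paper also states that macrophage-related markers were upregulated. The difference for 15 macrophage genes was 0.05 and that for 15 M2 macrophage genes −0.12, each with an adjusted p of 0.952. The study's gene sets were not used here, so these are other genes than those of its enrichment results.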

Other observations

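Of the tests below, those on the lymph node, on the share of tumor cells, on the sex of the mice and on the splits of all tumors by edgeR's count at the study's thresholds were chosen before, and all the other tests were chosen only after the result was seen.

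Other splits of the tumors gave results as large. In edgeR, 85 of 100 splits into 8 and 8 tumors, the real one included, gave at least as many genes past the study's thresholds as the real 1663, with a median of 1874.5 and a range of 1321 to 2600. With DESeq2 48 of 100 splits did, against 339 genes in the real split and a median of 329. With edgeR without IL-33 replicate 7, 44 of 100 splits did, against 369 and a median of 342. All 100 splits gave at least 0 genes past an adjusted p of 0.05, the number in the real split, as any split must. At least 1 such gene was found in 2 splits with edgeR, 52 with DESeq2 and 2 with edgeR without IL-33 replicate 7. The number of genes past the study's thresholds is therefore no larger than chance splits of these tumors give.

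Of the 300 genes that the study's table lists as up, 118 had an unadjusted p under 0.05 in the same direction without IL-33 replicate 7, against 147 to 241 in the 15 fits that each left out another tumor. This is consistent with 1 sample with other tissue in it lifting part of the list. Of the 43 genes listed as down, 16 did without vehicle replicate 4, against 26 to 38 in the other fits. Among the listed genes whose DESeq2 change had the opposite sign at an unadjusted p under 0.05, all 52 had a count replaced as an outlier by DESeq2, while 73 of the listed genes had one. A candidate explanation is that p came from a fit with the count of 1 tumor replaced and the direction from group means that hold it. Which fit the study used is not stated in the paper's text. Of DESeq2's 298 genes higher by the ratio of means, 50 had a fitted change below 0.

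The immunoglobulin list of 151 genes, 47 of them on the study's list, was higher by 0.96 in the IL-33 treatment group (exact permutation test, p = 0.123, adjusted p = 0.566, with 5 of 8 IL-33 tumors above the vehicle mean). Lymph node tissue in the dissected tumors would raise lymph node stroma genes too. That list differed by −0.0113, and the immunoglobulin score minus the stroma score differed by 0.97 (exact permutation test, p = 0.0648). A lower share of tumor cells would raise the other leukocytes alike, and the immunoglobulin score minus the mean of the macrophage, CD8 T cell and NK cell scores differed by 0.87 (exact permutation test, p = 0.1153). Both explanations stay open, since neither difference exceeded the spread of 8 against 8 tumors, and so does an effect of IL-33 on plasma cells, which cannot be told apart from them here.

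Sterol synthesis genes, which the paper does not discuss, were lower by a score of −0.81 in the IL-33 treatment group (exact permutation test, p = 0.0211, adjusted p = 0.486 over 23 lists). All 13 genes were lower, with 2 of the 8 IL-33 tumors above the vehicle mean. The list did not pass the adjustment. The difference lay between −0.95 and −0.70 with 1 tumor left out, with an exact p of 0.0087 to 0.0423. It was −0.7128 without IL-33 replicate 7, which argues against that tumor as its cause. Without the 2 genes on the study's list the other 11 differed by −0.69 (exact permutation test, p = 0.03077), which argues against the choice of those genes. A lower rate of sterol synthesis in tumors under IL-33 may be a hypothesis to test in other mice.

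Il1rl1, which encodes the IL-33 receptor ST2, had 765.9 ± 310.8 CPM (SD, n = 8) in the vehicle group and 626.3 ± 287.0 CPM (SD, n = 8) in the IL-33 treatment group, a log2 fold change of −0.33 (adjusted p = 0.838 from edgeR), with 3 of 8 IL-33 tumors above the vehicle mean, and −0.15 without IL-33 replicate 7. It was at 37.1 CPM in IL-33 replicate 7 and between 394.8 and 1318 CPM in the other 15 tumors. The highest level of any of 4 mast cell genes in any tumor was 28.6 CPM, which argues against mast cells as the main source. In IL-33 replicate 7 the level was 5.55% of the median of the others, close to the 6.68% of the 9 tumor-cell genes, while the macrophage score there was 6.19, within the range of the others. That tumor cells carry the transcript may be a hypothesis to test. Because the 9 genes were picked as low in that 1 tumor, tumor cells and another source that it lacks cannot be told apart.

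The remaining lists did not differ between the groups by more than the spread between tumors (exact permutation tests, adjusted p of 0.563 for immature neutrophils, 0.987 for lymph node stroma and 0.952 for the others). Immature neutrophil genes, 6 of 10 on the study's list, differed by 0.99 (exact permutation test, p = 0.0979, 6 of 8 IL-33 tumors above the vehicle mean). By the same exact test, the type 2 response differed by 0.0709 (p = 0.780), smooth muscle by 0.28 (p = 0.911), epithelium by 0.53 (p = 0.869), mesothelium by 0.11 (p = 0.842) and adipose tissue by 0.31 (p = 0.8289). Pancreas differed by 0.28, liver by −0.34, proliferation by −0.20 and lymph node stroma by −0.0113 (exact p = 0.553, 0.534, 0.754 and 0.987). Above the vehicle mean were 5 of 8 IL-33 tumors for the type 2 response and proliferation, 4 for pancreas, 3 for epithelium and adipose tissue, and 2 for smooth muscle, mesothelium, liver and lymph node stroma. Without IL-33 replicate 7 the differences were −0.60 for smooth muscle, −0.22 for epithelium, −0.24 for mesothelium, −0.57 for adipose tissue, −0.0274 for pancreas, −0.59 for liver, 0.10 for proliferation and −0.37 for lymph node stroma. That of the type 2 response was −0.000665 without vehicle replicate 6 and 0.23 without vehicle replicate 7. Of these lists, smooth muscle and epithelium hold 2 genes each of the study's list, and the type 2 response and lymph node stroma 1 each.

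The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 5 counts in total over the 16 libraries, all of them on Kdm5d, which argues against a difference in sex between the groups.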
